# An ancient testis-specific IQ motif-containing H gene regulates specific transcript isoform expression during spermatogenesis

**DOI:** 10.1242/dev.201334

**Published:** 2023-04-04

**Authors:** Paula Navarrete-López, Marta Lombó, Maria Maroto, Eva Pericuesta, Raúl Fernández-González, Priscila Ramos-Ibeas, María Teresa Parra, Alberto Viera, José Ángel Suja, Alfonso Gutiérrez-Adán

**Keywords:** *Iqch*, Spermatogenesis, Transcript variants, lncRNAs, Splicing regulation

## Abstract

Spermatogenic cells express more alternatively spliced RNAs than most whole tissues; however, the regulation of these events remains unclear. Here, we have characterized the function of a testis-specific IQ motif-containing H gene (*Iqch*) using a mutant mouse model. We found that *Iqch* is essential for the specific expression of RNA isoforms during spermatogenesis. Using immunohistochemistry of the testis, we noted that *Iqch* was expressed mainly in the nucleus of spermatocyte and spermatid, where IQCH appeared juxtaposed with SRRM2 and ERSP1 in the nuclear speckles, suggesting that interactions among these proteins regulate alternative splicing (AS). Using RNA-seq, we found that mutant *Iqch* produces alterations in gene expression, including the clear downregulation of testis-specific lncRNAs and protein-coding genes at the spermatid stage, and AS modifications – principally increased intron retention – resulting in complete male infertility. Interestingly, we identified previously unreported spliced transcripts in the wild-type testis, while mutant *Iqch* modified the expression and use of hundreds of RNA isoforms, favouring the expression of the canonical form. This suggests that *Iqch* is part of a splicing control mechanism, which is essential in germ cell biology.

## INTRODUCTION

Spermatogenesis is a complex process involving the somatic proliferation of spermatogonia, meiotic divisions that give rise to haploid cells, and postmeiotic differentiation of spermatids or spermiogenesis, which finally leads to the production of mature spermatozoa. The testis is a very heterogeneous organ composed of different stages or cell types where there is continuous production of male gametes (Griswold, 2016). First, spermatogonial stem cells go through a series of mitotic divisions and differentiation processes giving rise to undifferentiated and then differentiated spermatogonia producing preleptotene spermatocytes. Subsequently, meiosis I, which involves a prolonged prophase, comprises the substages leptotene, zygotene, pachytene, diplotene and diakinesis. During these steps, recombination, homologous chromosome pairing and synapsis take place. Meiosis I is then followed by the second meiotic division, when homologous chromosomes separate and give rise to haploid round spermatids. The third process is called spermiogenesis, when round spermatids go through several differentiation stages to become elongated spermatids and finally sperm. These events include dramatic changes, such as loss of most of the cytoplasm, acquisition of a flagellum, acrosome formation, reorganization of mitochondria, nuclear elongation and chromatin compaction by replacement of most histones. The last is mediated first by transition proteins and then by protamines, and this replacement results in transcriptional silencing during later spermiogenesis stages (Geisinger, 2008). The process of germ cell differentiation is sustained by the surrounding somatic cells, mainly Sertoli and Leydig cells, but also myoid cells, endothelial cells, macrophages, innate lymphoid cells and mesenchymal cells. This multistage process requires tight regulation of gene expression and is still not fully understood (Massart et al., 2012). Multidisciplinary efforts are needed to gain insight into the mechanisms that drive spermatogenesis and that could affect male fertility. The identification of genes that are crucial to the process of sperm production is necessary to further our understanding of the transcriptional program of spermatogenesis. Several thousands of testis-enriched genes (Lu et al., 2019) exist, and some of these have been identified as essential for the maintenance of the fine-tuned mechanisms needed to produce fertile spermatozoa (Greenbaum et al., 2006; Singh and Rajender, 2015; Castaneda et al., 2017; Wu et al., 2020).

In the search for currently unknown regulatory networks, we here examine the functions of IQ domain-containing H gene (*Iqch*). This testis-specific gene, which has been identified in humans and mice, is conserved across all mammalian species analysed so far, and is also found in chicken, zebrafish and frog (https://www.ncbi.nlm.nih.gov/homologene/11258). IQCH is a long protein (1071 amino acids in mice) containing one IQ motif [a short calmodulin (CaM)-binding motif containing conserved Ile and Gln residues], which is responsible for CaM binding in the absence of calcium. Calcium is known to participate in many biological processes during spermatogenesis (Darszon et al., 2011), and abnormal calcium homeostasis has been associated with impaired spermatogenesis (Chiarella et al., 2004; Shambharkar et al., 2015). IQCH also contains a carbamate kinase-like domain, a Zn-dependent exopeptidase domain and a lactate dehydrogenase (LDH) C-terminal-like domain. By analysing genomic regions associated with inbreeding-related reductions in semen quality traits in a cattle population, *Iqch* has been identified as a potential gene for determining male fertility and the percentages of live spermatozoa (Ferenčaković et al., 2017).

In the present study, we examine the impacts of *Iqch* on male fertility, testis phenotype and gene expression throughout the process of spermatogenesis. In *Iqch* mutant mice that were generated, males were found to be infertile but no effects were detected in females. Inactivation of *Iqch* in mice led to spermatogenesis abnormalities, low sperm production, and sperm function and morphology defects. Moreover, we noted that *Iqch* plays a regulatory role in spermatogenesis, affecting the expression of protein-coding genes and lncRNAs, and controlling the expression of spermatogenesis-specific RNA isoforms.

## RESULTS

### Spatial and temporal patterns of IQCH during spermatogenesis

It has been reported in mice that IQCH is almost exclusively expressed in all cells within the seminiferous tubules of the testis, but with strong signals detected in spermatocytes and spermatids, suggesting it may play a regulatory role in testis development (Yin et al. 2005). To examine the location of the protein, IQCH was immunolocalized through acrosome staining. IQCH was detected in all cell types of the seminiferous tubules, and also in Leydig cells, but its location varied between nucleus or cytoplasm depending on the cell type (Fig. S1). In primary spermatocyte and Leydig cells, its location was mainly cytoplasmic with a few small and low-intensity spots visible in the nucleus (Fig. S1A-E). Cytoplasmic staining was still observed in the secondary spermatocyte, with the dotted nuclear signal predominating (Fig. S1F-J). In round spermatids, staining was exclusively nuclear, appearing as dots distributed throughout the nucleus (Fig. S1K-O). In elongated spermatids and immature spermatozoa with a large amount of cytoplasm still attached to the tail, only cytoplasmic staining was observed (Fig. S1P-T).

### *Iqch* is essential for murine spermiogenesis

To determine the role of *Iqch* during mammalian spermatogenesis, we used CRISPR-Cas9 technology to produce *Iqch* mutant mice with deletion of exon 19 (Fig. 1A). From the edited mice generated, two lines were selected with deletions of 11 and 19 nucleotides (*Iqch^mu5^* and *Iqch^mu7^*, respectively) that gave rise to expected proteins of 956 and 978 amino acids instead of the wild-type protein consisting of 1071 amino acids (Fig. 1B,F). As the two lines showed similar phenotypes, the following phenotyping results refer to the *Iqch^mu7^* line. In addition, as the mutant lines showed no fertility phenotype in heterozygosis, all analyses were performed in homozygous animals. The deletion carried by the edited line was confirmed by a Sashimi plot of the RNA-seq coverage of the *Iqch* gene exon 19 in wild-type and *Iqch^mu^* mice (Fig. 1C). Additionally, Western blotting revealed that the wild-type 1071 amino acid protein was absent in the testes of mutant mice (Fig. 1D). Interestingly, an unspecific band of about 50 kDa appeared, which could be due to some isoform that remained in the wild type and the mutant. Immunofluorescence analysis confirmed the absence of IQCH in mutant mice (Fig. 1E). The IQ domain (406-435) and the predicted RNA binding domain (944-949) were conserved in both IQCH mutants 5 and 7, while the predicted DNA binding domain (1019-1026) was lost in the truncated proteins (Fig. 1F). These differences at amino acid sequence reflect a change in predicted RNA-binding domain folding in the mutants (Fig. S2).

**Fig. 1.**
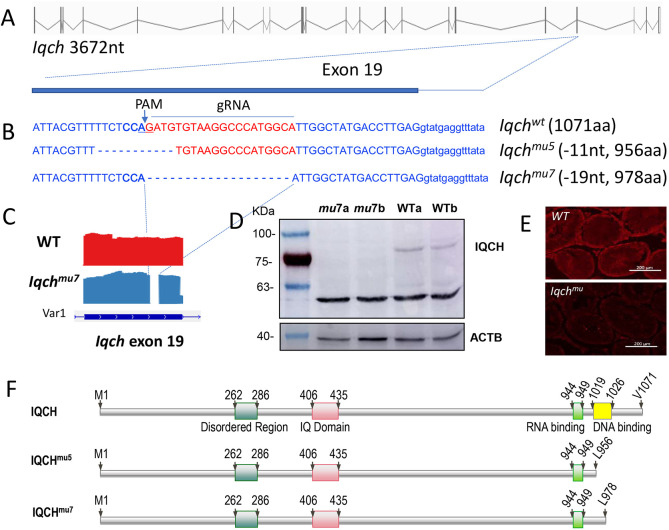
**Diagrams of *Iqch* gene structure and mutations produced by CRISPR/Cas9 in edited mice.** (A) The *Iqch* gene consists of 22 exons (vertical lines). (B) Nucleotide deletions produced by CRISPR/Cas9 in the edited mouse lines *Iqch^mu5^* and *Iqch^mu7^*. The number of nucleotides deleted and amino acids encoded by the wild-type and mutant proteins are indicated. Red letters indicate the guide RNA (gRNA). PAM sequences are indicated in bold blue. (C) RNA-seq coverage plot of the *Iqch* gene representing the wild-type data (red) and the *Iqch^mu7^* data (blue). The upper panel shows the detail of exon 19 of *Iqch*, showing the coverage and deletion in the mutant. The lower panel shows the size of exon 19 in the two principal variants of *Iqch*. (D) Western blot analysis of IQCH protein expression in the testes of two wild-type and two *Iqch^mu^* mutant mice, using ACTB as a loading control. The positions of molecular mass markers are indicated. (E) Immunolocalization of IQCH in cross-sections of seminiferous tubules of wild-type and *Iqch^mu^* mice (anti-IQCH in red). (F) Graphic diagrams of IQCH protein of wild-type and mutant mouse lines showing the structure of the main predicted domains.

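In GRCm39, Iqch (ENSMUSG00000037801) lies on the minus strand of chromosome 9, from 63328687 to 63509775, and its canonical transcript in GENCODE has 22 exons. Exon 19 is coding and runs from 63352756 to 63352878, 123 bp. The wild-type sequence drawn in Fig. 1B, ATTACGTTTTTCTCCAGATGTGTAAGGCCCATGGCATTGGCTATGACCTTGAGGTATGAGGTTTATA, occurs once on chromosome 9, from 63352742 to 63352808. Its first 53 bases are the end of the exon and its last 14 bases the start of the following intron. On the coding strand the target of the gRNA reads GATGTGTAAGGCCCATGGCA, at 63352773 to 63352792, and it follows the bases CCA. The PAM is therefore TGG on the opposite strand, where the guide reads TGCCATGGGCCTTACACATC. The mu5 sequence lacks 11 bases, placed here as TTCTCCAGATG at 63352789 to 63352799, 1 of 2 positions that give the same sequence. The mu7 sequence lacks 19 bases, GATGTGTAAGGCCCATGGC, at 63352774 to 63352792. Neither number is a multiple of 3. Translated in the canonical transcript, the wild type gives 1071 amino acids. The mu5 sequence gives 956 amino acids, of which the first 955 are those of the wild type. The mu7 sequence gives 976, with 958 shared and 18 altered residues at the end. These lengths come from the sequences as drawn and from no read data.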

Male and female edited mice developed normally, and, whereas females were fertile, males homozygous for the mutation were infertile. Although the *Iqch* mutant males copulated normally, they were completely infertile (20 males crossed with two females each were analysed). Histological observation of *Iqch^mu^* testis revealed some near-empty seminiferous tubules, disorganized tubules with abnormal spermatids and few spermatozoa (Fig. 2A-E; Fig. S3). The testes of adult mutant mice were smaller than wild type (Fig. 2F,G); sperm concentration was also reduced (Fig. 2H). The consequence of these would be azoospermia and male infertility. To analyse this phenotype, we analyse the chromosome segregation during meiosis. *Iqch^mu^* spermatocytes adequately progressed throughout meiosis, and they successfully achieved the processes of homologous chromosomes synapsis, recombination and segregation during both meiotic divisions (Figs S4 and S5).

**Fig. 2.**
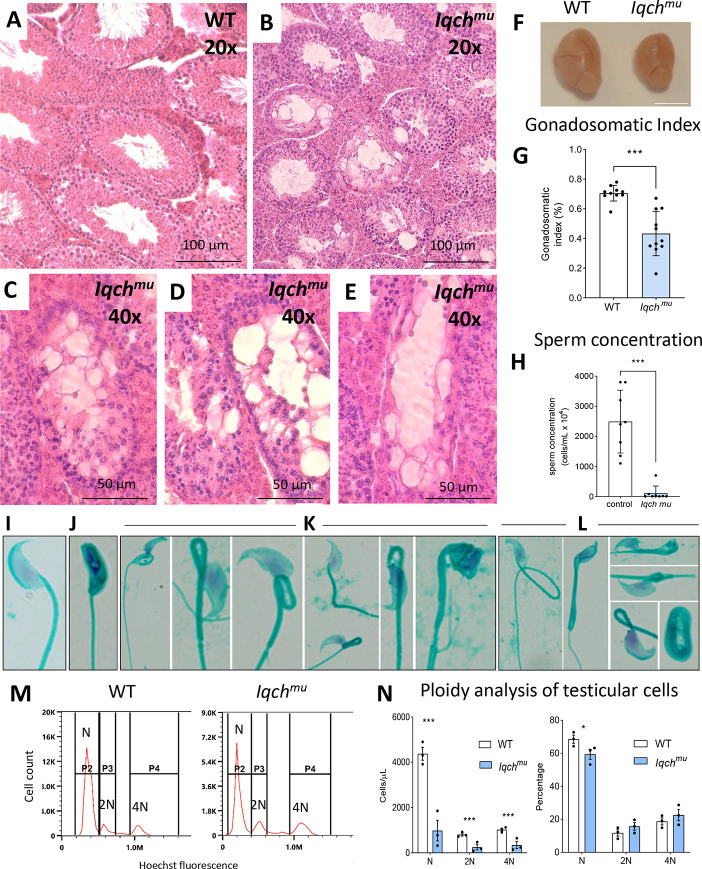
**The infertile phenotype of *Iqch^mu^* mice.** Hematoxylin and Eosin staining of testes of wild-type (A) and *Iqch^mu^* (B) mice. Scale bars: 100 μm. (C-E) Testis sections of *Iqch^mu^* mice showing abnormal individual seminiferous tubules. Scale bars: 50 μm. (F) Representative images of whole testis from wild-type and *Iqch^mu^* 4-month-old mice. Scale bar: 5 mm. (G) Wild-type (white, *n*=10) and *Iqch^mu^* (blue, *n*=11) testes sizes are shown as percentages of total body weight in 4-month-old mice. (H) Sperm concentration in wild type (white, *n*=8) and *Iqch^mu^* (blue, *n*=8). (I-L) Examples of normal (I) and abnormal (J-L) sperm isolated from the cauda epididymis in Iqchmu mice (stained with Spermac Stain Kit and observed under a standard bright-field microscope). Over 80% of sperm show some type of abnormality, including neck and midpiece defects (K,L), head defects (J-L) and tail defects (L). (M) Representative DNA ploidy histograms stained with Hoechst 33342 for wild-type and *Iqch^mu^* testicular germ cells. N, haploid germ cells; 2N, diploid cells (spermatogonia); 4N, tetraploid cells (germ cells in meiosis I and cells in G2/M-phase). (N) Distribution of cells according to DNA amount in wild-type and *Iqch^mu^* testis of adult mice (*n*=3/group): on the left, the number of testicular cells per μl present in each mouse; on the right, the proportion of cells. Data in G, H and N are mean±s.e.m. Statistical analyses were carried out using one-way ANOVA with a multiple comparison Tukey's test; *P<0.05, ***P<0.001.

To explore the nature of these spermatid defects, the outer acrosomal membrane was immunostained with FICT-conjugated PNA. Whereas a single uniform acrosomal structure was present in wild-type spermatids, fewer acrosomal structures were observed in *Iqch^mu^* spermatids (Fig. S3) and acrosomal cap structures were discontinuous, abnormally fragmented and with malformations (Fig. S6). In addition, sperm from mutant mice showed reduced viability, motility and increased sperm morphological abnormalities in the neck, midpiece, head and tail (Fig. 2I-L, Fig. S7 and Movies 1, 2).

To identify the stage of spermatogenesis that is being affected, we analysed the proportions of the different germ cells with 4n, 2n and n sets of chromosomes by using flow cytometry (Fig. 2M,N). In the mutant testis, there is a reduction of all the cell types (Fig. 2M,N, left; in Fig. 2M, *y* axis shows different scale in wild-type and *Iqch* testicles), but when we analysed the proportions we observed a significant reduction in only the population of haploid cells, i.e. round and/or elongated spermatids (Fig. 2N right), but the cell populations of 2n and 4n are not affected.

### The *Iqch* mutation gives rise to a considerably modified transcriptome profile of mouse testis

To establish the molecular basis for the spermatogenesis defects observed in *Iqch* mutant mice, we performed RNA-seq analysis on testes of four wild-type and four *Iqch^mu^* adult mice. 

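The values behind the gene expression results are those of 7 testis libraries, 4 from wild-type and 3 from Iqch mutant mice aged 4 months, each from a single mouse. They are the libraries of wild-type mice 1 to 4 and of mutants 1, 2 and 4. The authors trimmed the reads with Trimmomatic, mapped them to GRCm39 with Subread and counted them per gene with featureCounts. They kept genes with at least 75 reads in 2 or more samples of a group and deposited CPM, the reads of a gene per 1000000 reads of the library, for 17127 genes. Each library's CPM sum to 1000000 over these genes, so the values carry no between-sample factor. All values of a library (100%) are whole multiples of 1 step, which, if taken as 1 read, gives its number of reads on these genes. It ran from 32859673 to 37551057 in wild-type libraries, with a median of 33878004, and from 32064384 to 34806129 in mutant libraries, with a median of 32557330. A single read is 0.0266 to 0.0312 CPM, and 3 reads were taken as the level that a count of 0 allows. Intervals and limits of this kind cover counting error only. Differential expression was tested with limma on log2(CPM + 0.1), with a mean-variance trend and Benjamini-Hochberg adjustment (FDR), over the 17126 genes with at least 2.2 CPM in 2 or more samples of a group. Genes were called at the paper's FDR of 0.01. Fold changes are on this log2 scale, which understates changes of genes with low values. Errors of CPM values are SDs over 4 wild-type and 3 mutant libraries throughout. Coordinates are those of the GENCODE annotation of GRCm39, in which 17045 of the genes (99.5%) were found.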

After the mapping step, around ∼34 million paired-end reads were successfully assigned per sample, with an alignment rate >96% in all cases (Table S1A). Through gene quantification, an average of ∼24,060 genes were detected among samples. One *Iqch* mutant sample, which was considered an outlier, was excluded from further analysis after normalization. Finally, both experimental groups were clustered together according to the gene expression profiles of the top significant differentially expressed genes (DEGs) (Fig. S8).

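Over all 17126 tested genes, not only those with the lowest FDR, log2(CPM + 0.1) values correlated more strongly within a genotype than between genotypes. Pearson's r across genes ran from 0.992 to 0.9945 within the wild type, from 0.9928 to 0.994 within the mutants and from 0.9433 to 0.9553 between them. Genes are not independent replicates, so no p-value is given. Average-linkage clustering on these correlations put the 4 wild-type libraries in one cluster and the 3 mutant libraries in the other. PC1 held 84.6% of the variance and PC2 4.3%. The mean correlation within genotypes exceeded that between genotypes by 0.0436, and with a pseudocount of 1, which moved this gap most, by 0.035.

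**Figure D1:**
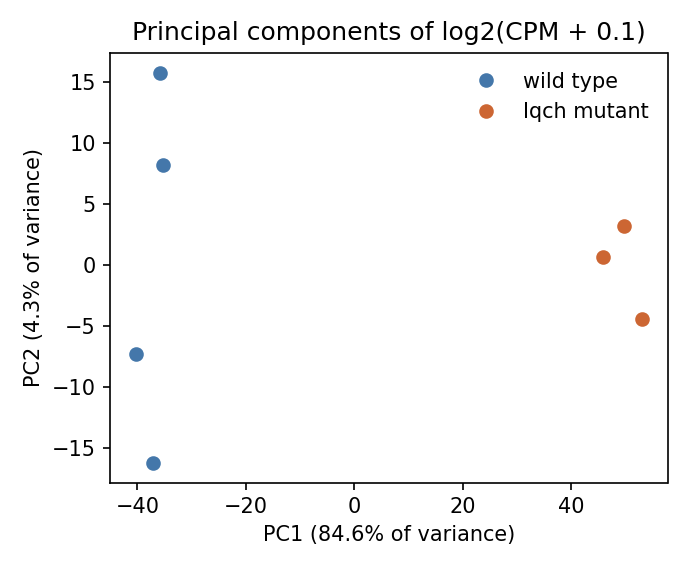
Principal components of the 7 libraries, with PC1 on the x axis and PC2 on the y axis, both in units of log2(CPM + 0.1), 1 point per mouse. The 4 wild-type mice lie between -40.3 and -35.2 on PC1 and the 3 mutants between 45.8 and 53.1.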

Our differential gene expression analysis of the *Iqch* mutant and control groups (common results in edgeR and DEseq2 analysis with FDR<0.01) revealed the upregulation of 4657 genes and the downregulation of 4057 genes in *Iqch* mutant testes. 

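With limma on the deposited CPM, 8640 of 17126 genes (50.4%) had an FDR below 0.01, of which 6212 were higher and 2428 lower in Iqch mutant testes. The median log2 fold change of all genes was 0.121, so that a gene with no change relative to the others appears slightly higher. CPM divided by median-of-ratios size factors, the alternative that moved this median most, brought it to -0.013. It gave 8921 genes, of which 4627 were higher (51.9%, against 71.9% for the deposited CPM) and 4294 lower. Both scalings called 7055 genes in common, all in the same direction. In 10664 of the tested genes (62.3%) every mutant library lay above or below every wild-type library, where chance gives 5.7%. Many called changes were small, and 3913 of the 8640 genes changed by less than 0.5 on the log2 scale. The median standard error of a log2 fold change was 0.081.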

Overall, 8714 genes were differentially expressed in the wild-type and mutant tissue samples. Of these, 1423 DEGs showed a fold change above 2, the vast majority of them, upregulated (Fig. 3A, Table S1B-F, Fig. S9). Thus, the absence of *Iqch* seems to induce widespread changes in the transcriptome profile of the testis, with the ultimate consequence of infertility. 

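Of the genes called on the deposited CPM, 1715 had a fold change above 2, with 1506 higher (87.8%) and 209 lower in the mutant. After scaling by size factors these were 1423 genes, with 1139 higher (80%) and 284 lower. With the CPM minimum raised from 2.2 to 5, 126 lower genes were left, as fewer genes with low values were tested.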

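Among genes whose mutant and wild-type values did not overlap, the 10 largest increases were in C1s1, Ly6d, Serpina3n, 4933431M02Rik, Wnt4, Saa3, Fetub, Gm9271, 4930505M18Rik and Lrg1, with log2 fold changes from 4.07 to 6.61. Ly6d (ENSMUSG00000034634, chromosome 15 from 74633902 to 74635597) was at 0.211 ± 0.171 CPM in wild-type and 20.4 ± 3.21 CPM in mutant testes, a log2 fold change of 6.16 (standard error 0.31, limma FDR 8.4e-09). Lrg1 (ENSMUSG00000037095, chromosome 17 from 56426283 to 56429001) was at 2.67 ± 0.408 CPM in wild-type and 46.1 ± 2.56 CPM in mutant testes, a change of 4.07 (standard error 0.12, limma FDR 1.4e-10). Ly6d stood at 0.466 CPM in wild type 2 and at most 0.15 CPM in the other wild-type libraries, and Fetub at 2.36 CPM in wild type 2 and at most 0.852 CPM in the others. In 5 others of the 10 the value depended on single libraries. C1s1 was at 0 CPM in 3 wild-type libraries and at 4.66 CPM in wild type 3. Gm9271, a pseudogene, was at 11.3 CPM in wild type 2 and at most 0.822 CPM in the other wild-type libraries. 4930505M18Rik was at 4.02 CPM in wild type 2 and at most 0.0533 CPM in the others, and without mutant 2 it changed by 4.20 and was not called, at a limma FDR of 0.0104. 4933431M02Rik ranged from 0.546 to 53.1 CPM and Saa3 from 3.44 to 36.1 CPM among the mutants. The 10 largest decreases were in 9430014N10Rik, Dynlt1b, Gm48168, Gm57856, Zfp990, Lpo, Gm41253, Gm45587, Gm36862 and H2af-ps2, with fitted log2 fold changes from -6.31 to -4.64. Dynlt1b (ENSMUSG00000096255, chromosome 17 from 6697471 to 6703695) was at 178 ± 55.8 CPM in wild-type and 8.12 ± 12.9 CPM in mutant testes, with 23.01 CPM in mutant 1 and at most 0.78 CPM in the other mutants. Zfp990 (ENSMUSG00000078503, chromosome 4 from 145237287 to 145269397) was at 27.1 ± 0.819 CPM in wild-type and 0.664 ± 0.642 CPM in mutant testes, a change of -5.53 (standard error 0.41, limma FDR 2.0e-07). Its value was 0.144 CPM in mutant 1, 0.468 CPM in mutant 2 and 1.38 CPM in mutant 4. With each library left out in turn, its change ran from -6.19 to -4.89. Lpo was at 18.8 CPM in wild type 2 and at most 8.79 CPM in the other wild-type libraries. Reads of Dynlt1b, Zfp990, Gm9271 and H2af-ps2, which belong to gene families or are pseudogenes, could be shared with copies elsewhere, so their values are uncertain.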

Notably, in the absence of *Iqch*, most genes showing high fold changes were upregulated (Fig. 3A), suggesting that under normal conditions, *Iqch* may be involved in repressing specific pathways that are essential for the maintenance of normal spermatogenesis.

**Fig. 3.**
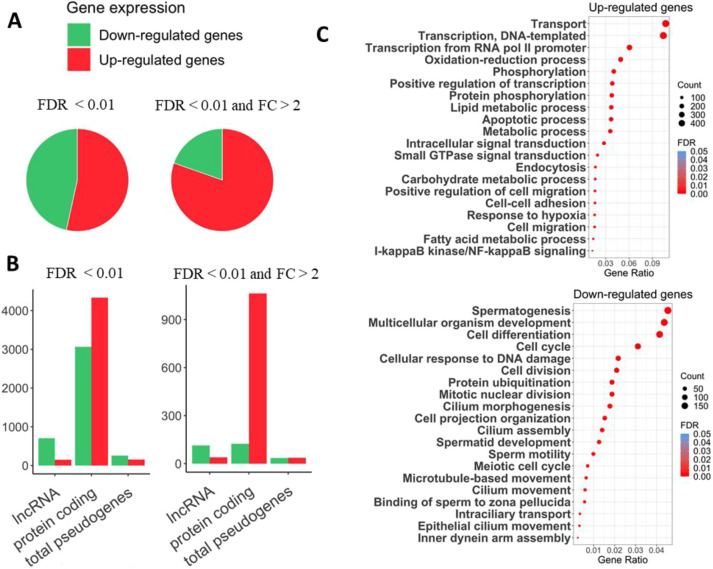
**RNAseq differential expression analysis.** (A) Pie charts showing proportions of upregulated and downregulated genes for the set of DEGs with FDR<0.01 and the DEGs with FDR<0.01 and fold changes>2. (B) Bar plot of the number of genes belonging to the three main gene types in the set of DEGs with FDR<0.01, FDR<0.01 and FC>2. (C) Dot plots of the top significant GO-BP terms in which the upregulated and downregulated gene sets are enriched, sorted by the gene ratio that represents the number of DEGs involved in the biological process over the total number of DEGs in the set. The size of the dots reflects the gene count that contributes to the enrichment of the term, while their colour represents the FDR value of the over-representation analysis.

When we considered only an FDR<0.01, the mainly affected gene types were 7395 protein-coding genes, followed by 852 long non-coding RNAs (lncRNAs) and, in third position, 402 pseudogenes (Fig. 3B, Fig. S10A). 

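By gene type in the annotation, 7475 of the called genes were protein coding (54.2% of the 13784 tested), 696 were lncRNAs and 390 pseudogenes. Of the protein-coding genes, 5723 were higher and 1752 lower, and after scaling by size factors 4282 were higher and 3252 lower. Of the pseudogenes, 241 were higher and 149 lower, and the majority turned with the scaling, to 162 higher and 260 lower. The median log2 fold change of all tested protein-coding genes was 0.176 on the deposited CPM and 0.042 after scaling.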

Interestingly, among the protein-coding genes, upregulated genes outnumbered downregulated genes, whereas lncRNAs were predominantly downregulated. Specifically, there were 705 underexpressed and 147 overexpressed lncRNAs in *Iqch* mutant mice. Moreover, when considering DEGs undergoing the greater fold changes, eight out of the top 10 were lncRNAs (Fig. S10B). This indicates the significant dysregulation of lncRNAs in *Iqch* mutant testis. 

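The files gave 490 lncRNAs lower (70.4%) and 206 higher in the mutant among 1916 tested. Scaling by size factors made these 712 lower (82.4%) and 152 higher. The median log2 fold change of all tested lncRNAs was -0.138, and -0.271 after scaling. Antisense lncRNAs and lncRNAs that overlap other genes are uncertain, since the paper's text does not state whether reads were counted by strand.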

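Ranked by absolute log2 fold change among all called genes, 4 of the first 10 were lncRNAs. Of the 8 lncRNAs drawn in Fig. S10B, 7 were tested, all lower in every mutant library, and all 7 had a limma FDR below 0.01, over all genes and adjusted over the list alone. The study chose these genes from the same libraries, so the count over the list is not independent evidence. 9430014N10Rik (ENSMUSG00000116360, chromosome 15 from 93802412 to 93824992) was at 12.1 ± 1.53 CPM in wild-type and 0.0621 ± 0.0624 CPM in mutant testes, with a fitted log2 fold change of -6.31 (standard error 0.25, limma FDR 1.5e-09). At this level the value rests on the pseudocount, and it was -3.62 with a pseudocount of 1 and -8.04 with 0.01. The mutant libraries of the other 6 held 3 reads or fewer. Their changes are given as lower bounds that cover counting error only, from the smaller of the fold against 3 reads in each mutant library and the fold against the upper 95% Poisson limit of the pooled mutant reads. Gm48168 (ENSMUSG00000113955, chromosome 13 from 65639600 to 65651644) was at 11.8 ± 0.961 CPM in the wild type and at least 88.9-fold lower in the mutants. Gm41253 was at least 44.1-fold lower, Gm45587 at least 39.8-fold, Gm28501 at least 34.2-fold, Gm36684 at least 27.5-fold and 1810013D15Rik at least 26.8-fold lower. Gm57856, an lncRNA that is not in that list, was at least 76.5-fold lower.

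**Figure D2:**
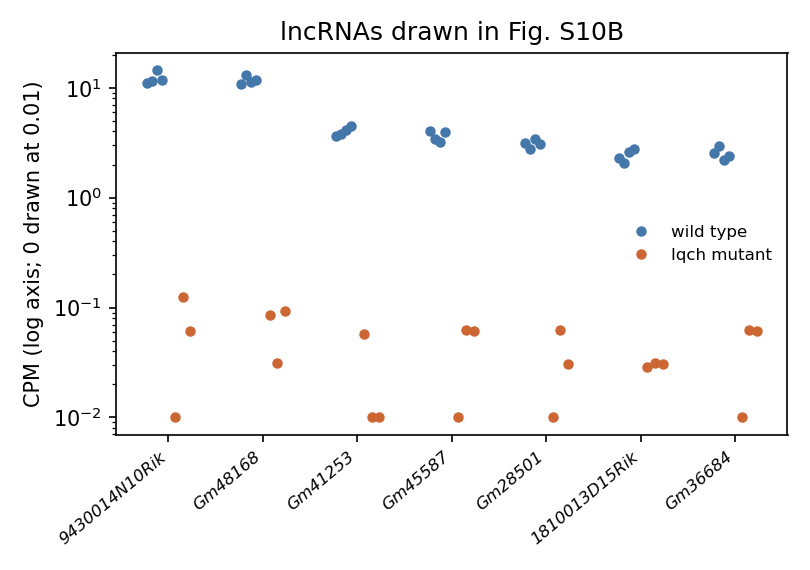
CPM of the 7 lncRNAs on a log axis, 1 point per mouse, with values of 0 drawn at 0.01. The 3 mutants lie at or below 0.125 CPM in each of them.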

Generally, lncRNAs show tissue- or cell-specific and time-dependent expression patterns, and have been found to be abundantly expressed in a testis-specific manner (Hong et al., 2018; Trovero et al., 2020; Li et al., 2021). In fact, 417 DE lncRNAs were restricted to the testis, and 125 were preferentially expressed in this tissue. These exert their function in a wide variety of regulatory processes, such as gene expression, chromatin organization, splicing, mRNA stability, translation or post-translational modifications (Marchese et al., 2017; Zhang et al., 2019), which are likely essential for the maintenance of normal spermatogenesis.

When analysing the over-representation of the set of DEGs in biological processes, we found enrichment in a variety of functions (Fig. 3C, Table S2). Upregulated genes were enriched in transport and in transcriptional regulation mechanisms involving transcription factors and other genes that participate in the activation of gene expression, i.e. *Spi1*, *Jun*, *Tcf3*, *Nfatc3* and *Nfatc4*, which may explain the upregulation of so many genes. Moreover, loss of *Iqch* function led to the increased expression of genes involved in some metabolic pathways, mainly lipid metabolism and, particularly, fatty acid β-oxidation, as well as oxidation-reduction and phosphorylation processes. For example, there was enrichment in upregulated genes that participate in the response to oxidative stress, such as *Camk2g*, *Idh1* and *Gpx3*. 

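Spi1, Jun, Tcf3 and Nfatc3 were higher in every mutant than in every wild-type library, and Nfatc4 was not among the genes analysed here. Jun (ENSMUSG00000052684, chromosome 4 from 94937271 to 94940459) was at 9.07 ± 0.912 CPM in wild-type and 21.6 ± 1.65 CPM in mutant testes, a log2 fold change of 1.25 (standard error 0.09, limma FDR 1.9e-07). The other changes were 1.21 (standard error 0.19, limma FDR 1.4e-04) for Spi1, 0.81 (standard error 0.06, limma FDR 2.4e-07) for Tcf3 and 0.53 (standard error 0.06, limma FDR 9.6e-06) for Nfatc3. Their median was 0.89 above the median of all genes, and all 4 stayed called and higher after scaling by size factors. A CPM minimum of 5, which moved their median most, left out Spi1 and brought it from 1.01 to 0.81. Each list of genes that the paper names was also tested as a set with camera (inter-gene correlation 0.01), adjusted over 25 lists that included markers of testis cell types. Of these, 17 had an adjusted p below 0.05, and all 17 also did with fry. With the correlation estimated from the libraries 1 did, the lncRNAs of Fig. S10B, and 10 of the 17 had an unadjusted p below 0.05. For the regulators the adjusted camera p was 0.0173, 0.115 with the estimated correlation. The paper chose the genes of its lists from these libraries, so the set tests are not independent evidence.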

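Gpx3 (ENSMUSG00000018339, chromosome 11 from 54793279 to 54802424) rose from 13.7 ± 0.907 to 50.0 ± 8.92 CPM, a log2 fold change of 1.84 (standard error 0.11, limma FDR 2.7e-08). In wild type 3 it was at 12.4 CPM, below the 14.1 to 14.2 CPM of the other wild-type libraries. Idh1 was at 51.4 ± 4.81 CPM in wild-type and 155 ± 19.7 CPM in mutant testes, a change of 1.59 (standard error 0.09, limma FDR 2.0e-08). Camk2g changed least, by 0.59 (standard error 0.05, limma FDR 5.9e-07). All 3 genes were higher in each mutant than in each wild-type library. Tested as a set against the other genes, the 3 had an adjusted camera p of 0.0114, and 0.109 with the estimated correlation.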

Oxidative damage is known to promote lipid peroxidation throughout spermatogenesis, which can ultimately modify sperm motility and fertilization capacity (Huyghe et al., 2006). In addition, some of the genes showing the greater significant difference, *Tmem176a*, *Tmem176b, Serpina3n* and *Serpina5* (Fig. 3B), were those associated or colocalized with the Golgi apparatus (Drujont et al., 2016; Tjondrokoesoemo et al., 2016).

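Serpina3n (ENSMUSG00000021091, chromosome 12 from 104372810 to 104380597) was at 1.77 ± 0.288 CPM in wild-type and 57.2 ± 8.63 CPM in mutant testes, a log2 fold change of 4.94 (standard error 0.13, limma FDR 9.0e-11). Tmem176a and Tmem176b, which lie side by side on chromosome 6, changed by 2.36 (standard error 0.05, limma FDR 2.8e-11) and 2.36 (standard error 0.06, limma FDR 6.4e-11). Serpina5 was at 63.2 ± 2.85 CPM in wild-type and 209 ± 9.36 CPM in mutant testes, a change of 1.73 (standard error 0.05, limma FDR 1.4e-10). With each library left out in turn, the 4 values stayed between 1.69 and 5.03, and the adjusted camera p of the set was 1.6e-04.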

Among the genes that emerged as downregulated, those involved in spermatogenesis and sperm-related functions such as cilium assembly, sperm motility, spermatid development, acrosome assembly and meiotic cell cycle, among others, were over-represented. Spermatogenesis failure in mutant mice was evidenced by the diminished expression of 184 spermatogenesis-associated genes, including *Hsf2bp*, *Cib1*, *Crem*, *Insl6*, *Tnp1*, *Ros1*, *Brdt* and some Tssk and Spata family genes. 

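All 7 genes named here, Hsf2bp, Cib1, Crem, Insl6, Tnp1, Ros1 and Brdt, were lower in the mutant, in every mutant library against every wild-type library. Their median log2 fold change was -0.34 relative to all genes. On the deposited CPM 4 of the 7 were called, and 6 when adjusted over the list alone. Tnp1 (ENSMUSG00000026182, chromosome 1 from 73054221 to 73055208) was at 3117 ± 83.8 CPM in wild-type and 1948 ± 155 CPM in mutant testes, a log2 fold change of -0.68 (standard error 0.05, limma FDR 1.7e-07). Ros1 was at 3.74 ± 0.608 CPM in wild-type and 1.65 ± 0.464 CPM in mutant testes, a change of -1.16 (standard error 0.19, limma FDR 2.0e-04). Insl6 changed by -0.28 (standard error 0.05, limma FDR 3.3e-04) and Cib1 by -0.22 (standard error 0.04, limma FDR 6.2e-04). Hsf2bp at -0.16 (standard error 0.05, limma FDR 0.0134), Crem at -0.16 (standard error 0.05, limma FDR 0.0103) and Brdt at -0.12 (standard error 0.04, limma FDR 0.0212) were not called. Crem was called without wild type 4 (-0.19) and without mutant 4 (-0.20). After scaling by size factors all 7 were called. Of the Tssk family, Tssk1, Tssk2, Tssk3, Tssk4 and Tssk6 were called lower under both scalings, with log2 fold changes from -0.47 to -0.25. Without mutant 2, Tssk1 was at -0.24 and not called. Tssk5 was not called, at 0.19 and, after scaling, 0.05. Adjusted camera p-values were 3.2e-04 for the 7 genes and 0.00145 for the Tssk family.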

Other essential genes that were differentially expressed were *Mnd1*, *Meiob*, *Meioc*, *Aurka*, *Sycp1* and *Piwil1*, which are involved in the meiotic cell cycle, and *Dnah11*, *Dnah1* and the Catsper channel protein genes involved in sperm motility. In addition, *Iqch^mu^* mice featured lower *Iqch* RNA expression than wild-type (−3.4-fold), which was also seen at the protein level by western blotting, whereby the IQCH band disappeared in the mutants (Fig. 1D).

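Of the 6 meiotic genes, Mnd1 and Aurka were called on the deposited CPM. Mnd1 (ENSMUSG00000033752, chromosome 3 from 83994164 to 84063113) was at 6.33 ± 0.502 CPM in wild-type and 2.27 ± 0.0527 CPM in mutant testes, a log2 fold change of -1.43 (standard error 0.12, limma FDR 4.6e-07). Aurka changed by -0.29 (standard error 0.05, limma FDR 3.6e-04). Meiob, Meioc, Sycp1 and Piwil1 lay between -0.28 and -0.06 with limma FDRs from 0.025 to 0.33, and their mutant and wild-type values overlapped. Without wild type 4, Meiob (-0.34) and Sycp1 (-0.26) were called. All 6 were called lower after scaling by size factors, where these 4 lay between -0.42 and -0.20. Dnah11 was at 4.58 ± 0.291 CPM in wild-type and 1.36 ± 0.254 CPM in mutant testes, a change of -1.69 (standard error 0.16, limma FDR 1.3e-06). Dnah1 changed by -0.18 (standard error 0.04, limma FDR 0.00229), and without mutant 2 by -0.16, when it was not called (limma FDR 0.0124). Of the 11 Catsper channel genes, 7 were called lower, with Catspere1 lowest at -0.64 (standard error 0.08, limma FDR 1.7e-05). Catsperb was not called without wild type 3 (-0.16), wild type 4 (-0.20), mutant 1 (-0.17) or mutant 4 (-0.20). Catsper1, Catsper3 and Catsperg2 were called only after scaling. Catsperg1 was not called, at 0.03 on the deposited CPM and -0.10 after scaling, and in wild type 4 it was at 281 CPM against 252 to 255 CPM in the other wild-type libraries. Relative to all genes the median change was -0.37 for the meiotic genes and -0.32 for the 13 motility genes, with adjusted camera p-values of 0.00583 and 2.1e-05.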

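Iqch RNA was at 208 ± 11.3 CPM (SD, n = 4) in wild-type and 67.3 ± 2.25 CPM (SD, n = 3) in mutant testes, a log2 fold change of -1.63 (standard error 0.05, limma FDR 1.9e-10). The wild-type libraries lay between 193 and 217 CPM and the mutants between 64.8 and 69.2 CPM. In an exact permutation test on log2(CPM + 0.1), 1 of the 35 splits of the libraries into 3 and 4 gave an absolute difference as large, p = 0.029 (two-sided). With the smaller tail doubled, the other two-sided definition, the exact p was 0.057. Both are the smallest values that 3 against 4 allow. Scaling by size factors, which moved the change most, gave -1.76, and with each library left out in turn it stayed between -1.66 and -1.60.

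**Figure D3:**
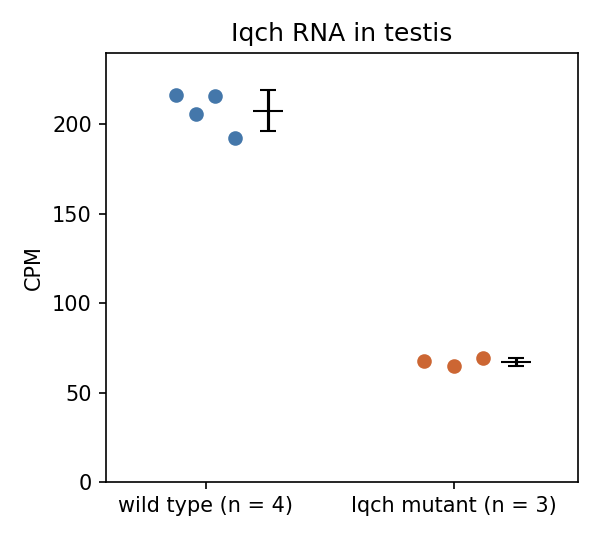
Iqch RNA in CPM on the y axis by genotype, 1 point per mouse, with the mean and SD beside the points. The 3 mutants lie between 64.8 and 69.2 CPM, below the lowest wild-type mouse at 193 CPM.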

### Effect of *Iqch^mu^* on the RNA expression of different testis cell types

Although *Iqch* is expressed in male germline cells spanning from spermatogonia to spermatids and in testis somatic cells, our DEG data from bulk RNA-seq of adult testis could not discriminate an effect of *Iqch^mu^* on the different cell types. To find out to which cell stage of the testis our detected DEGs belonged, we assigned genes to specific cell types based on a single-cell RNA-seq dataset (Green et al., 2018). Clustering of all cells served to identify four main cell types: spermatogonia, spermatocytes, spermatids and somatic cells (Fig. S11). When we integrated this analysis with our data, DEGs were assigned to the following cell types: 5511 spermatocyte genes, 4550 spermatid genes, 3364 spermatogonia genes, 2416 Sertoli cell genes, 1682 genes expressed in other somatic cells, 1453 Leydig cell genes, 445 sperm genes and 555 genes that remained unclassified (Table S3A). These data suggest that the *Iqch* mutation had a differential impact on the transcriptome of each testis cell type. Notably, the transcriptome of testicular somatic cells was also modified, as well as that of other somatic cells. Genes involved in early stages of spermatogenesis were more upregulated, as we found 2162 upregulated genes versus 1202 downregulated genes in spermatogonia, while gene expression at late stages was mainly reduced, with 3417 genes showing decreased expression versus 1133 with increased expression in spermatids (Fig. 4A). In Leydig cells, 1372 genes showed increased expression and only 81 were downregulated (Fig. 4A); when looking at genes showing a fold change over a threshold of two Leydig genes featured the greater dysregulation (Table S3A), although the total number of genes was the lowest among germ cells and somatic cells. The higher number of downregulated genes observed at the spermatid stage in the *Iqch* mutant testes could be related to the reduction of spermatid cells observed at this stage.

**Fig. 4.**
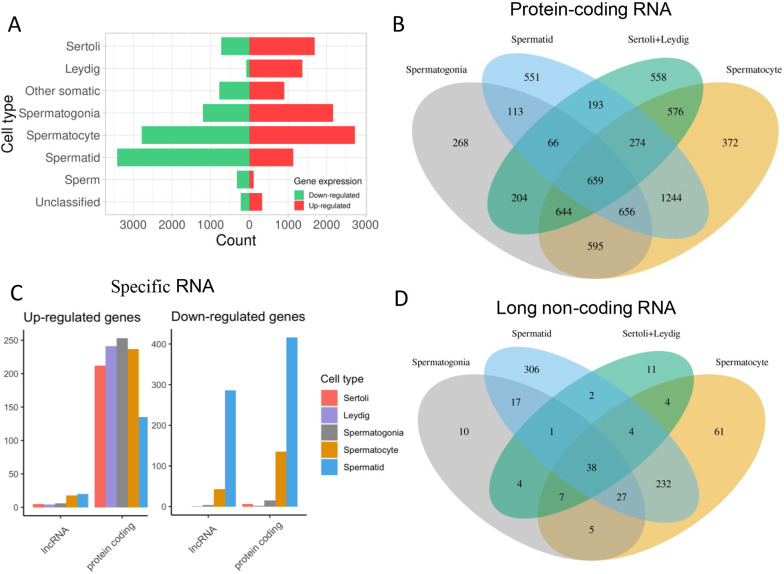
**Characterization of the cell types of the set of DEGs.** DEGs were classified based on the different studies that have characterized the stages of wild-type testis. (A) Bar plot showing the number of upregulated and downregulated DE genes in each cell type. (B) Venn diagram of DE protein-coding genes of the main testis cell types. Separate and overlapping expression between samples is shown. (C) Bar plots of the DE protein-coding and lncRNAs for each cell type. Bar plots to the left represent total RNA, while bar plots to the right represent cell-type specific RNA. (D) Venn diagram of DE lncRNAs of the four major cell types. Separate and overlapping expression between samples is shown.

We then went on to analyse the genes that were differentially expressed in each specific cell type. Among the four predominant cell types in testis: spermatogonia, spermatocytes, spermatids and testicular somatic cells (Sertoli+Leydig cells), 707 DEGs were common to all cell types, and among them, 659 were protein-coding genes (Fig. 4B) and 38 lncRNAs (Fig. 4D). In summary, spermatid-specific genes were predominant over the rest of the cell types, including 551 protein-coding genes and 306 lncRNAs. Remarkably, lncRNAs were particularly altered and mainly downregulated in spermatids: in total 627; of these, 563 were underexpressed in *Iqch* mutants (Fig. 4C-D, Table S3A). Spermatids are known to have a lncRNA-specific expression pattern in the testis that may tightly regulate the process of spermiogenesis (Trovero et al., 2020) and that seemed to be impaired upon *Iqch* mutation, some of which can be due to the cell composition differences of spermatids.

The functional annotation of genes of the different cell types (Fig. S12, Table S4) revealed the presence of common upregulated processes among spermatogonia, spermatocytes, and Leydig and Sertoli cells, such as lipid metabolic, apoptotic, oxidation-reduction and oxidative stress response processes. Genes involved in transcription were especially upregulated in spermatogonia, spermatocytes and Sertoli cells, which could explain the abnormal transcriptome observed. In spermatogonia, mRNA processing and RNA splicing genes, including *Hspa8*, *Rbm22*, *Rbm17*, *Rbmx*, *Tsen34*, *Tsen2*, *Srsf6* and *Srsf2* were overexpressed. 

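In whole testis Hspa8, Rbm22, Rbm17, Rbmx, Tsen34, Srsf6 and Srsf2 were higher in each mutant than in each wild-type library and were called under both scalings. Their median log2 fold change was 0.46 above that of all genes. Hspa8 (ENSMUSG00000015656, chromosome 9 from 40711630 to 40731039) was at 35.3 ± 1.61 CPM in wild-type and 83.8 ± 6.48 CPM in mutant testes, a log2 fold change of 1.24 (standard error 0.06, limma FDR 7.5e-09), and was the only 1 of these 7 above 2-fold. Rbm17 changed least, by 0.35 (standard error 0.05, limma FDR 5.8e-05), and in wild type 4 it was at 38.99 CPM against 41.6 to 42 CPM in the other wild-type libraries. The other 5 lay between 0.39 (Srsf6) and 0.88 (Rbmx). The adjusted camera p of the set was 0.00195, and 0.143 with the estimated correlation. The libraries do not separate cell types.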

Cholesterol metabolism processes involving genes such as *Abca1*, *Apoe*, *Apoc1* and *Lrp1*, and glutathione metabolism processes involving *Nat8*, *Gpx3*, *Gstm1*, *Idh1* and *Gsta2* were modified in Leydig cells (Fig. S12A).

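In whole testis Apoe (ENSMUSG00000002985, chromosome 7 from 19430034 to 19434947) was at 103 ± 8.34 CPM in wild-type and 558 ± 33.0 CPM in mutant testes, a log2 fold change of 2.44 (standard error 0.06, limma FDR 6.1e-11). Apoc1 changed by 3.09 (standard error 0.12, limma FDR 1.6e-09) and Lrp1 by 1.16 (standard error 0.07, limma FDR 3.8e-08). Abca1 was at 51.0 ± 4.56 CPM in wild-type and 281 ± 83.8 CPM in mutant testes, a change of 2.42 (standard error 0.16, limma FDR 7.6e-08), with the widest spread among mutants of the 4 cholesterol genes in CPM. Of the glutathione genes not described above, Gstm1 was at 266 ± 10.5 CPM in wild-type and 852 ± 68.3 CPM in mutant testes, a change of 1.67 (standard error 0.05, limma FDR 2.4e-10). Nat8 changed by 2.13 (standard error 0.20, limma FDR 1.8e-06) and Gsta2 by 1.72 (standard error 0.13, limma FDR 1.9e-07). Nat8, Gstm1 and Gsta2 belong to families of similar genes, so reads could be shared with their copies. The adjusted camera p was 9.8e-04 for the cholesterol genes and 9.2e-04 for the glutathione genes. Their medians lay 2.31 and 1.6 above that of all genes on the log2 scale.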

As previously mentioned, downregulated genes were mainly expressed in spermatid germ cells, and the mechanisms in which they participated were tightly linked to sperm development. The presence of mutant *Iqch* reduced the expression of genes participating in spermatogenesis in later stages, namely those driving sperm motility, cell differentiation, binding of sperm to zona pellucida, the cell cycle, the meiotic cell cycle, cilium morphogenesis, inner dynein arm assembly, acrosome assembly and intraciliary transport. (Fig. S12A,B). Therefore, the RNA-seq data indicates the reduced expression of spermatid-specific and spermiogenesis-associated genes, which agrees with the depletion of spermatid cells observed in the mutant tissue. Some of this gene dysregulation could be due to the reduction of the spermatid population in mutants. However, the expression of spermatid marker genes (*Tex21*, *Izumo1*, *Izumo2*, *Spata25*, *Akap4*, *Spag6*, *Tnp1*, *Tnp2*, *Prm1*, *Prm2*, *Prm3*, *H1f9*, *H1f7*, *H2ap*, *H2al2a*, *H2bl1* and *Hspa1l*) revealed that differences due to this are subtle, with a low fold-change in all cases.

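All 17 markers had a lower mean in the mutant, by a median of -0.43 on the log2 scale and of -0.55 relative to all genes, and none changed by more than 2-fold. The largest fall was that of Prm3 (ENSMUSG00000050058, chromosome 16 from 10608369 to 10608778), at 48.9 ± 4.68 CPM in wild-type and 28.7 ± 0.991 CPM in mutant testes, a log2 fold change of -0.76 (standard error 0.07, limma FDR 1.7e-06). The most abundant were Prm2, at 6134 ± 395 CPM in wild-type and 4041 ± 357 CPM in mutant testes, and Prm1, at 4970 ± 199.8 CPM in wild-type and 3141 ± 214 CPM in mutant testes, with changes of -0.60 (standard error 0.06, limma FDR 3.0e-06) and -0.66 (standard error 0.05, limma FDR 2.1e-07). Akap4 changed by -0.40 (standard error 0.04, limma FDR 2.4e-06) and Izumo1 by -0.25 (standard error 0.05, limma FDR 0.00128). Of the 17 genes, 15 were called, over all genes and adjusted over the list alone. Tex21 and Spag6 were not, both at -0.06. After scaling by size factors the median was -0.56 and 16 were called, all but Spag6. With each library left out in turn the median stayed between -0.47 and -0.38. The median of each mutant library against the wild-type mean lay between -0.50 and -0.37. The adjusted camera p was 1.0e-09, and 0.0985 with the estimated correlation. From the low fold changes of these markers, the paper reasons that the smaller spermatid population accounts for subtle differences in expression.

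**Figure D4:**
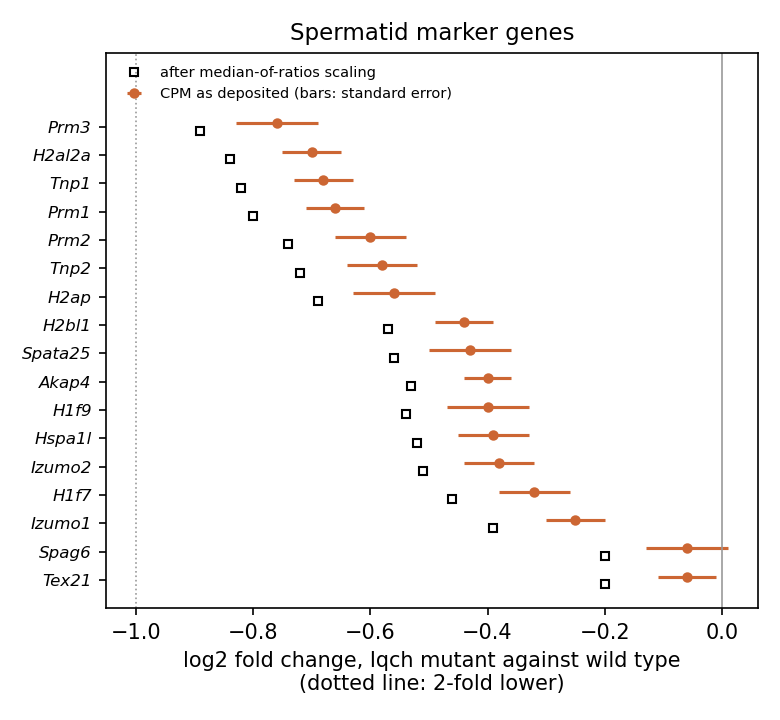
Log2 fold changes of the 17 spermatid marker genes on the x axis, from the deposited CPM with standard errors (filled circles) and after scaling by size factors (open squares). All lie between 0 and a 2-fold decrease.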

In addition to protein-coding genes, we characterized lncRNAs by examining their interactions with proteins and mRNAs (Table S5). LncRNAs are important regulators of many processes based on their ability to orchestrate different molecular interactions. Altogether, 594 DE lncRNAs were annotated with interacting mRNAs and proteins: 4828 mRNAs and 3740 proteins. When we considered the 38 common lncRNAs that were dysregulated in spermatogonia, spermatocytes, spermatids and testicular somatic cells (Fig. 4D), 34 of them displayed interactions with 1250 proteins. We found that these common DE lncRNAs shared target proteins and, specifically, 77 proteins were seen to interact with three or more lncRNAs. The shared proteins were more abundant in dynamic processes, including sexual reproduction, chromatin remodelling and organelle organization (Fig. S13A). Interestingly, of the 588 DE lncRNAs showing interactions with proteins, 484 were downregulated and most of them were specific to or expressed mainly in the testis (282 specific to, 65 mainly expressed, 24 non-specific and 113 with no data available). In contrast, the 104 lncRNAs showing increased expression in the testis were mostly non-specific (46 non-specific, 20 specific, 13 mainly expressed and 25 with no data available) (Table S5). The same pattern was shown by lncRNAs that interacted with mRNAs (Table S5), suggesting that *Iqch^mu^* exerts a direct and testis-specific effect on downregulated lncRNAs but not on upregulated ones.

Additionally, we explored the interactions of DE spermatid lncRNAs that were the most abundant and relevant due to their specificity (Fig. 4D). Among the downregulated lncRNAs that in normal conditions are expressed in spermatids, 416 were found to show interactions with 3705 proteins. Interestingly, these target proteins were involved in the processes of the cell cycle, cell division, regulation of Rho protein signal transduction, activation of GTPase activity, phosphorylation, cell-cell adhesion, cilium morphogenesis, microtubule-based movement, mRNA processing and RNA splicing (Fig. S13B).

### *Iqch^mu^* exhibits differential splicing of RNAs

With the aim of detecting local alternative splicing (AS) events, these events were categorized using the rMATS pipeline (Shen and Rajender, 2014) into five different groups: skipped exon (SE), alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), mutually exclusive exons (MXE) and retained intron (RI). Overall, 1172 differential splicing events were identified in *Iqch^mu^* testes: 533 upregulated and 639 downregulated (Table S6A). Differences were observed among all splicing event types, establishing an FDR threshold of 0.05 and an inclusion level difference of 0.1 (inclusion level refers to the number of reads assigned to the event where there is inclusion of the respective exon, so that the exon is present in the final processed transcript). Exon-skipping events were the most abundant type, with 802 events taking place in 601 genes (Fig. 5A-D). Greater dysregulation was observed in SE and RI events, with inclusion levels ranging from −0.986 to 0.809 in SE events and from −0.516 to 0.915 in RI events (Fig. 5C). Considering enrichment over the total number of detected events in our RNA (Fig. 5A), IR events were significantly over-represented (Fig. 5D), with 120 differential events and a hypergeometric *P*=4.102182e-16 (Fig. 5C). In line with this, there was a higher inclusion of IR events rather than a lower inclusion, with 80 upregulated IR events and 40 downregulated IR events. These results suggest that *Iqch* could have a role directly or indirectly in the RNA-splicing process.

**Fig. 5.**
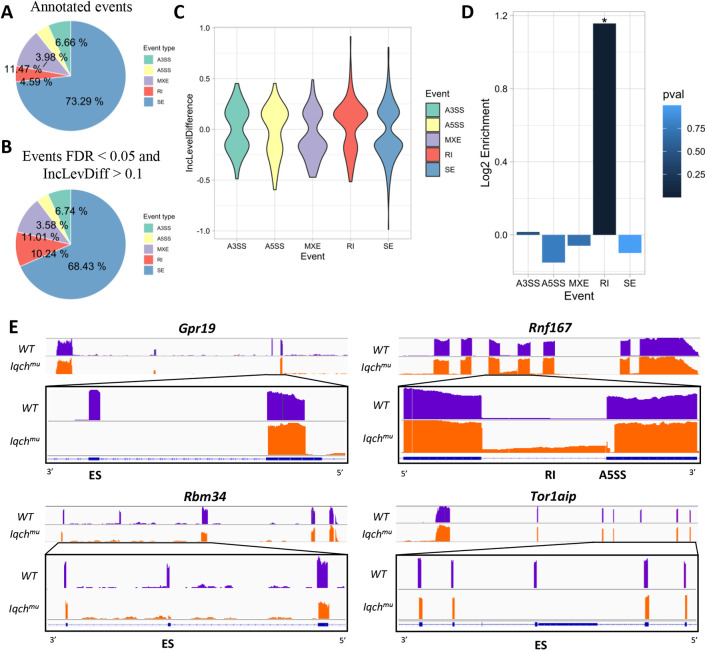
**Differential splicing event analysis by rMATS.** (A,B) Pie charts representing the proportion of the different events (A) in the annotated reference and (B) in the significant events in the comparison between Iqch^mu^ and control samples, with FDR<0.05 and IncLevDiff (inclusion level difference)>0.1. (C) IncLevDiff distribution of the significant splicing events of each category in the form of violin plots. (D) Log2 fold enrichment of the differential event types, indicating the significance of enrichment of the event type with asterisks and its hypergeometric *P*-value, with a blue colour gradient. (E) Splice junction visualization of SE events through Sashimi plots of *Gpr19*, *Rbm34* and *Tor1aip* genes, and IR and A5SS events of *Rnf167*. For each gene, a general view of the coverage calculated for wild type (violet) and *Iqch^mu^* (orange) is depicted in the top panel. The bottom panel shows a zoomed region of the alternative splicing event. Read counts are shown using an identical scale in all samples. The canonical isoform is shown in blue below the panel.

Specific examples of splicing alteration in SE (*Gpr19*, *Rbm34* and *Tor1aip1*) and RI and A3SS (*Rnf167*) in *Iqch^mu^* were related to spermatogenesis (Fig. 5E, Table S6). Interestingly, G protein-coupled receptor 19 (*Gpr19*) is preferentially expressed in the central nervous system (CNS), where it modulates the circadian clock in the CNS (Yamaguchi et al., 2021), and in pachytene spermatocytes in the testis (Rossi et al., 2004). RNA-binding motif protein 34 (*Rbm34*) is also preferentially expressed in the testis, and although its function remains unclear, its RNA recognition motif (RRM) domains may participate in mRNA processing. RING finger protein 167 (*Rnf167*) regulates lysosome positioning and endocytic trafficking (Deshar et al., 2016). torsin 1a interacting protein 1 (*Tor1aip1*) contributes to sperm-specific chromatin distribution, modulates cellular remodelling during spermiogenesis, and is involved in dynamic microtubule changes related to manchette formation and flagella development (Serrano et al., 2017).

### *Iqch* mutants show differential expression of RNA isoform variants

To explore whether *Iqch* may control the expression of certain RNA isoforms in the testis, we compared isoforms expressed in *Iqch* mutants and wild-type mice. Given the presence of novel unannotated transcripts in the testis, and the diversity and specificity of alternative splicing across tissues (Wang et al., 2008; Trapnell et al., 2010), we used a method, StringTie, that integrates genome-guided and *de novo* assembly approaches (Pertea et al., 2015). The resulting set of known and novel transcripts comprised 170,274 transcripts based on GRCm39 reference annotation and the RNA-seq samples. Quantification gave rise to read coverage tables, including a total of 107,260 transcripts detected in at least one group used in our differential expression and switching analyses. Transcript counts obtained by StringTie were the inputs for two different isoform analyses: differential transcript expression (DTE) using edgeR and limma voom, and differential transcript usage (DTU) using isoformSwitchAnalyzeR (Vitting-Seerup et al., 2019). When examining DTE, individual transcript counts were tested independently from the total transcriptional profile of the gene, whereas, using DTU, we detected isoforms showing a switch in the ratio between all transcripts of a gene, i.e. a change in the relative expression of the isoforms of a gene. Both analyses revealed the presence of differential isoform variants in the *Iqch^mu^* testis.

Our DTE analysis identified 4763 isoforms belonging to 3575 genes showing differential expression. Many of these genes (2652) were found to be differentially expressed in the previous analysis (Fig. 6A). Differentially expressed transcripts seemed to group in the volcano plot, such that those showing greater differences in expression or fold changes were separated from those showing less difference. There was no difference in the number of downregulated isoforms (2458) and upregulated isoforms (2305) (Table S7), and a high proportion of these upregulated DETs were also DEGs (Fig. 6A). Of the DETs identified, 1414 were novel (Fig. 6B), and among these, 533 remain unassigned to a gene. Genes showing the altered expression of five or more isoforms were *Apoe*, *Bscl2*, *Gm2762*, *Gpr19*, *Nt5c1b*, *Odf2*, *Qrich2*, *Tmem144*, *Tmem176b* and *Trim11*, as well as *Iqch* (all isoforms containing exon 19 lost their exons upstream of the cut introduced by CRISPR-Cas9 in that exon)*.* Genes showing DTE were functionally characterized, indicating their role in metabolic, and in cell differentiation and development processes (Fig. 6D). The top significant GO biological process terms were ‘spermatogenesis’, ‘oxidative stress response’ and ‘oxidation-reduction’.

**Fig. 6.**
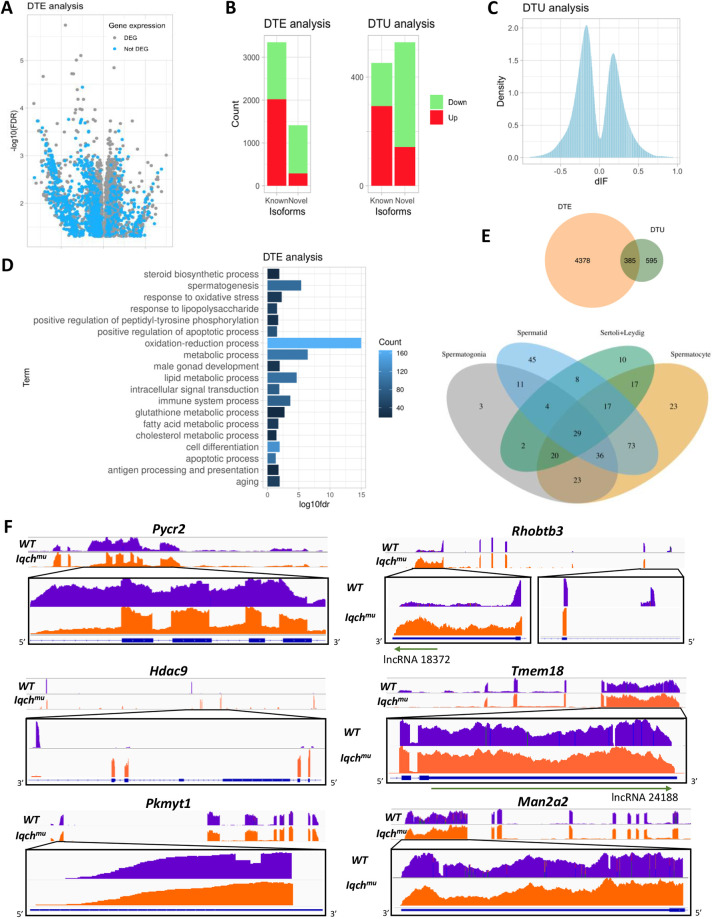
**Differential transcript expression (DTE) and differential transcript usage (DTU) analyses.** (A) Volcano plot of differentially expressed transcripts (DTE analysis), showing which of the genes are also differentially expressed. (B) Bar plot of novel and known isoforms of DTE and DTU, with colours indicating upregulation or downregulation. (C) Density histogram showing the distribution of dIF of switching isoforms. (D) The top 10 enriched GO-BP terms of differentially expressed transcripts (DTE analysis). (E) Isoform fraction ratios of transcripts showing isoform switching and a dIF>60% (DTU analysis). (F) Sashimi plots indicate some differentially expressed isoforms. For each gene, a general view of the coverage calculated for wild type (violet) and *Iqch^mu^* (orange) is depicted in the top panel. The bottom panel shows a zoomed region of the alternative splicing event. Read counts are shown using an identical scale in all samples. The canonical isoform is shown in blue below the panel. LncRNAs in the *Rhobtb3* and *Tmem18* genes are indicated by green arrows.

In the DTU analysis, 620 genes featured isoform switch and, specifically, 980 isoforms had an adjusted *P*<0.05 and a difference in the isoform fraction (dIF) greater than 10% (Fig. 6B and Table S7). Isoform fraction values quantify the proportion of parent gene expression originating from a specific isoform, and were calculated as isoform_expression /gene_expression (Fig. 6C). There were 528 novel transcripts, and 452 previously annotated transcripts with DTU, so the presence of unannotated transcripts was very significant (Fig. 6B). In both DTE and DTU analyses, the novel isoforms identified were mostly downregulated in the mutant testis, whereas the known isoforms identified were mainly upregulated, indicating the presence of wild-type *Iqch*-produced novel isoforms; in the presence of *Iqch^mu^*, there was a preferential expression of known isoforms (Fig. 6B and Table S7).

Of the 620 genes identified by DTU showing isoform switch, 308 experienced a significant change in the isoform ratio of one isoform, 246 genes underwent a switch between two isoforms and 45 genes underwent a switch among three or more isoforms. Notably, several transcriptional regulators (including *Ascc2*, *Csrnp2*, *Gon4l*, *Hdac9*, *Rps3*, *Zfp61* and *Zfp820*), factors with a role in spermatogenesis (*Gata4*, *Hfm1*, *Tbc1d20*, *Acox1*, *Adad1*, *Alkbh5*, *Cep131*, *Cfap54*, *Diaph3*, *Prdx4*, *Setx*, *Spata16*, *Spata5*, *Spata9*, *Tesk1*, *Txndc2*, *Tsnax*, *Tdrd5* and *Tdrd7*), and post-transcriptional regulator splicing factors (including *Syf2*, *Tardbp*, *Wtap*, *Alkbh5*, *Cpsf6*, *Mbnl2*, *Pabpn1*, *Snrpf*, *Sympk*, *Tra2a*, *Tfip11* and *Zmat5*) expressed a specific isoform of testis *Iqch^mu^* that was different from the isoform expressed in wild-type, indicating that a subset of AS changes likely resulted from alterations in these factors and their respective downstream targets (Table S7). Some of the genes showing isoform switch were involved in phosphorylation, Golgi organization, transcription, cell differentiation, spermatogenesis and the cell cycle. Among the isoforms showing the larger differences, we found relevant genes for spermatogenesis and fertility, such as *Meiob* and *Ccdc34*. In addition, many of these genes were testis specific, including *BB014433*, *Fam71b* (*Garin3*), *Gm4181*, *Tcp10b* and *Nipsnap3a*. Overall, the integration of both analyses resulted in the identification of 385 isoforms of 336 genes with DTU and DTE (Fig. 6E). These genes, showing both differential isoform expressions and ratios, were expressed mainly in spermatocytes and spermatids (Fig. 6E), suggesting that differential splicing gives rise to different proteins in *Iqch^mu^* throughout meiosis and spermiogenesis that may lead to defective spermatozoa.

Fig. 6F provides six examples of DTU in wild-type versus *Iqch^mu^* mice. We detected IR of three introns of pyrroline-5-carboxylate reductase family member 2 (*Pycr2*) in wild-type testis that were not observed in *Iqch^mu^* testis, which instead expressed the canonical variant. Additionally, the differential expression of histone deacetylase 9 (*Hdac9*) isoforms observed involved the absence of four annotated exons and the presence of a new one in the wild-type testis that did not appear in the canonical form expressed in the mutant testis. We also found a new intron of 20 nucleotides of protein kinase membrane-associated tyrosine/threonine 1 (*Pkmyt1*) in the first exon in wild-type testis that was not present in the canonical isoform of *Iqch* mutants. Another gene with an isoform switch is Rho-related BTB domain containing 3 (*Rhobtb3*), which localizes at the Golgi apparatus and endosomes, and is involved in vesicle trafficking and targeting proteins for degradation in the proteasome (Lutz et al., 2014), for which we observed a new exon between exons 7 and 8 in wild-type mice that were not present in the canonical isoform expressed in *Iqch^mu^* testis. Furthermore, the 3′ untranslated region (3′ UTR) was expressed at higher levels in *Iqch^mu^* compared with wild-type testis. Moreover, in this region of *Rhobtb3* there is a lncRNA of 656 nucleotides (*Mus musculus* lncRNA NONMMUT018372.2) that was expressed at higher levels in the *Iqch^mu^* mutant testis. The other two genes shown in Fig. 7F, transmembrane protein 18 (*Tmem18*) and mannosidase alpha class 2A member 2 (*Man2a2*), featured the same modification in the isoform expressed in the wild type: the appearance of introns in the 3′UTR region.

**Fig. 7.**
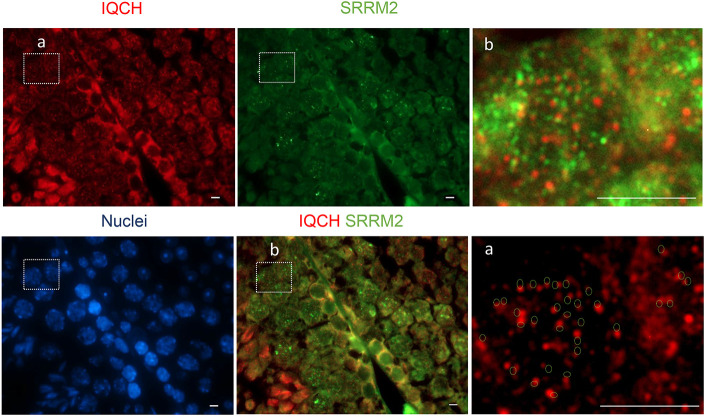
**Nuclear IQCH juxtaposes with the spliceosome marker SC35 (SRRM2).** Representative sections of adult mouse testicles immunostained for IQCH (red) and SC35 (green). In the enlargements of the outlined areas a and b, IQCH spots can be seen juxtaposed with SC35 dots (b); in a, this is represented by the circles indicating the localization of SC35 from b. Scale bars: 10 μm.

### IQCH colocalizes with SRRM2 and ERSP1

The effect of *Iqch^mu^* on AS and the nuclear speckled pattern of reactivity seen in spermatocytes and spermatids suggested that IQCH could be related to the spliceosome. To investigate this further, we examined whether IQCH colocalized either with SRRM2 (serine/arginine repetitive matrix 2), a large (∼300 KDa) spliceosome-associated protein ubiquitously expressed that localizes to nuclear speckles, and that promotes interactions between mRNA and the spliceosome catalytic machinery (Blencowe et al., 1994), or with ERSP1 (epithelial splicing regulatory protein 1), which also regulates AS during spermatogenesis and has been associated with co-transcriptional splicing (Saeidi et al., 2018). We found that IQCH localizes in the nucleus attached to both SRRM2 and ESRP1 (Figs 7 and 8). At higher magnification (Figs 7 and 8, images on the right), we can observe that these IQCH speckles were juxtaposed with SRRM2 and ERSP1, suggesting an interaction between these structures. In order to confirm the region of the nucleus where SRRM2 and ESRP1 are located, and because both antibodies were made in mice and therefore could not be used at the same time, we performed colocalization of a U2AF1 [placed within the nuclear speckles, sites of spliceosome assembly (Chusainow et al., 2005)] with SRRM2 and ESRP1 in wild-type and *Iqch^mu^* testis. We can see in wild type that both proteins colocalize with the spliceosome marker U2AF1 within nuclear speckles (Fig. S14). However, when we repeat the immunofluorescence analysis in *Iqch^mu^* testis, we found similar results of colocalization between U2AF1 and SRRM2, but ESRP1 did not localize with U2AF1 (Fig. S15). Based on these results, we propose that IQCH could be a component of nuclear body structures, where it could be associated with co-transcriptional splicing of pre-mRNA to produce the specific required isoforms of spermatogenesis immediately before they ingress in the spliceosome to carry out post-transcriptional splicing (Fig. 9).

**Fig. 8.**
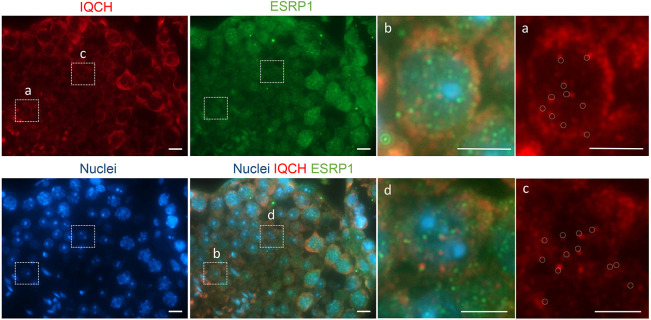
**Nuclear IQCH juxtaposes with ESRP1.** Representative sections of adult mouse testicles immunostained for IQCH (red) and ESRP1 (green). The outlined areas are shown on the right (a-d). IQCH spots (a,c) juxtapose with ESRP1 dots (b,d). In a and c, this is represented by the circles indicating the localization of ESRP1 from b and d, respectively. Scale bars: 10 μm.

**Fig. 9.**
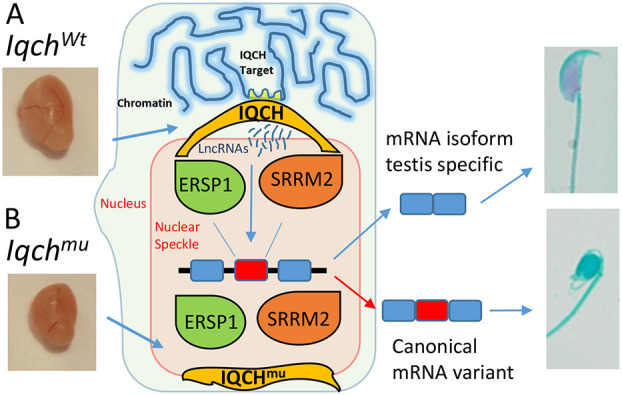
**Model summarizing the effects of *Iqch^mu^* on the regulation of testis-specific transcript isoform expression in mice.** During spermatogenesis, specific mRNA isoforms are expressed in the testis. (A) IQCH localized close to both SRRM2 and ESRP1 (proteins that regulate AS during spermatogenesis associated with co-transcriptional and post-transcription splicing). (B) A deletion produced by Crispr in *Iqch* produces an alteration in the isoforms expressed in the testis, losing the expression of the testis-specific isoform and expressing the principal canonical isoform that is expressed in other tissues.

Using the Pathway Commons Protein-Protein Interactions Dataset from Harmonizone (https://maayanlab.cloud/Harmonizome/gene_set/IQCH/Pathway+Commons+Protein-Protein+Interactions), we identified 54 proteins (Table S8) showing physical interaction with human IQCH. In addition, using the DAVID Functional Annotation Clustering Tool for these 54 genes, we found clusters of (1) RNA-binding, poly(A) RNA binding and ribonucleoprotein complex; (2) RNA recognition motif domain and nucleic acid binding; (3) mRNA processing, spliceosome and mRNA splicing; (4) double-stranded RNA-binding; and (5) mRNA 3′-UTR binding (Fig. S16).

## DISCUSSION

In this study, we found that IQCH mutant protein prevents normal sperm production in the mouse, largely because of a developmental block during spermiogenesis caused by the dysregulated expression of genes and mRNA isoforms. Alternative splicing of RNA enables the production of multiple gene products from a single gene, thus increasing transcriptome and proteome diversity, which are essential for cell and tissue differentiation and the alterations of which give rise to many diseases. However, the key factors that control tissue-specific alternative splicing remain largely undefined. Testicular cells show extremely high levels of transcription and transcriptome complexity, and the number of AS events and the complexity of mRNA isoforms in spermatogenic cell types exceeds that of most whole tissues (de la Grange et al., 2010; Soumillon et al., 2013). This complexity is thought to result from epigenetic changes that favour specific gene expression during spermatogenesis to generate sperm. However, issues such as why AS is crucial in these cell types, how AS is developmentally controlled and the role of some specific genes regulating these events are largely unknown (Licatalosi, 2016). Here, we show that *Iqch*, a testis-specific gene conserved in all mammals, birds, fish and frogs examined to date, is a strong candidate as a regulator of the expression of specific isoforms during spermatogenesis. *Iqch^mu^* also produces a reduction in the spermatid population that could be contributing to the transcriptomic differences identify, leading to subtle differences in some spermatid genes. However, the DTU analysis, which tests for proportional differences in the expressed isoform composition of a gene, overcomes this issue. Therefore, our results indicate true isoform-switching events as a result of impaired RNA processing.

Pre-mRNA spicing is mediated by a large ribonucleoprotein complex known as the spliceosome. Numerous proteins interact with the spliceosome to regulate splicing and tissue-specific AS. During spermatogenesis, many nuclear RNA-binding proteins (RBPs) and spliceosome-associated proteins are expressed to control AS [RBMXL2 (Ehrmann et al., 2019), PRBP2 (Hannigan et al., 2017), RBM5 (O'Bryan et al., 2013), SAM68 (Paronetto et al., 2011), T-STAR (Ingrid and Elliott, 2010) and CELF1 (Kress et al., 2007)], but the extent to which *Iqch* functions in cooperation with RBPs or as an RBP antagonist remains to be determined. In this regard, the role of some splicing factors in spermatogenesis can be related to the changes observed in *Iqch^mu^* mutant testis. Through a loss-of-function approach, most of them were found to block spermatogenesis either at the spermatocyte or at the spermatid stage, completely or partially. For example, the seminiferous tubules of *Zrsr1* mutant mice had fewer spermatids due to increased intron retention of both U2- and U12-type introns (Horiuchi et al., 2018). Mice lacking *Rbm5* exhibit a similar phenotype, with a spermatid differentiation arrest (O'Bryan et al., 2013), as well as ablation of *Ptpb2* (Hannigan et al., 2017). Loss of *Rbmxl2* disrupts meiosis due to splicing defects, leading to the depletion of spermatids. Knockout of *Sam68* also impairs meiotic progression. Many of these seem to be affecting the mitotic-to-meiotic transition: a period when the splicing is reprogrammed (Hannigan et al., 2017). Along the transition from spermatocyte to spermatid, AS isoforms are mostly constant. All this, together with our results, suggests that aberrant splicing in *Iqch^mu^* could start at the spermatocyte stage, causing accumulation of abnormal isoforms throughout spermiogenesis and finally leading to defective spermatids.

We found that IQCH appears in juxtaposition with the nuclear speckle marker SRRM2 of the spliceosome and in juxtaposition with the splicing regulator ESRP1, suggesting some level of interaction. SRRM2 and ESRP1 colocalize with the spliceosome U2AF1 in wild-type testis, whereas in *Iqch^mu^* testis, ESRP1 fails to colocalize with U2AF1, suggesting that the IQCH regulation of the production of testis-specific isoforms may be mediated by ESRP1. However, although IQCH was not found to be a spliceosome component, the presence of *Iqch* determines the expression of testis-specific isoforms at an earlier stage. ESRP1 regulates AS in epithelial tissues, it is an essential splicing factor required for the regulation of human pluripotency and differentiation, and is highly expressed in spermatogonia, and to a lesser extent in pachytene spermatocytes and round spermatids (Saeidi et al., 2018). It has been reported that SRRM2 regulates spermatid development, acrosome biogenesis and spliceosome activities in bull testis (Selvaraju et al., 2021). In addition, it has been described that SRRM2 acts as a scaffold to organize nuclear speckles, regulating alternative splicing in innate immunity and cell homeostasis (Xu et al., 2022). Interestingly, in these myeloid cells, ESRP1 was downregulated upon SRRM2 knockdown, but no other splicing factors were affected, suggesting that ESRP1 downregulated could account for some of the splicing changes described, principally skipping of cassette exons with short introns (Xu et al., 2022).

In agreement with previous studies, we identified exon skipping as the most common AS event (Schmid et al., 2013) and observed that mRNA isoform switches occur mainly between meiotic spermatocytes and post-meiotic spermatids (Naro et al., 2017). *Iqch^mu^* led to high RI in the testis; however, *Iqch^mu^* also disrupted the parallel expression of many downstream target genes, both at the splicing and transcriptional levels. This makes it difficult to determine whether the phenotype detected in *Iqch^mu^* mouse testis is caused by the aberrant expression of a single target RNA or is a compound phenotype involving multiple genes. What is truly evident is the effect of *Iqch^mu^* on lncRNAs. We observed that lncRNAs are particularly downregulated in spermatids of *Iqch* mutants (Fig. 4C, Table S3A). The vast majority of testicular lncRNA genes are expressed at postmeiotic stages (i.e. spermiogenesis), and are characterized by extensive post-transcriptional regulation, round spermatids being the cells containing the highest numbers of lncRNAs among the different testicular cell populations (Trovero et al., 2020). Owing to transcriptional silencing at later spermiogenesis stages, spermatids have developed a panoply of mechanisms of post-transcriptional regulation as a strategy to later regulate the synthesis of proteins subsequently required by elongated spermatids and sperm (Geisinger, 2008; Gan et al., 2013). Some regulatory mechanisms could be binding of repressors to UTRs of testis-specific transcripts, mRNA sequestration as free ribonucleoprotein particles, regulation of poly(A) tail lengths, regulation of AS by interacting with specific splicing factors, forming RNA-RNA or RNA-DNA duplexes, or affecting chromatin remodelling (Kleene, 2001; Romero-Barrios et al., 2018; Pisignano and Ladomery, 2021). It has been reported that lncRNAs directly or indirectly regulate the AS events of downstream target genes, thus affecting the occurrence of cancer, development, tissue differentiation, nuclear organization, etc. (Ouyang et al., 2022; Pisignano and Ladomery, 2021). We suggest that the control of the expression of many isoforms during spermatogenesis by the mutant *Iqch* could be mediated by downregulating the expression of lncRNAs (Fig. 9).

Our analyses suggest a model whereby *Iqch* controls a network of AS events in postmitotic germ cells (spermatocytes and spermatids) that is necessary to establish the correct protein isoforms required for spermatid development. We propose that spermatogenic failure in *Iqch* mutant testis is the consequence of an aberrant accumulation of AS isoforms across the large network of functionally interconnected lncRNAs and proteins. This process subsequently alters the expression of mRNAs, lncRNAs and specific isoforms of spermatogenesis. In summary, we show that isoform expression is highly and specifically regulated in the testis, presenting evidence that this regulation is essential for spermatogenesis, and define a network of specific isoforms with roles in Golgi organization, spermatogenesis, splicing, transcription regulation and poly(A) RNA binding, which are coordinately regulated by *Iqch*-dependent AS. Our findings significantly increase the number of known genes and specific isoforms of spermatogenesis and offer important insight into the physiological functions of an AS program in the mammalian germline, as well as direction for unravelling connections among *Iqch*-dependent AS, the male germline and fertility.

## MATERIALS AND METHODS

### Generating *Iqch* mutant mice

To target the mouse *Iqch* gene, Cas9 mRNA and sgRNAs (Table S9) were produced using the mMESSAGE mMACHINE T7 Ultra Kit and GeneArt Precision gRNA Synthesis Kit (Thermo Fisher Scientific), respectively. The resultant RNAs were then injected into B6CBAF1 (C57BL/6xCBA) zygotes, which were transferred to pseudo-pregnant females (Gómez-Redondo et al., 2020). Pups were genotyped by PCR conducted in standard conditions with *Iqch* primers (Table S9) and screened for mutations using the SURVEYOR Mutation Detection Kit (Transgenomic). Founders were confirmed by Sanger sequencing. Two edited lines were successfully generated with deletions that were not multiples of three nucleotides (which alter the amino acid sequence of the protein). Homozygotes were used in all experiments. Wild-type mice were used as controls. Animal experiments were conducted following European legislation. All study protocols were approved by the Ethics Committee on Animal Experimentation of the INIA (Madrid, Spain) (September 21, 2015) and were registered at the Direccion General de Agricultura y Ganadería de la Comunidad de Madrid (Spain) (PROEX 137.2/21). Throughout the manuscript we use ‘*Iqch^mu^*’, to refer to results of the two selected lines, which always carried the mutation in homozygosity.

### Sperm collection

Wild-type and *Iqch^mu^* males were euthanized by cervical dislocation. Spermatozoa were collected by squeezing the vasa deferentia and dissecting the caudal epididymides. Spermatozoa were allowed to swim-out for 30 min at 37°C in a droplet of 500 μl HTF medium [2.04 mM CaCl_2_, 101.6 mM NaCl, 4.69 mM KCl, 0.37 mM KH_2_PO_4_, 0.2 mM MgSO_4_, 21.4 mM sodium lactate, 0.33 mM sodium pyruvate, 2.78 mM glucose, 25 mM NaHCO_3_, 100 U/ml penicillin, 50 μg/ml streptomycin and 0.001% (w/v) phenol red, supplemented with 1% (w/v) BSA]. The concentration of the sperm sample was determined in a Thoma cell counting chamber. Sperm viability was assessed through eosin/nigrosine staining, examining 200 cells.

### Sperm morphology

To assess sperm morphology, 6 μl of sperm suspension was spread on a slide and stained using the Spemac Kit (minitube) following the manufacturer's indications. The head of the sperm cell appears red, the acrosome, centrepiece and tail green, and the equatorial zone is pale green, allowing for the identification of different abnormalities. These were classified into the categories: normal morphology, neck and midpiece defects, head defects and tail defects. The slides were observed under a light microscope (Nikon Eclipse E400), analysing at least 200 cells per male from wild-type animals and all the sperm cells from *Iqch^mu^* males.

### Sperm motility

Six microlitres of sperm suspension were placed in a Mackler chamber on the stage of a microscope heated to 37°C (Nikon Eclipse E400) and fitted with a digital camera (Basler acA1300-200uc). Five videos of 1.5 s each were recorded and analysed using the Integrated Semen Analysis System (ISAS 2008). The parameters analysed were as described by Perez-Cerezales et al. (Pérez-Cerezales et al., 2018): straight-line velocity (VSL) (time-averaged velocity of the sperm head along a straight line from its first position to its last position, expressed in μm/s); curvilinear velocity (VCL) (time-averaged velocity of the sperm head along its actual curvilinear path, expressed in μm/s); average path velocity (VAP) (velocity over an average path generated by a roaming average between frames, expressed in μm/s); linearity (LIN) (defined as (VSL/VCL)×100); straightness (STR) [defined as (VSL/VAP)×100]; wobble (WOB) [defined as (VAP/VCL)×100]; the amplitude of lateral head displacement (ALH) (width of the lateral movement of the sperm head, expressed in μm) and beatcross frequency (BCF) (number of times the sperm head crosses the direction of movement per second, expressed in Hz).

### Gonadosomatic index

The testes were extracted from each individual and weighed to establish the relationship between gonad and body size, a measure known as the gonadosomatic index (GSI).

### Western blots

Samples from the testes of wild-type and *Iqch^mu^* mice were lysed in 300 μl of RIPA buffer containing 50 mM TrisHCl (pH 7.6), 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate and 0.1% SDS supplemented with cOmplete, EDTA-free Protease Inhibitor Cocktail (Roche) for 1 h at 4°C. The lysate was centrifuged at 12,000 **g** for 15 min, and the supernatant was collected for protein analysis. Total protein was quantified using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific) following the manufacturer's instructions. Proteins were run on an SDS-PAGE gel (8% acrylamide loading 50 µg of total protein per well) and transferred to a nitrocellulose membrane for immunoblotting following standard procedures. Blocking was conducted with 3% BSA in PBS-T (0.05% Tween) and membranes were incubated overnight at 4°C with a rabbit polyclonal anti-Iqch antibody (04030000809; ChinaPeptides; again sequence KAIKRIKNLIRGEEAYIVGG from 596 to 615 amino acids of IQCH) diluted 1:500. Incubation with the secondary antibody, goat anti-rabbit IgG-HRP (Santa Cruz Biotechnology, sc-2004) diluted 1:5000, was performed for 2 h at room temperature. As a control, we used the monoclonal anti-β-actin peroxidase-conjugated mouse antibody (A3854, Merck) diluted 1:5000. The chemiluminescence signal was digitalized using an ImageQuant LAS 500 chemiluminescence CCD camera (GE Healthcare Life Sciences, 29005063).

### Protein structure prediction of IQCH

Murine IQCH protein disordered region and IQ domain positions are described according to Uniprot ID Q9D2K4-1, for the wild-type and mutants 5 and 7. DNA- and RNA-binding domains have been identified by the PredictProtein online server (Bernhofer et al., 2021), after introducing the sequence of the protein of interest. Tridimensional protein structure prediction was generated with the AlphaFold AI system (Varadi et al., 2022) developed by DeepMind, and visualized by Ezmol online viewer (Reynolds et al., 2018).

### Immunohistochemical study

Routine histology was carried out on experimental and control testes. Briefly, testes were fixed in 4% (w/v) paraformaldehyde and embedded in paraffin wax. Sections (4 μm) from wild-type and *Iqch^mu^* males were de-waxed, rehydrated and stained with Hematoxylin and Eosin.

To detect IQCH, sections were firstly de-waxed and rehydrated. To retrieve the antigen, the slices were incubated in a buffer containing 10 mM sodium citrate and 0.05% at 100°C for 20 min. After washing with distilled water, the sections were permeabilized in 1% PBS-T (Triton X-100) for 20 min. Slides were then blocked in PBS supplemented with 3% BSA and 0.1% Tween for 1 h in a humid box. Next, they were incubated overnight at 4°C with anti-Iqch antibody (STJ194004; Saint John's Laboratory) diluted 1:200 in blocking solution. Following three washing steps with PBS, the slides were incubated with a goat anti-rabbit secondary antibody Alexa Fluor 568 (Invitrogen) at 37°C for 1 h followed by washing three times with PBS, and staining of the acrosome and nuclei with 15 μg/ml FITC-PNA and 6.5 μg/ml Hoechst, respectively. VECTASHIELD Mounting Media for Fluorescence (Vector Laboratories) was used for observation using a Nikon Eclipse TE-2000 confocal microscope. To assess the colocalization of IQCH with SRRM2 or ESRP1, the same procedure was performed incubating the sections with a combination of antibodies: anti-IQCH (STJ194004; Saint John's Laboratory; 1:250), anti-SC-35 (S4045, Sigma-Aldrich; 1:500) and anti-ESRP1 (27H12.F3.H5, Thermo Fisher Scientific; 1:250). The speckle-marking antibody S4045, which was originally raised against spliceosomal extract (Fu and Maniatis, 1990), colocalizes with other speckle markers (Ilık et al., 2020) and has recently been determined to predominantly detect the speckle-resident protein SRRM2 between residues 1360 and 1884 (Ilık et al., 2020), although it has been marketed as an antibody against SC35 (also called SRSF2), another speckle-resident protein. To assess the colocalization of U2AF1 and SRRM2 or ESRP1, we used the same protocol described above using anti-U2AF1 (Ab-86305; Abcam; 1:250) instead of IQCH antibody.

### Squashing and spreading of spermatocytes and immunocytology

Testes from adult Iqch knockout were detunicated and seminiferous tubules processed to obtain squashed (Parra et al., 2002) or spread (Peters et al., 1997) preparations of spermatocytes. Afterwards, slides were rinsed three times for 5 min in PBS and incubated overnight at 4°C for simultaneous double immunolabelling with the corresponding primary antibodies diluted in PBS. To detect SYCP3, we employed a rabbit polyclonal anti-hSYCP3 (Abcam, ab-15092) at 1:100 dilution. Kinetochores were revealed with a purified human anti-centromere autoantibody (ACA serum; Antibodies Incorporated, 435-2RG-7) at a 1:20 dilution. For detecting γ-H2AX, we used a mouse monoclonal antibody (Millipore, 05-636) at 1:1000 dilution. Then, slides were rinsed three times for 5 min in PBS and incubated for 1 h at room temperature with the corresponding secondary antibodies. The following secondary antibodies were employed: Alexa 488-conjugated donkey anti-rabbit IgG (Molecular Probes, A-21206), Alexa 594-conjugated donkey anti-mouse IgG (Molecular Probes, A-21203) and Alexa 594-conjugated goat anti-human IgG (Molecular Probes, A-11014). After three rinsing steps in PBS, slides were counterstained with 10 μg/ml DAPI (4′,6-diamidino-2-phenylindole) for 3 min, rinsed in PBS for 1 min, mounted with Vectashield (Vector Laboratories) and sealed with nail varnish. Observations were performed using an Olympus BX61 microscope equipped with epifluorescence optics. Single images or image stacks across complete cells/nuclei were captured with an Olympus DP71 digital camera controlled by the CellSens Dimension software (Olympus). Images were analysed and processed using the public domain ImageJ software (National Institutes of Health, USA; http://rsb.info.nih.gov/ij) and Adobe Photoshop CS5 software.

### Germ cell isolation

We analysed three wild types and three *Iqch^mu^* animals to determine the proportion of n, 2n and 4n chromosome dotation type cells. To do so, we isolated germ cells from 8 months mice testis by enzymatic digestion. Firstly, we got both testis, washed in PBS and put them on a sterile plate. We decapsulated the tubules, tore the albugineum tunique, and sliced them with scissors. We digested the tubules in a 1 mg/ml collagenase solution for 15 min at 37°C. Mechanical desegregation by pipetting was performed to contribute to cell isolation. Cells and non-digested tissue were centrifugated at 200* **g*** for 5 min and washed in PBS. After a second centrifugation, 0.25% trypsin-EDTA digestion was performed to isolate small cell groups for 3 min at 37°C. We blocked trypsin digestion with a medium containing 10% FBS. We filtered the digested mixture to eliminate undigested tissue fragments. To isolate germ cells, we maintained the pool of cells in a p35 gelatinized plate (1%) overnight with DMEM high glucose 10% FBS medium. Sertoli and Leydig cells adhered to the plate, and germ cells stayed in the supernatant. After somatic and gem cell separation, the supernatant was recovered, centrifuged at 200* **g*** for 5 min, and fixed and permeabilised with 30% ethanol/PBS, at 4°C overnight.

### Cell cycle study by cytometer

To perform the cell cycle study, fixed gem cells were stained for 1 h at 4°C with 6.5 μg/ml Hoestch 33342/PBS solution and were analysed in a Cytek Aurora flow cytometer as previously described (Bastos et al., 2005). Three peaks with increasing Hoechst fluorescence could be detected as representative of haploid (1C), diploid (2C) and tetraploid (4C) cells. We used a volumetric measurement during sample acquisition, using a volume sensor, that allows the calculation of events per µl for any given population and thus determine the absolute number of cells in the analysed sample. The data have been acquired and analysed using the SpectroFlo software (Cytek Biosciences).

### RNA-seq and differential gene expression

Total RNA was extracted from four testes of *Iqch^mu^* and four testes of wild-type 4-month-old males using the TRIzol reagent (Invitrogen) and then treated with DNase (Promega) for 1 h. The purified total RNA was stored in nuclease-free water, and then used for first-strand synthesis. RNA concentration was measured using a Qubit RNA Assay Kit in a Qubit 2.0 fluorometer (Life Technologies). RNA-seq libraries were prepared from the follicle pools described above using the TruSeq RNA kit from Illumina according to the manufacturer's recommendations, and cDNA libraries were used for sequencing with an Illumina HiSeq2500 sequencer, generating an average of 54 million 125* *bp paired-end reads per sample.

The quality of raw sequencing data was assessed using FastQC v0.11.7 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and then adapters were filtered and trimmed with Trimmomatic v0.38 (Bolger et al., 2014). Paired end reads were mapped employing Subread aligner v2.0.0 (Liao et al., 2013) against the GRCm39 reference genome and read quantified using FeatureCounts (Liao et al., 2014). Before downstream analysis, genes were filtered out by considering their expression in any of the experimental groups and keeping genes when their count was at least 75 in two or more samples of a group. Then, after the normalization of samples, two different R packages were used for the differential expression analysis: DESeq2 v1.30.1 (Love et al., 2014) and edgeR v3.32.1 (Robinson et al., 2010; McCarthy et al., 2012). Differentially expressed genes (DEGs) were those with an adjusted *P*-value cutoff of 0.01, which overlapped between both methods, improving the reliability of the results. The functional analysis, which involves the Gene Ontology term over-representation analysis, was performed using the DAVID tool (Huang da et al., 2009). To assess the functional characterization of lncRNAs (a relevant gene type of our set of DEGs), we analysed interactions of lncRNAs with proteins and mRNAs, making use of the RNAInter database, which contains *Mus musculus* lncRNA-associated interactions through experimental validation and/or computational prediction (Lin et al., 2020).

### Differential splicing analysis

Differentially spliced events were analysed by making use of rMATS (Shen and Rajender, 2014), which compares PSI (percent spliced in) values (a measure of the exon inclusion level in a sample) between experimental groups to identify alternative splicing events whose PSI values are significantly different. Events were differentially spliced considering a coverage of a minimum of five reads covering the splice event, an FDR of 0.05 and a ΔPSI (difference between PSI values of the experimental groups) of 0.1.

### *De novo* transcript quantification

To analyse novel transcripts in the differential isoform expression analysis, in addition to annotated transcripts, we undertook transcript quantification using Stringtie (Pertea et al., 2015). Previously, the alignment of reads with HISAT2 (Kim et al., 2015) was required. Next, StringTie assembled the read alignments and estimated transcript abundances, which were used in the differential isoform expression analysis.

### Differential isoform expression analysis

StringTie quantification tables were used in the differential transcript expression (DTE) pipeline, which involved the filtering of transcripts with a coverage of five or less in more than two samples for any of the conditions, TMM normalization, and the differential expression test using edgeR (Robinson et al., 2010; McCarthy et al., 2012) and limma voom (Law et al., 2014). Isoforms with an adjusted *P*<0.05 according to both methods were overlapped to obtain the differentially expressed isoforms. In addition, isoform switches between conditions were identified using isoformSwitchAnalyzeR (Vitting-Seerup et al., 2019), which implements the DEXSeq approach to test for differential transcript usage (DTU). An isoform was considered significant when returning a FDR<0.05 and a dIF (difference in isoform fraction or usage) value above 0.1.

### Classification of genes according to their expression in the different testis cell types

To characterize the set of DEGs, we classified these according to their expression levels in the different testis cell types. We integrated data from diverse studies that profiled gene expression during the process of spermatogenesis, revealing marker genes for distinct stages and testis cell types. The selected studies used different approaches or a combination of these: exploiting the first spermatogenic wave, purifying the major spermatogenic cell types and/or single-cell RNA-seq. In particular, we compiled lists of genes associated with each cell type identified in previous studies (Margolin et al., 2014; Ball et al., 2016; Chen et al., 2018; Green et al., 2018; Guo et al., 2018; Hermann et al., 2018; Ernst et al., 2019; Jung et al., 2019; Trovero et al., 2020; Li et al., 2021). In addition, we integrated data from the databases The Human Protein Atlas v20.1 (https://www.proteinatlas.org/humanproteome/celltype) (Uhlén et al., 2015) and the Mouse Cell Atlas v2.0 (Han et al., 2018).

Besides using markers obtained by others, we processed and analysed the single-cell transcriptomic data emerging from the study of Green et al. (2018) using the same reference annotation as our RNA-seq analysis (GRCm39) for a finer-tuned classification. The raw data, which were produced using Drop-seq technology, were downloaded from GEO database (series GSE112393) and the preprocessing steps were performed using Drop-seq tools v2.4.0 from the McCarroll laboratory (Macosko et al., 2015). These tools provide the pipeline to tag reads with cellular and molecular barcodes, to filter and trim starting and poly A sequences, to align them with STAR, to tag reads with gene names, to correct for common Drop-seq errors and, finally, to obtain a digital expression matrix per sequencing run. Next, the Seurat R-package v4.0.1 (Hao et al., 2021) was used for dimensionality reduction, clustering of cells and identification of marker genes. These marker genes were the ones used to extend our classification. Altogether, DEGs were categorized in spermatogonia, spermatocytes, spermatids, Sertoli cells, Leydig cells, other somatic cells (macrophages, endothelial, innate lymphoid, peritubular myoid cells and fibroblasts) and spermatozoa.

## Supplementary Material

10.1242/develop.201334_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: An ancient testis-specific IQ motif-containing H gene regulates specific transcript isoform expression during spermatogenesis
**Source:** Development. 2023 Apr 4;150(7):dev201334. doi: 10.1242/dev.201334
**Supplement:** Supplementary information

IQCH

IQCH

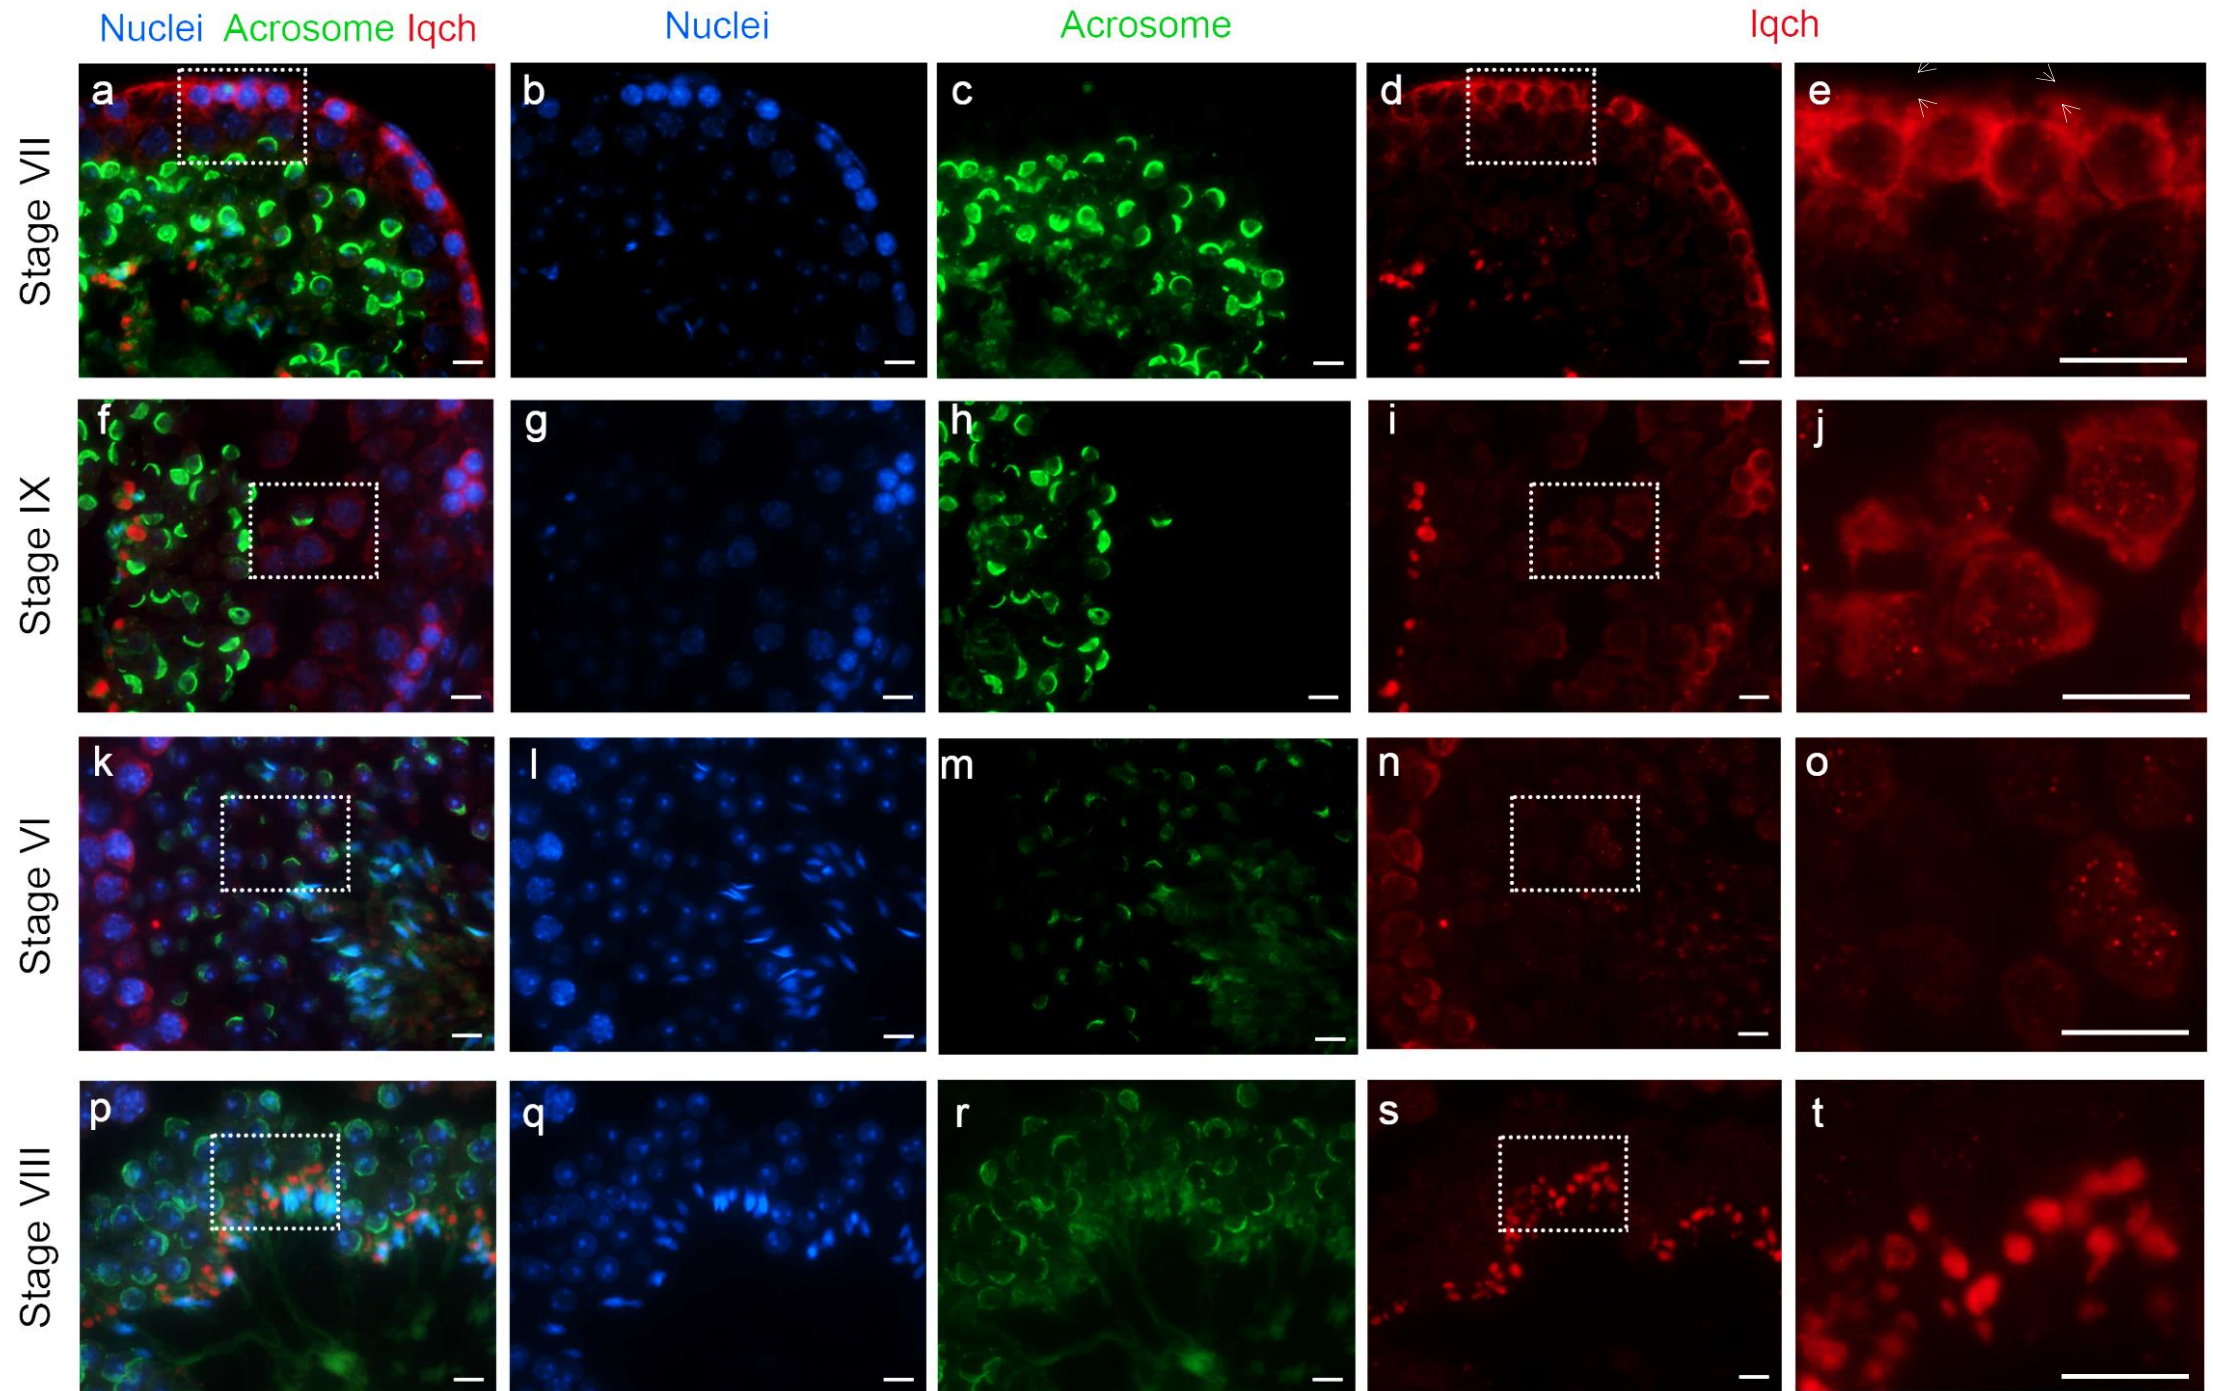

**Fig. S1. Immunolocalization of IQCH during spermatogenesis in mice.** Representative images of cross-sections of seminiferous tubules merged at different stages of spermatogenesis (a, f, k, p), stained with Hoechst (blue: b, g, l, and q), FITC-PNA (green: c, h, m, and r), and anti-IQCH (red: d, i, n, and s). Enlarged pictures of the boxed areas show the distribution of IQCH in the different types of testicular cells: a cytoplasmic location in spermatogonia (e), cytoplasmic and nuclear speckled pattern in spermatocytes (j), a spotted nuclear distribution in round spermatids (o), and a cytoplasmic cumulus in the elongated spermatids (t). The arrowheads indicate low-intensity and few spots visible in the nucleus of primary spermatocytes. Scale bar: 10 μm.

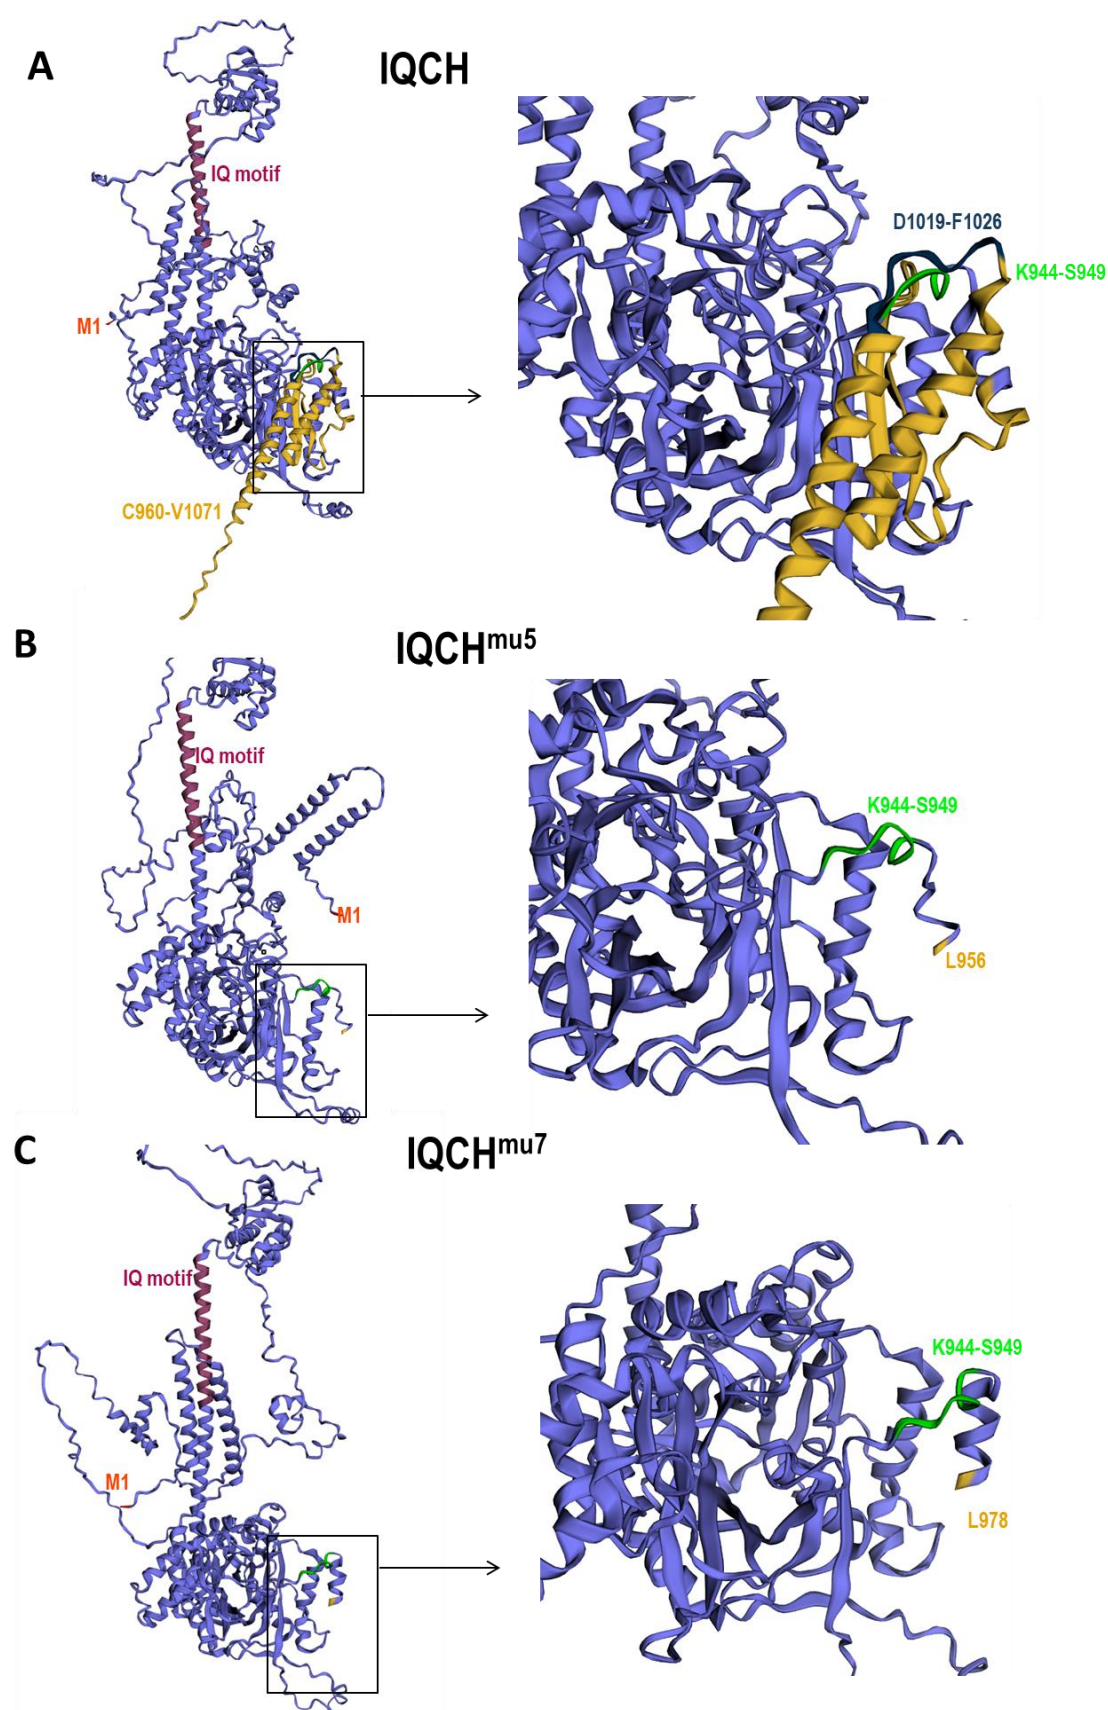

**Fig. S2. Protein structure prediction of IQCH wt and mutants using the AlphaFold AI system developed by DeepMind, and visualized by Ezmol.** DNA and RNA-binding domains have been described in the Predict Protein webserver. First methionine is featured in red, the IQ motif (K406-A435) in pink, and RNA binding residues (K944-S949) in light green. In A, WT protein corresponds to the Q9D2K4 ID from Uniprot, and it includes also the DNA-binding domain (D1019-F1026) in dark blue in the C-terminal region (C960-V1071, in gold) lost in both IQCH mutants 5 and 7. In B and C, is pointed out in gold the last amino acid, L956 and L978, of mutant 5 and 7, respectively. RNA-binding domain folding, placed in the last residues of the mutant proteins, is modified in both mutants.

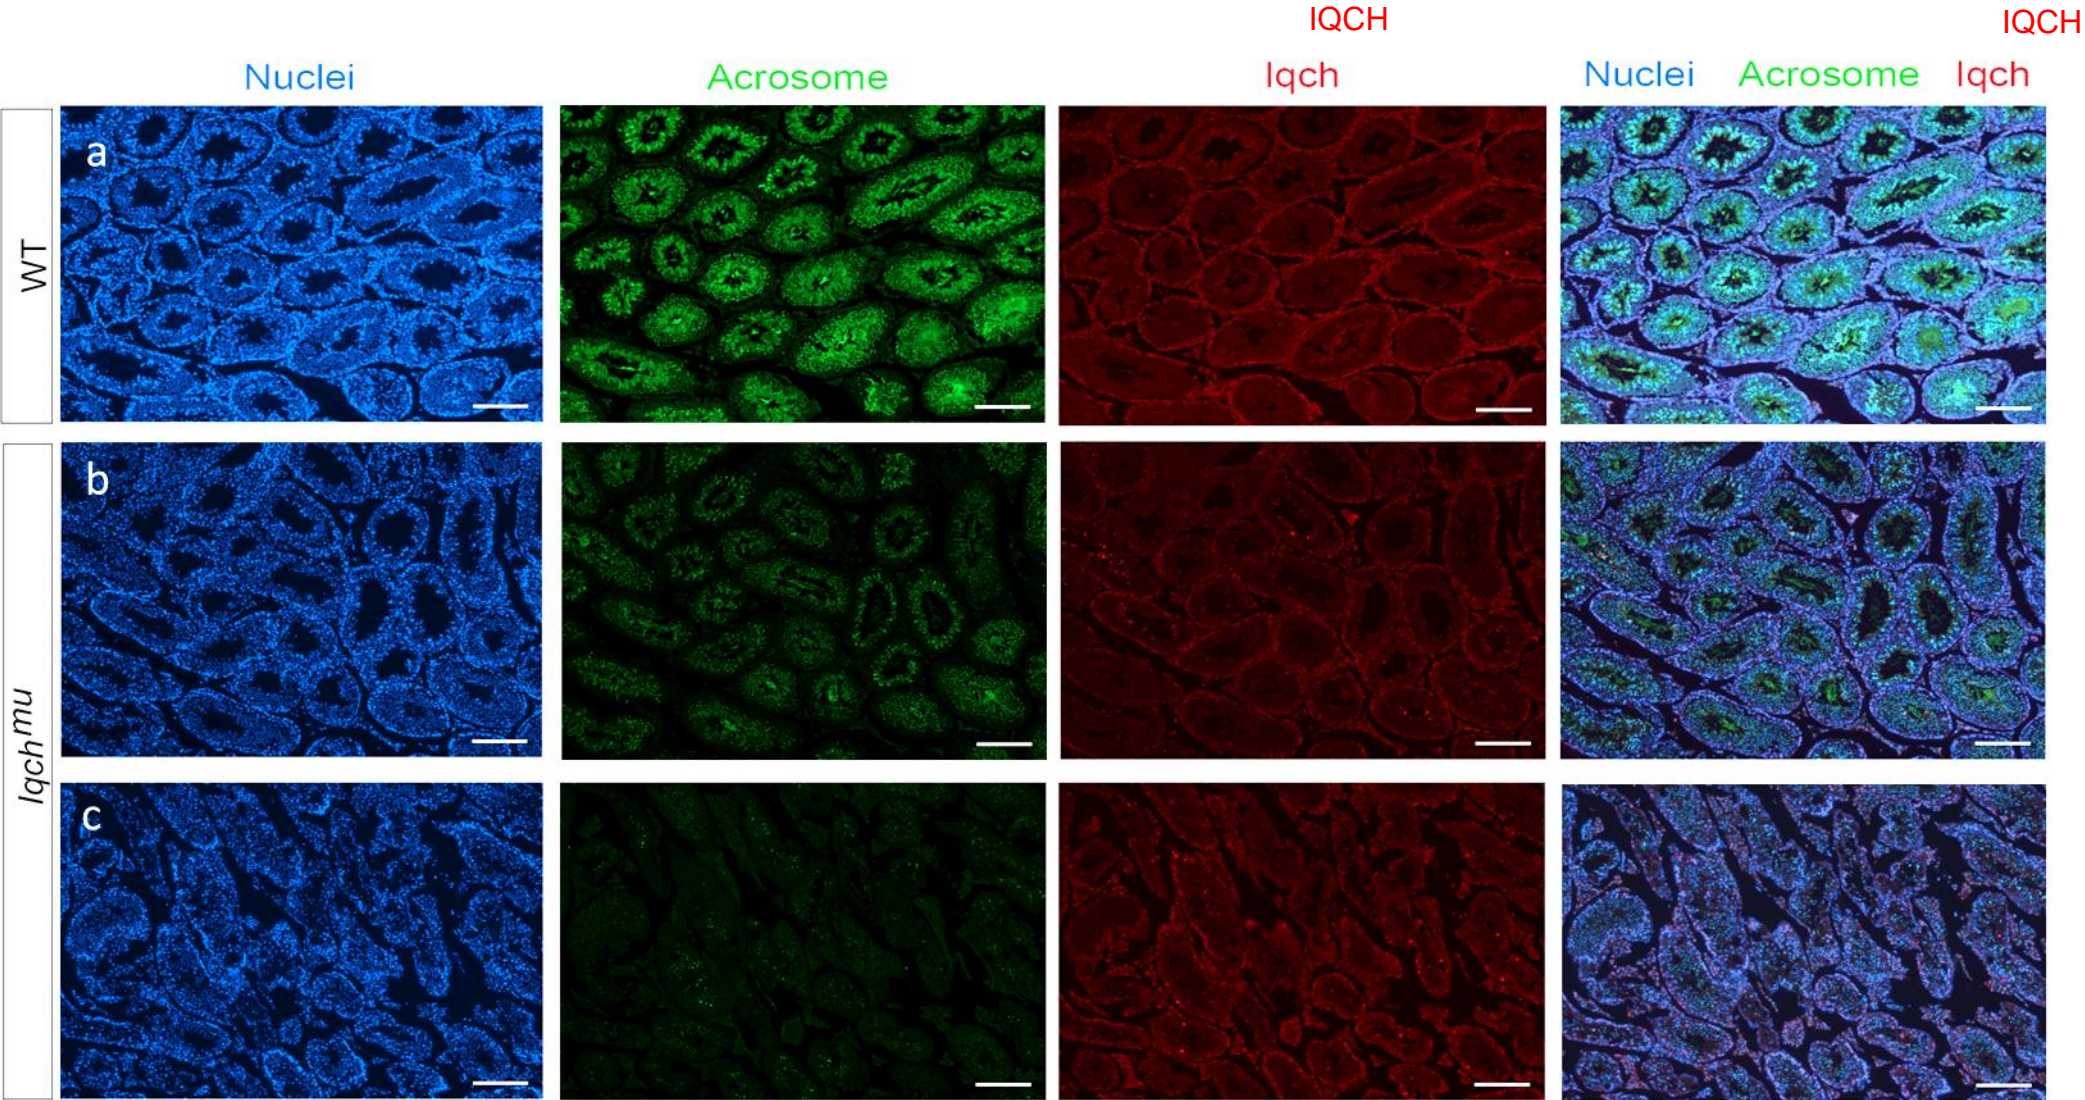

**Fig. S3. Distribution of IQCH in wild-type and *Iqch<sup>mu</sup>* male mice.** Representative images of cross-sections of seminiferous tubules stained with Hoechst (blue), FITC-PNA (green), and anti-IQCH (red). The images show that *Iqch<sup>mu</sup>* animals expressed the protein, although the testicular structure of the mutant animal (b, c) is disorganized, containing few acrosome-positive cells. Scale bar: 200  $\mu$ m.

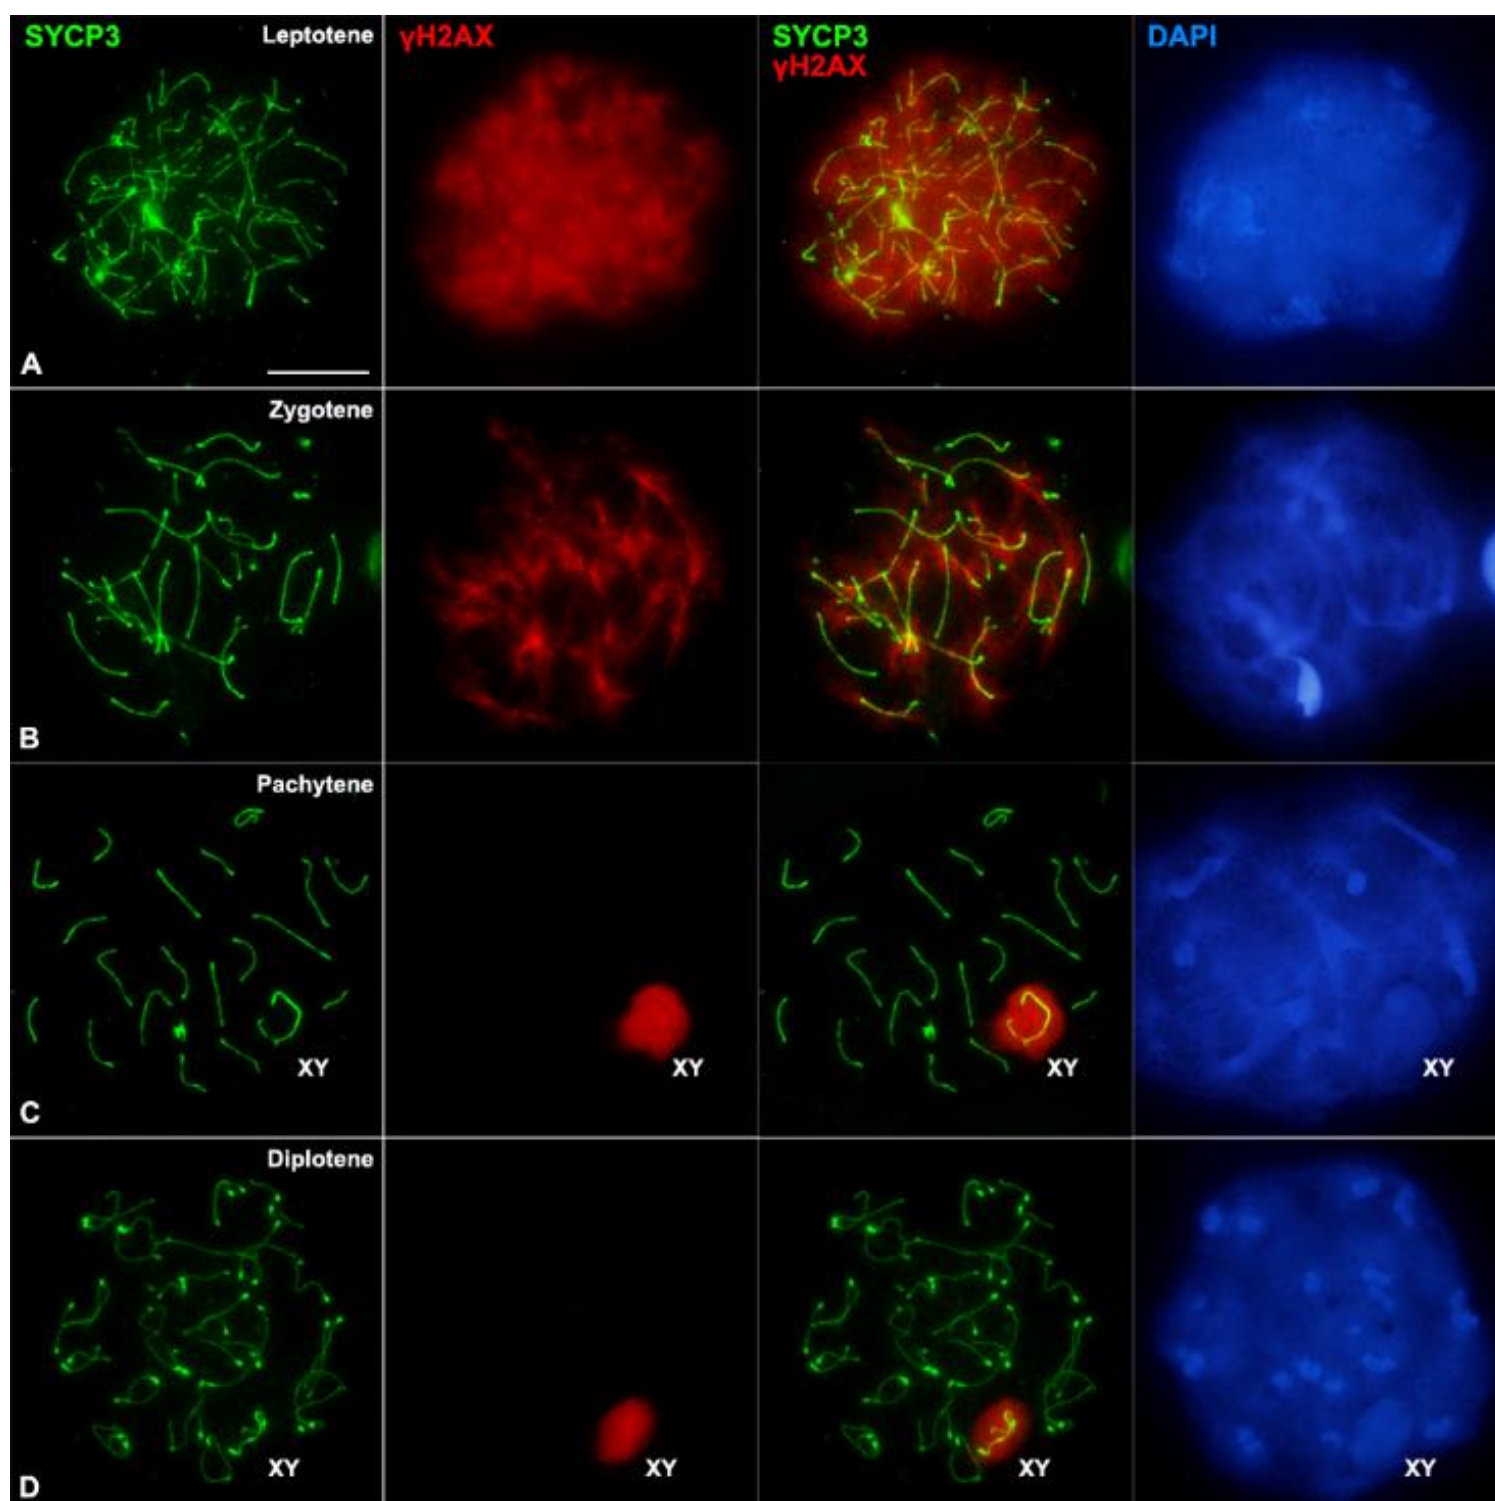

**Fig. S4. Synapsis and recombination are not altered in *Iqch*<sup>mut</sup> spermatocytes.** Double immunolabelling of SYCP3 (green) and  $\gamma$ H2AX (red) in spread *Iqch* knockout prophase I spermatocytes. A. Leptotene spermatocyte nuclei presented stretches of SYCP3, as the axial elements of the synaptonemal complex are being formed.  $\gamma$ H2AX labelling covered most of the nuclei because of the massive formation of programmed DNA double strand breaks. B. During zygotene, as synapsis progressed, the SYCP3-labelled axial/lateral elements started to pair into thicker filaments. In parallel,  $\gamma$ H2AX labelling progressively reduced, due to the progression of meiotic recombination. C. In pachytene spermatocytes autosomal bivalents achieved full synapsis and displayed fully paired SYCP3-labelled lateral elements at their entire length. By contrast, sex chromosomes (XY) only synapsed at one distal end corresponding to the pseudoautosomal region. At this stage  $\gamma$ H2AX was mainly found over the chromatin of sex chromosomes (XY). D. During diplotene the SYCP3-labeled lateral elements started to desynapse and  $\gamma$ H2AX persisted over the chromatin of sex chromosomes (XY). Bar in A, 10  $\mu$ m.

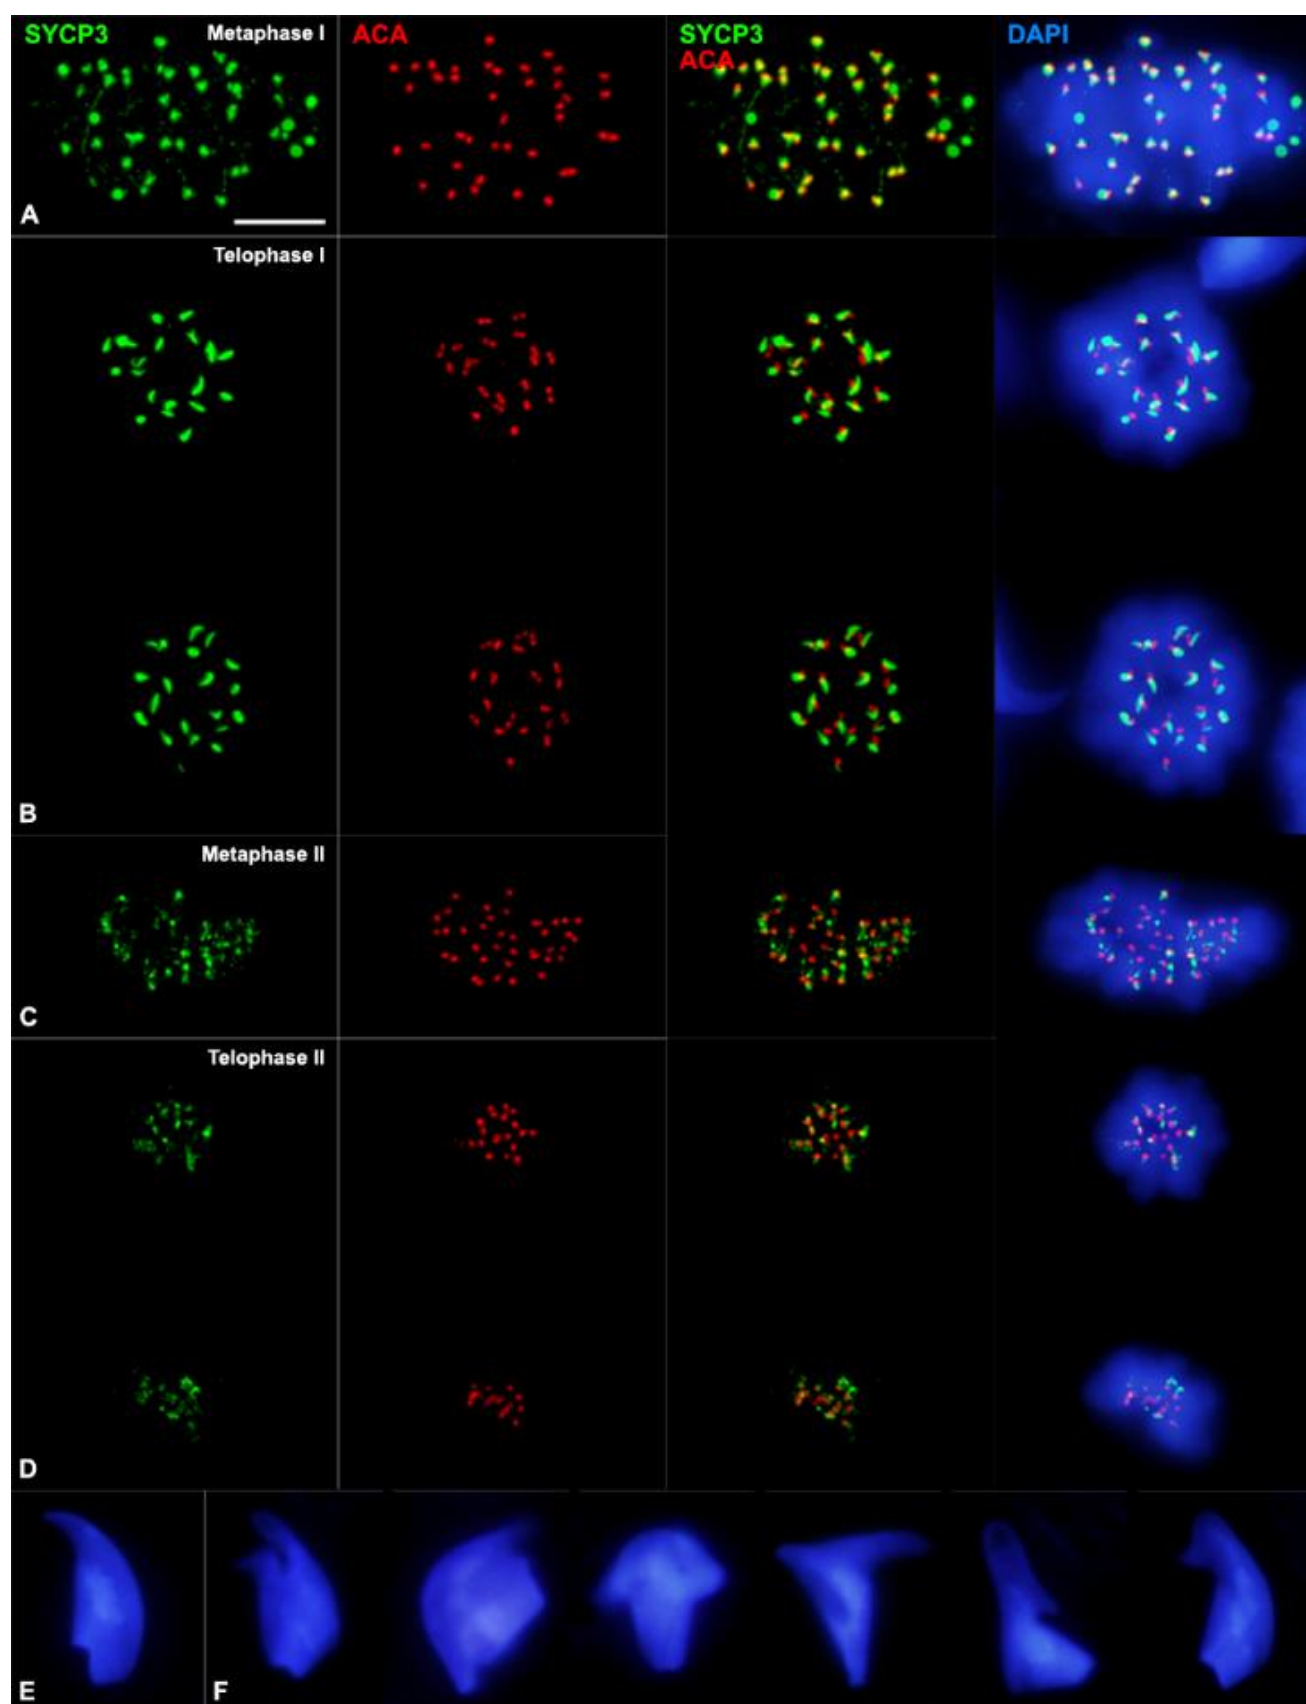

**Fig. S5. Chromosome segregation during both meiotic divisions is not altered in *Iqch*<sup>mut</sup> spermatocytes.** Double immunolabelling of SYCP3 (green) and kinetochores (ACA, red) in squashed *Iqch*<sup>mut</sup> dividing spermatocytes. A. In metaphase I spermatocytes bivalents were correctly aligned at the metaphase plate. SYCP3 was found at the interchromatid domain of bivalents and accumulated at their centromeres, where sister kinetochores appeared closely associated. B. In telophase I homologous chromosomes accurately segregated to opposite cell poles. SYCP3 remnants were found at centromeres, close to sister kinetochores. C. Metaphase II spermatocytes presented chromosomes adequately aligned with SYCP3 remnants at centromeres and sister kinetochores oriented to opposite cell poles. D. In telophase II sister chromatids reached cell poles. E, F. Magnification of selected elongated spermatids from squashed seminiferous tubules of *Iqch* knockout mice. Elongated spermatids with regular morphology were formed (E), but some aberrant spermatid morphologies (F) were also present. The images are projections of different focal planes throughout the spermatocyte/spermatid volume. Bar in A, 5  $\mu$ m.

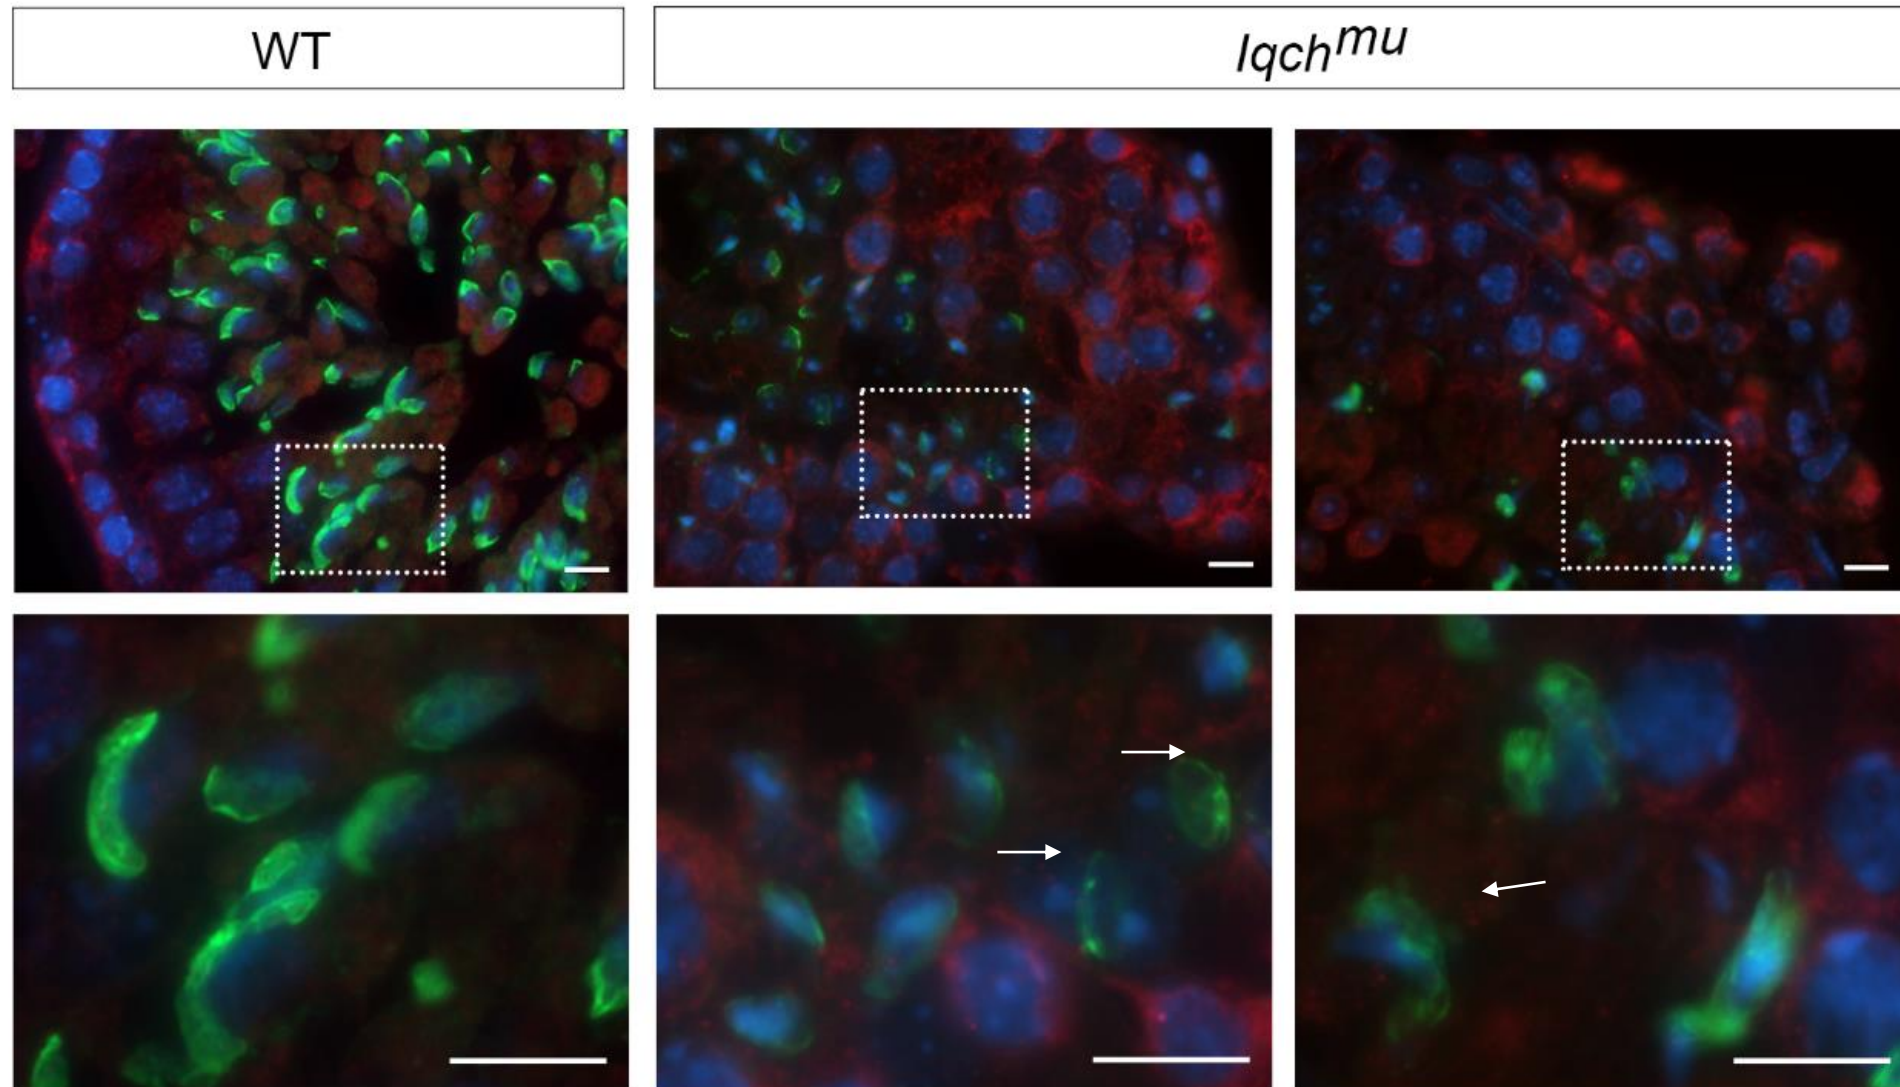

**Fig. S6. Abnormal acrosome in *Iqch<sup>mu</sup>* mouse spermatids.** Shown in histochemical staining of FITC-conjugated PNA (green), Hoechst (blue), and anti-IQCH (red), in sections of adult WT and *Iqch<sup>mu</sup>* mouse testes showing spermatids with acrosome in the acrosome phase. Acrosome are labeled by PNA (green), in WT is showed typical acrosome phase, the acrosome forms the moon-shaped structure covering the nucleus. In *Iqch<sup>mu</sup>* the acrosome failed to form, resulting discontinuous and fragmented acrosomal structures (arrow). Bottom panels show higher-magnification views of the framed areas in the top panels (scale bar, 10  $\mu$ m).

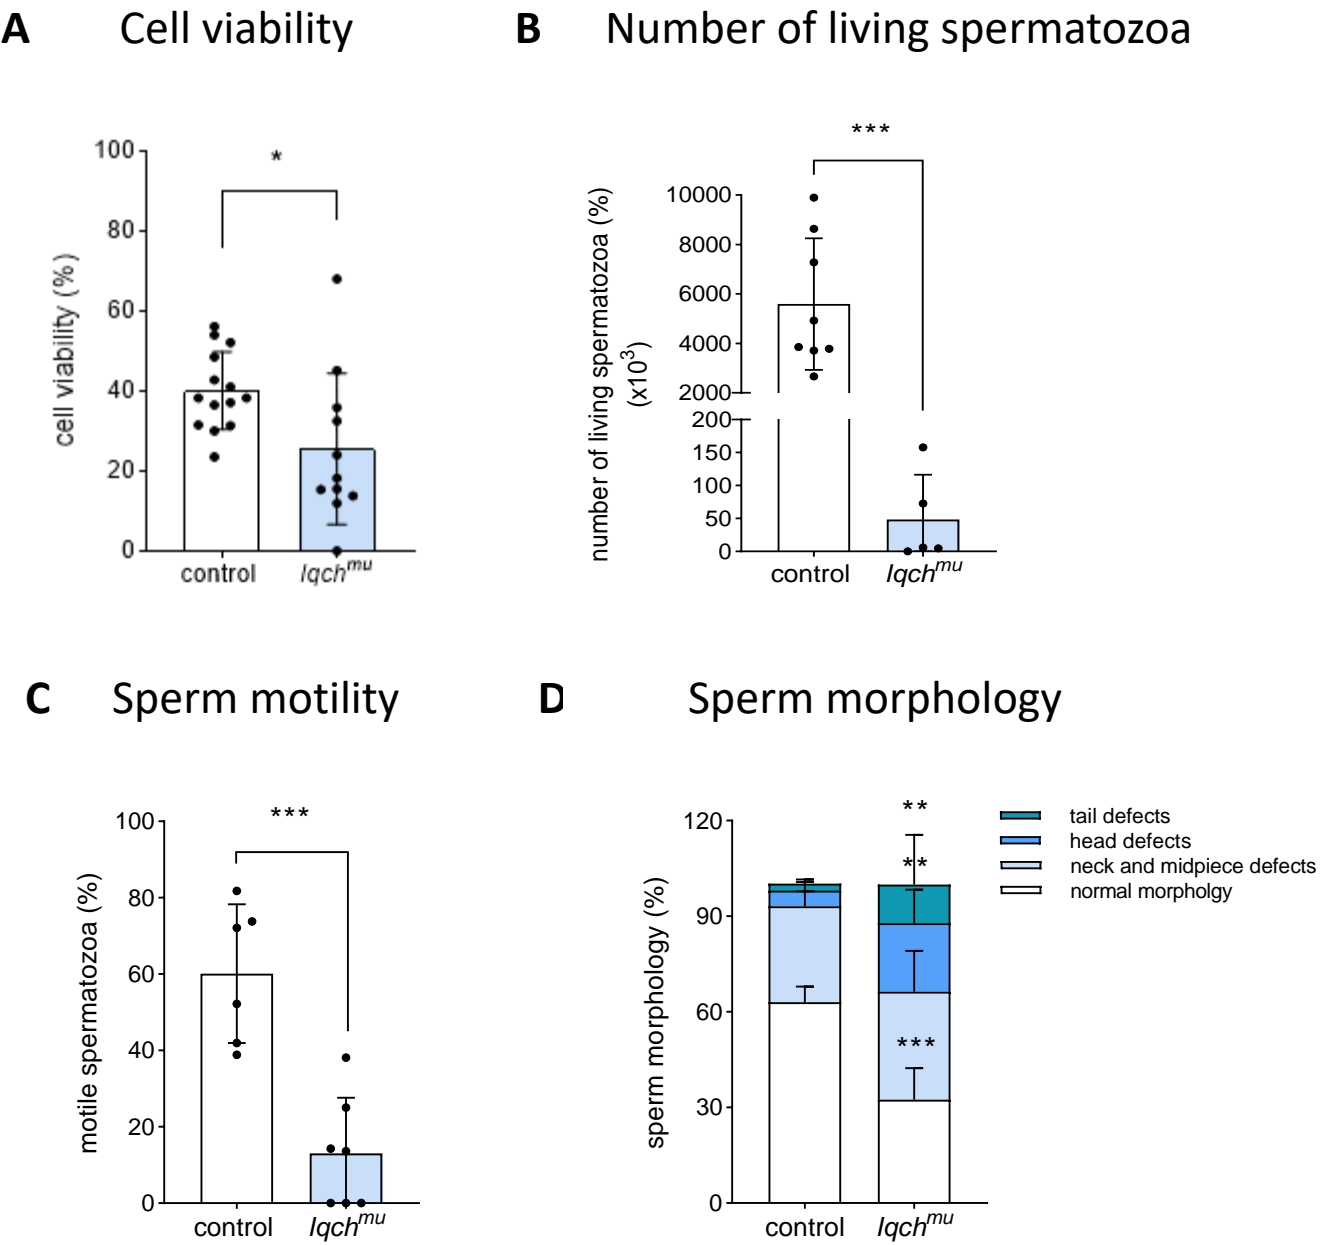

**Fig. S7. Sperm characteristics in wild type and *Iqch<sup>mu</sup>* mice.** Cauda epididymidis sperm were obtained and analyzed as explain in Materials and Methods. **(a)** Cell viability (n=14 wt, and 10 *Iqch<sup>mu</sup>* mice). **(b)** Number of living spermatozoa (n=8 wt, and 5 *Iqch<sup>mu</sup>* mice). **(c)** Sperm motility (n=6 wt, and 7 *Iqch<sup>mu</sup>* mice). **(d)** Sperm morphology (n=8 wt, and 8 *Iqch<sup>mu</sup>* mice). Data represent the mean  $\pm$  SEM. \*  $p<0.01$ , \*\* $p>0.001$ , \*\*\* $p<0.0001$  (one way ANOVA, Tukey's test).

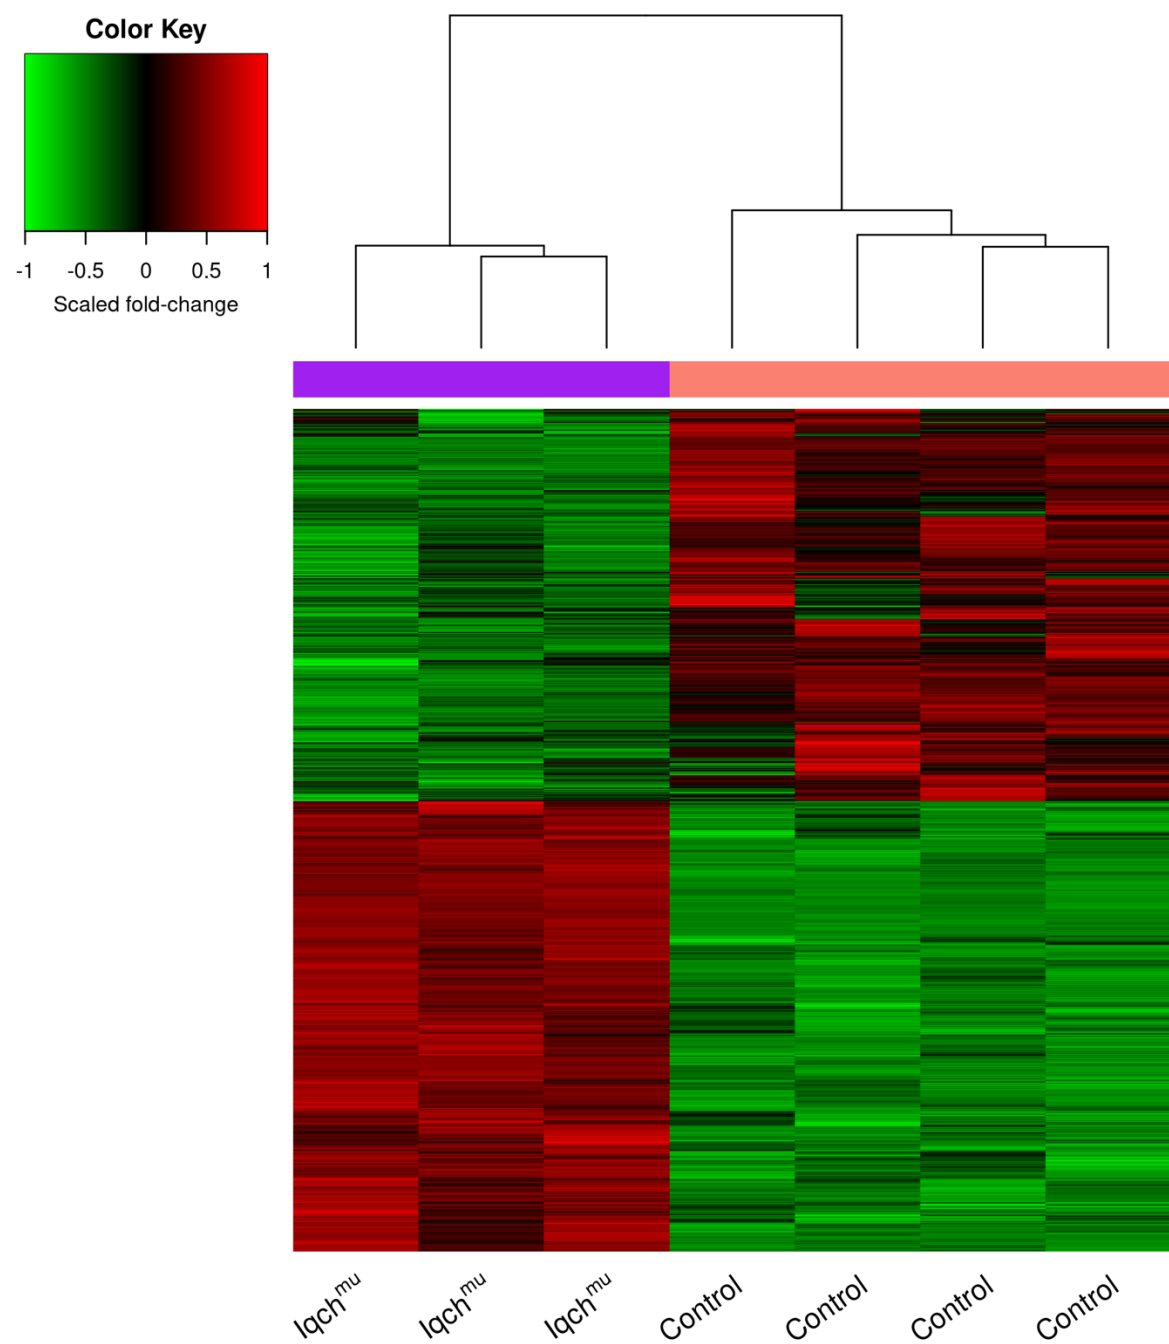

**Fig. S8. RNA-seq analysis.** Hierarchical clustering analysis was performed based on normalized counts of the top DEGs in control and *Iqch<sup>mu</sup>* mice samples.

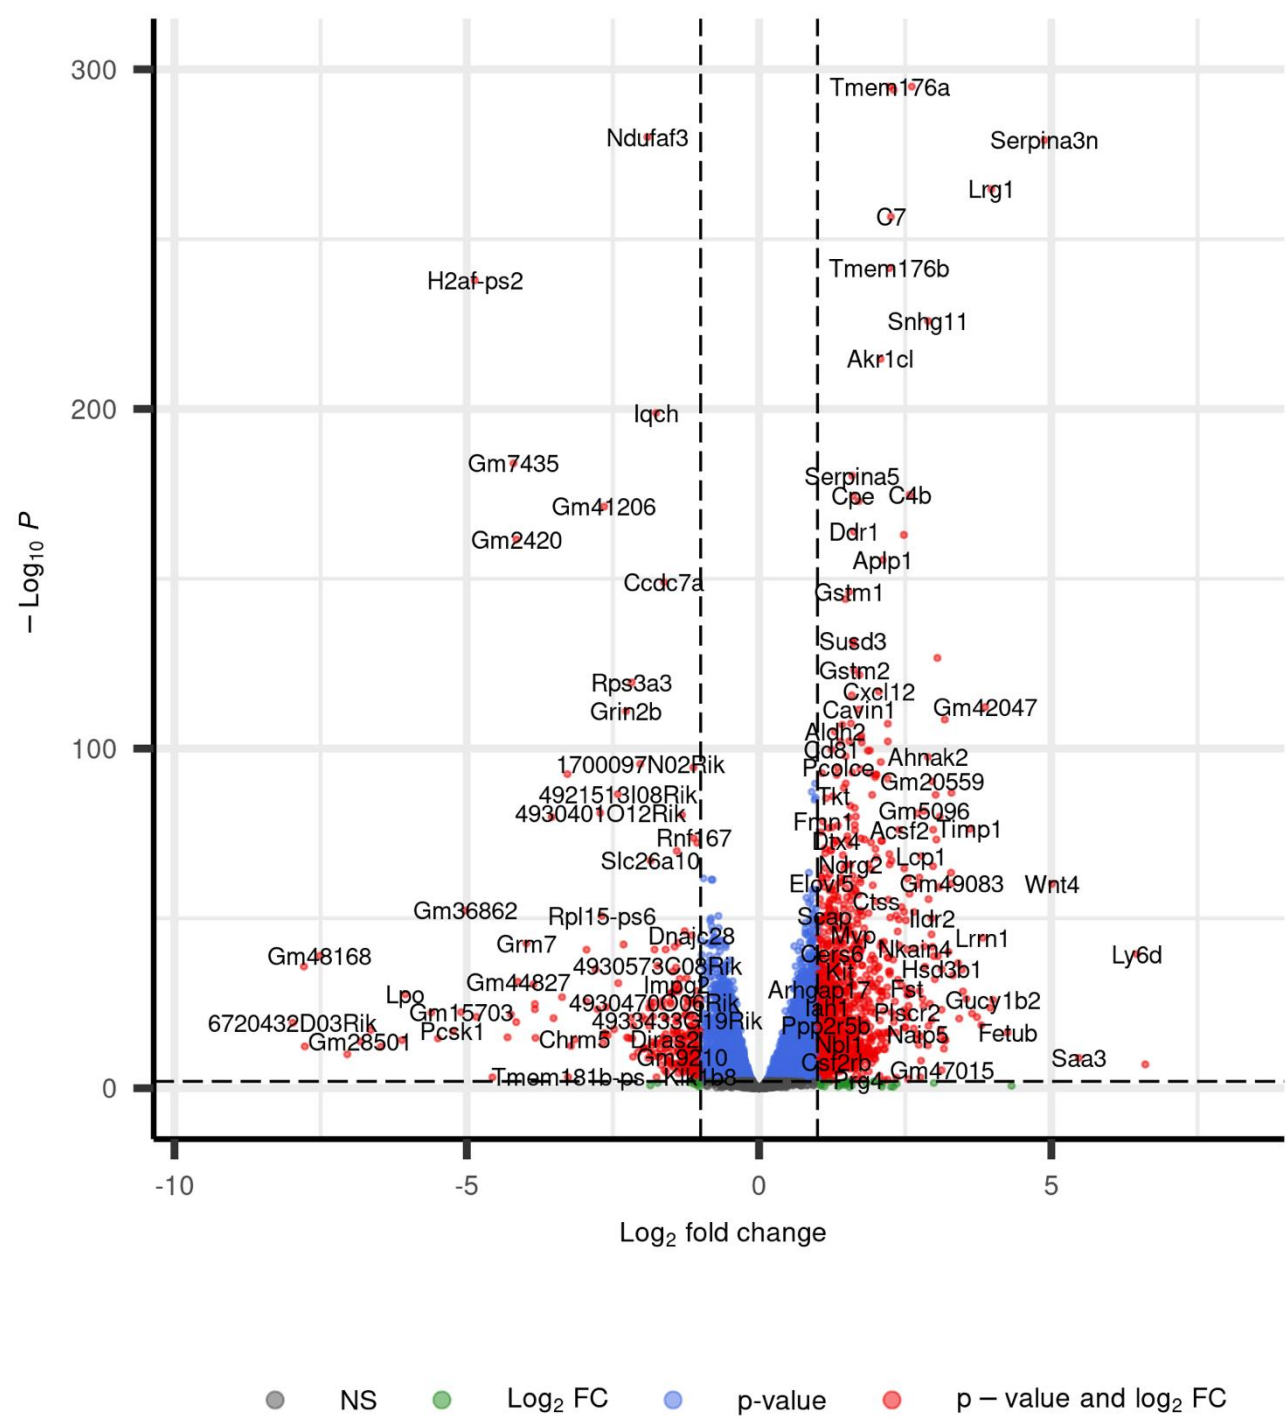

**Fig. S9. RNA-seq analysis.** Differentially expressed genes in testis of control and *Iqch<sup>mu</sup>* mice are presented as a volcano plot using log values of the fold change and  $-\log_{10}(\text{Padj})$  values. Each data point represents a single gene, with those in red and blue dots representing DEGs and non-DEGs respectively for a cut off thresholds of  $|FC| > 2$  and  $\text{Padj value} < 0.01$ ; and the blue and black dots represent DEG and non-DEGs respectively for a  $\text{Padj value} < 0.01$ .

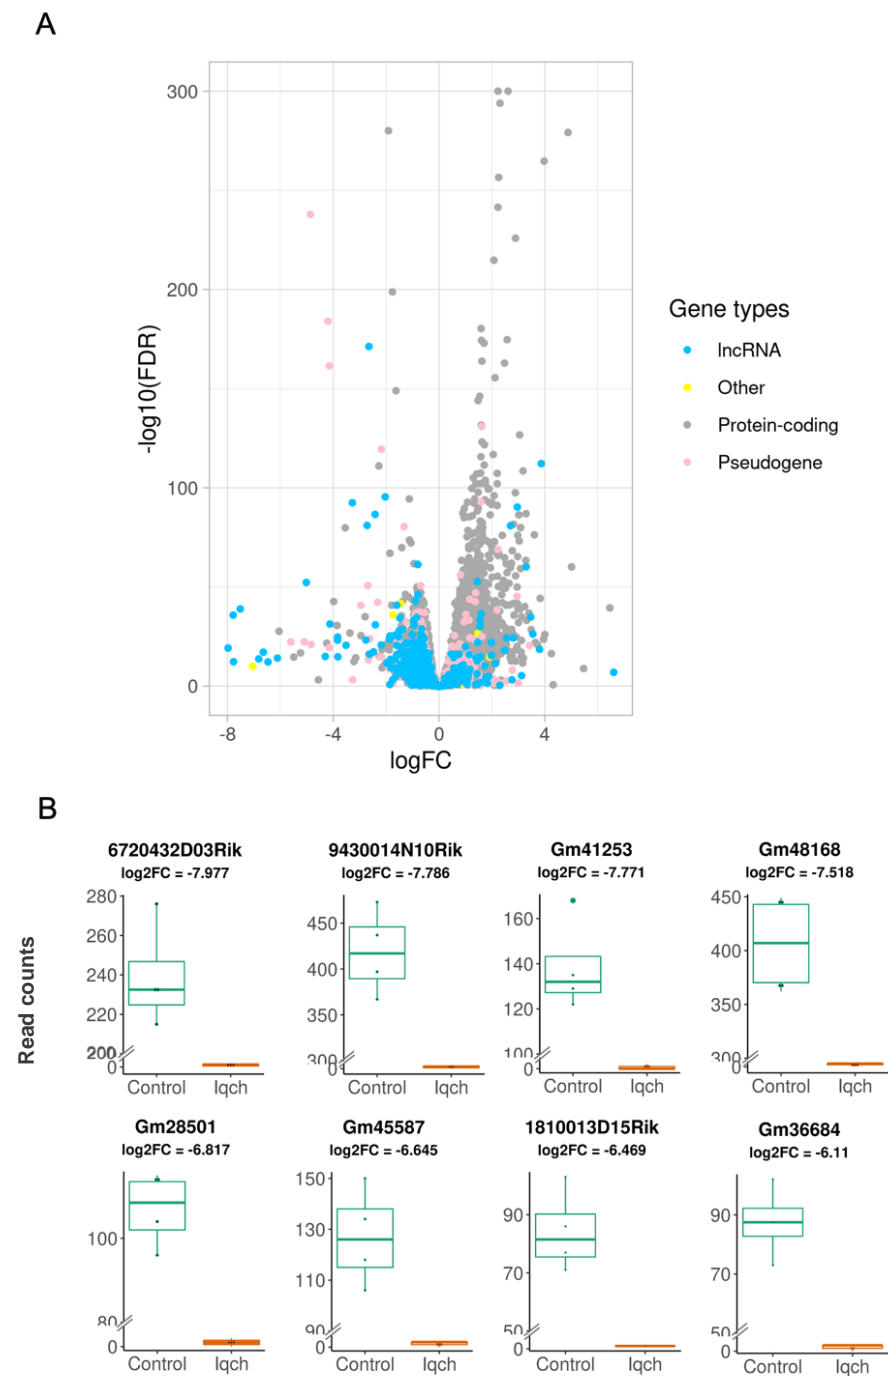

**Fig. S10. RNAseq results showing that lncRNAs are preferentially down regulated.** (A) Volcano plot of the differentially expressed genes in testis of control and *Iqch<sup>mut</sup>* mice showing gene types and (B) boxplots of the 8 DE lncRNAs with highest fold change.

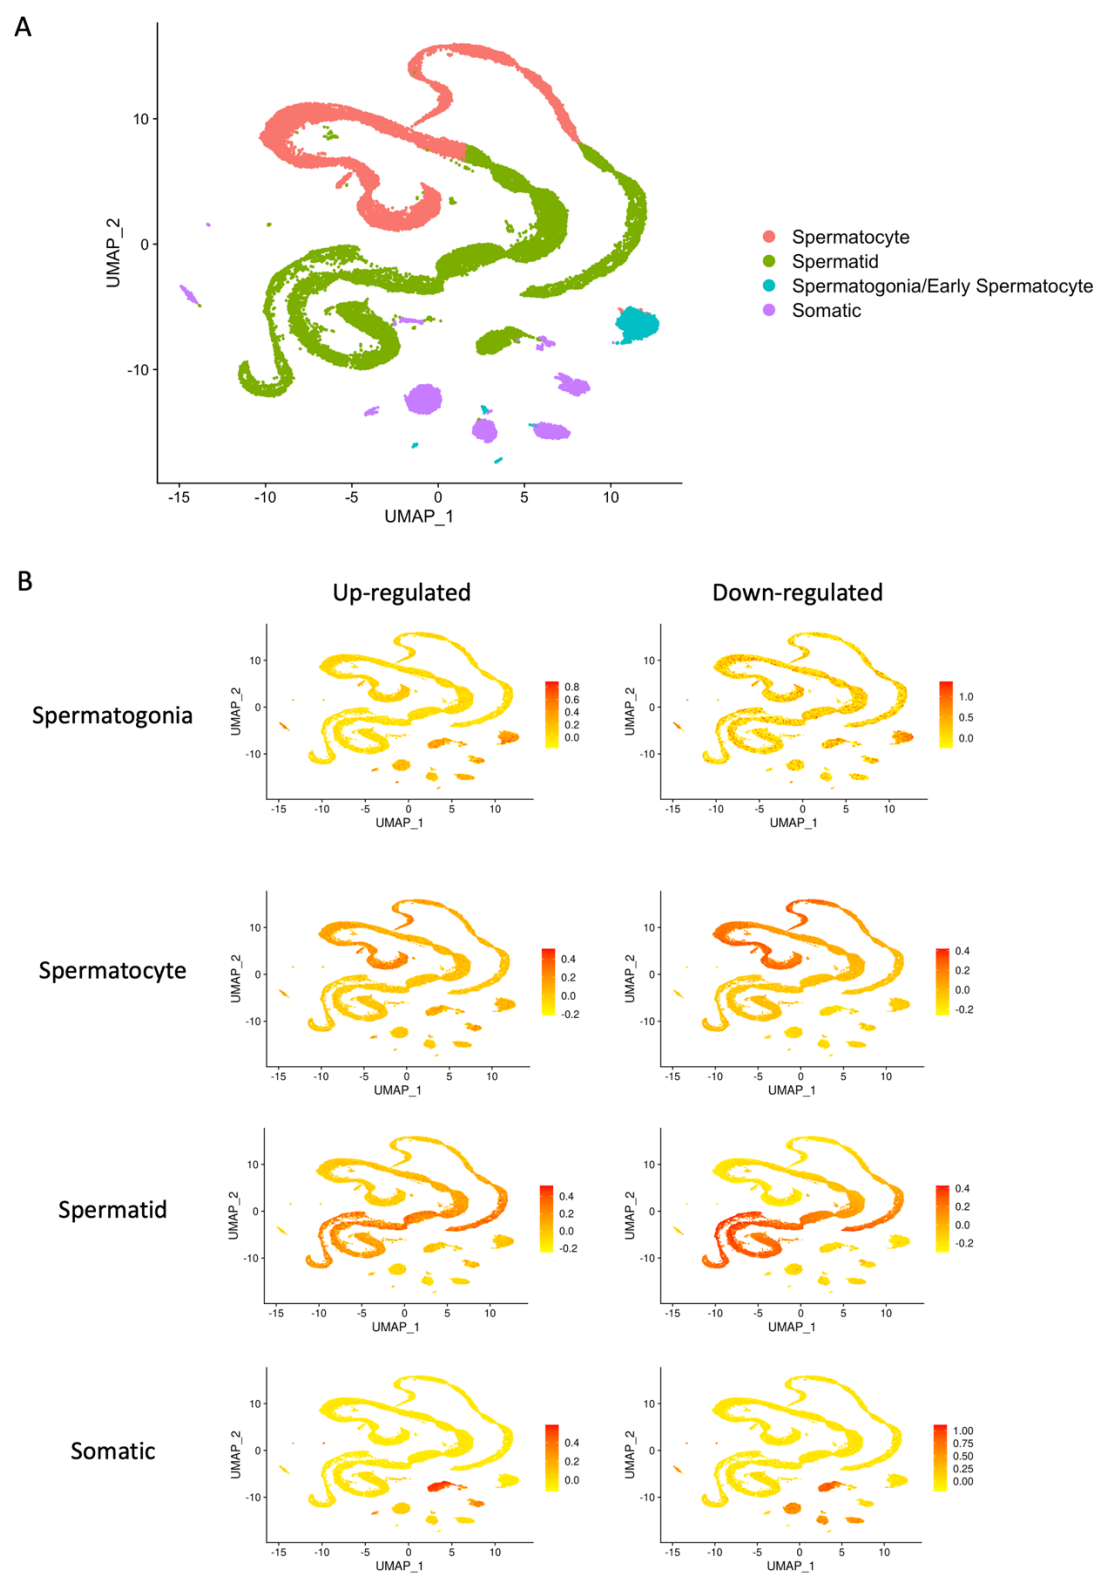

**Fig. S11. Single-cell analysis of ~35,000 testis cells using the sequencing data of the study of Green et al., (2018).** (A) UMAP (Uniform Manifold Approximation and Projection for Dimension Reduction) plot with 4 clusters of the major cell types present in the seminiferous tubules. The different cell types are shown in different colors. (B) UMAP plot showing the log-scaled expression level in the Green et al., (2018) cells of the differentially expressed genes obtained for the *Iqch<sup>mu</sup>* versus controls.

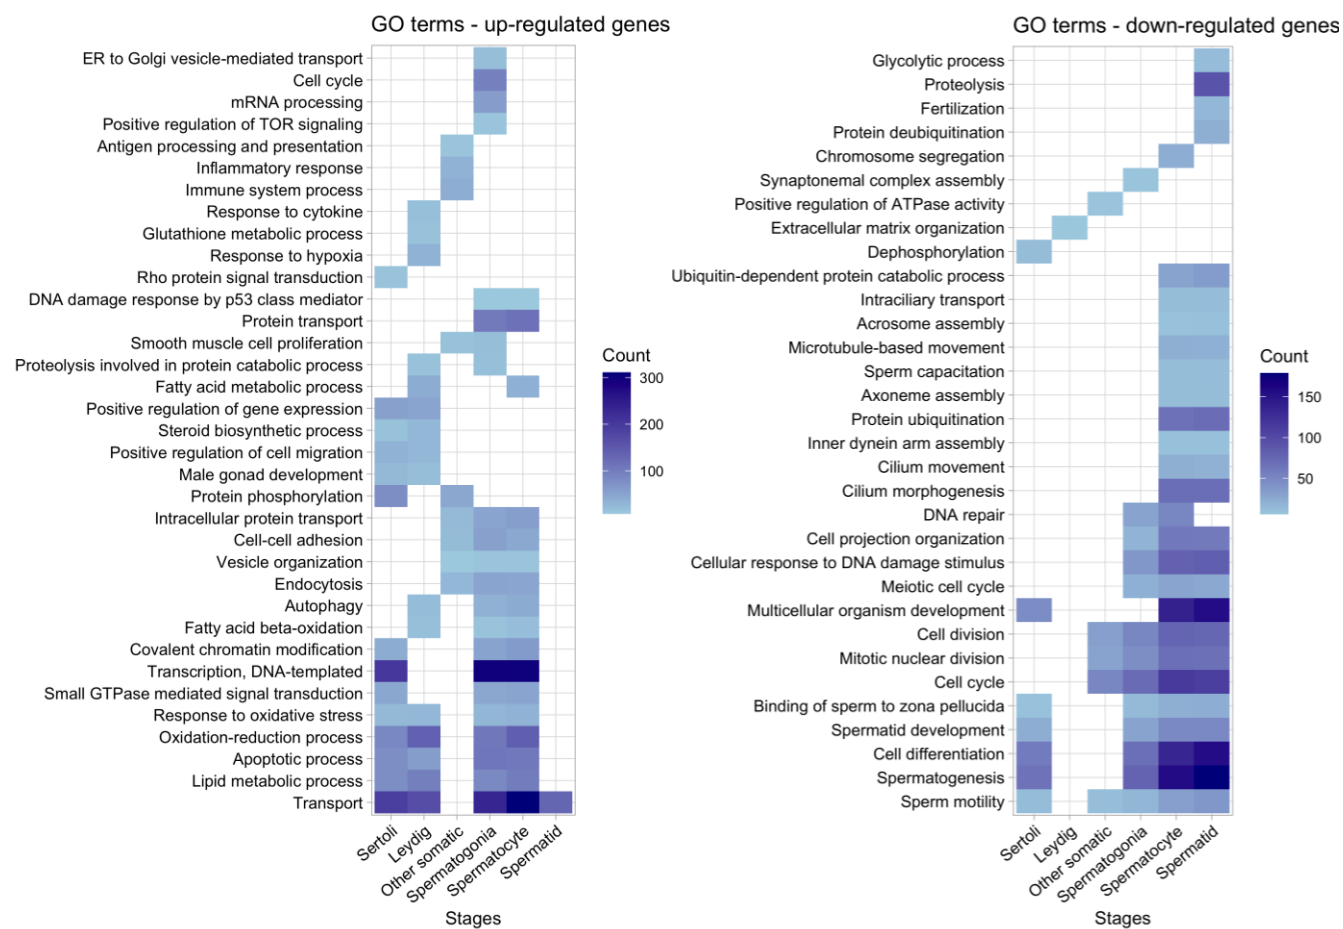

**Fig. S12. Overrepresentation analysis of GO terms biological processes (GO-BP).** Heatmaps that summarize the GO-BP terms in which the (A) upregulated and (B) downregulated genes of the different testis cell types are involved, with a color gradient showing the gene count.

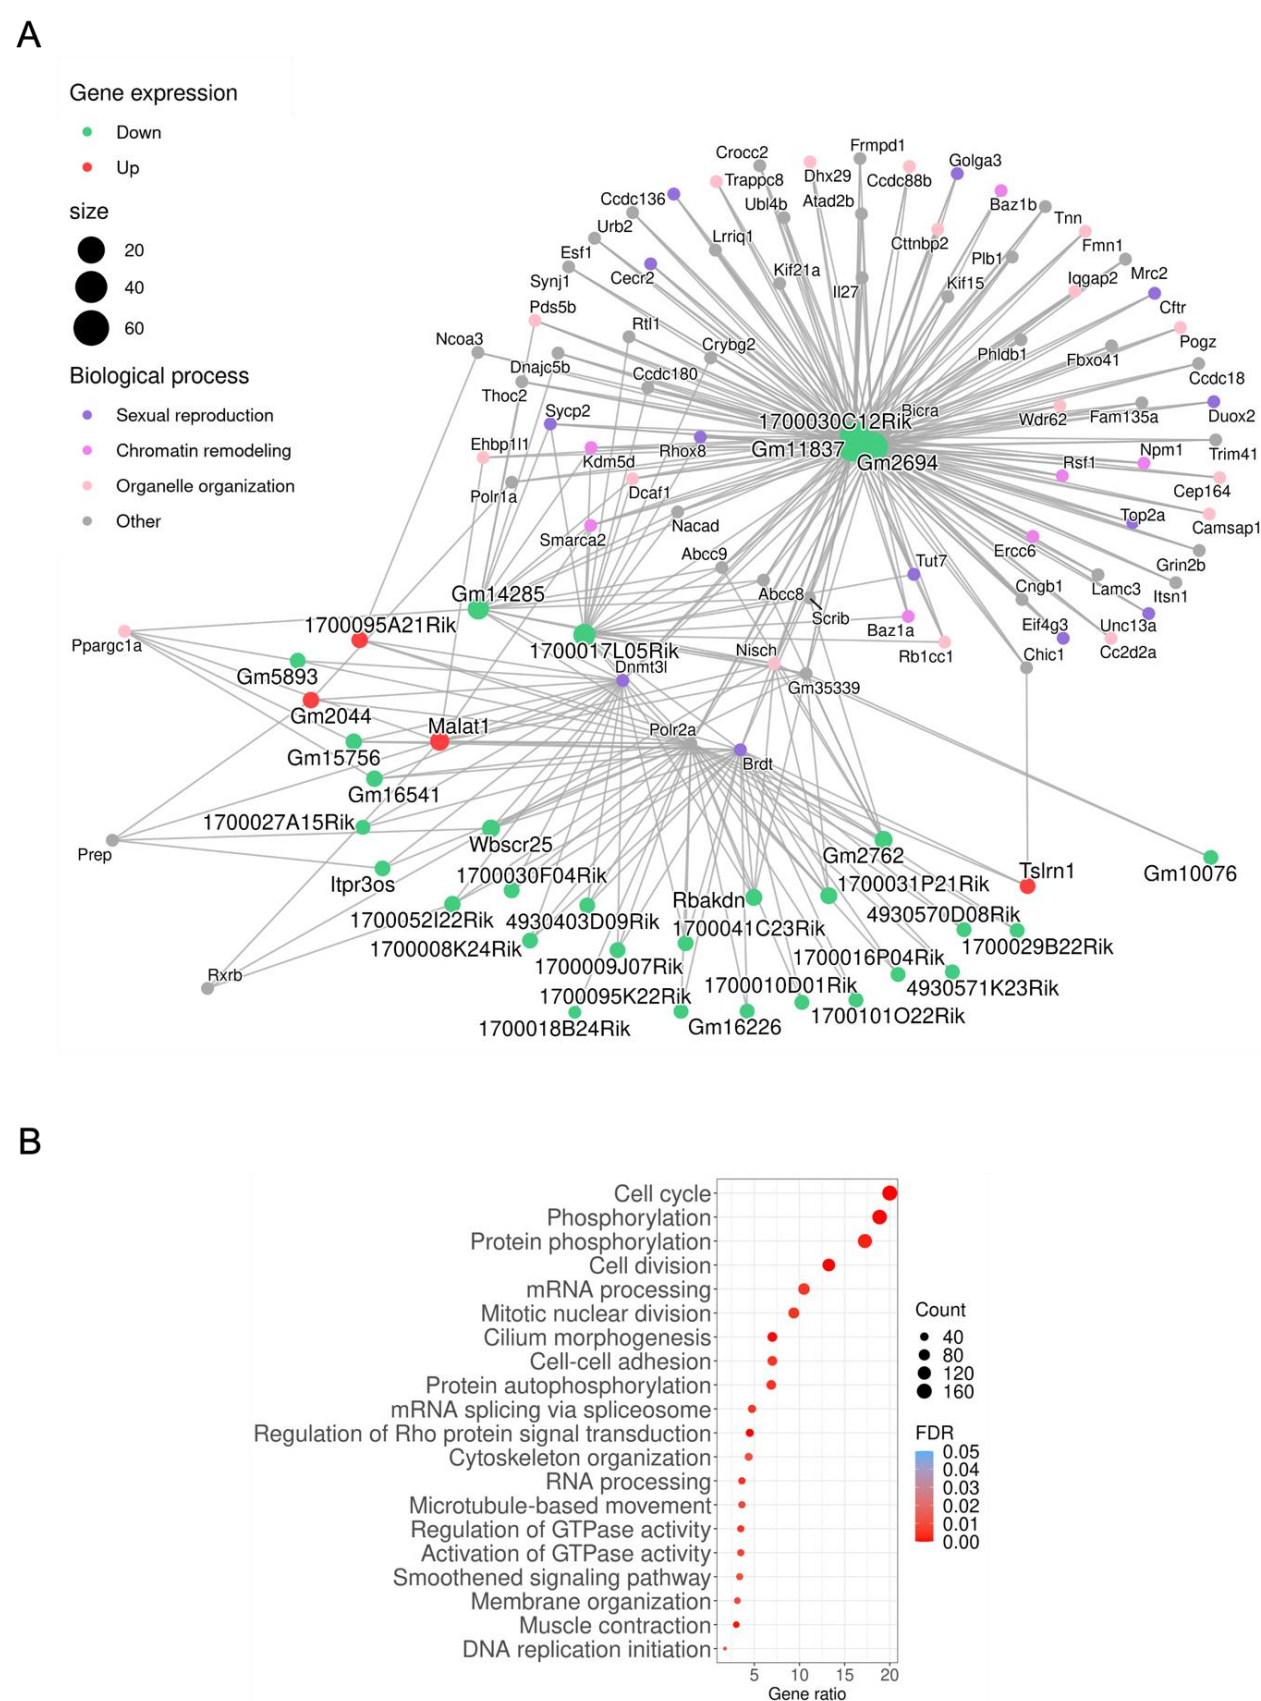

**Fig. S13. Protein interactions of lncRNAs.** **A.** Interaction network of the common differentially expressed lncRNAs, among germ cells and testicular somatic cells, with proteins. **B.** Dotplot showing the GO terms enriched in the target proteins that interact with the down-regulated lncRNAs of spermatids

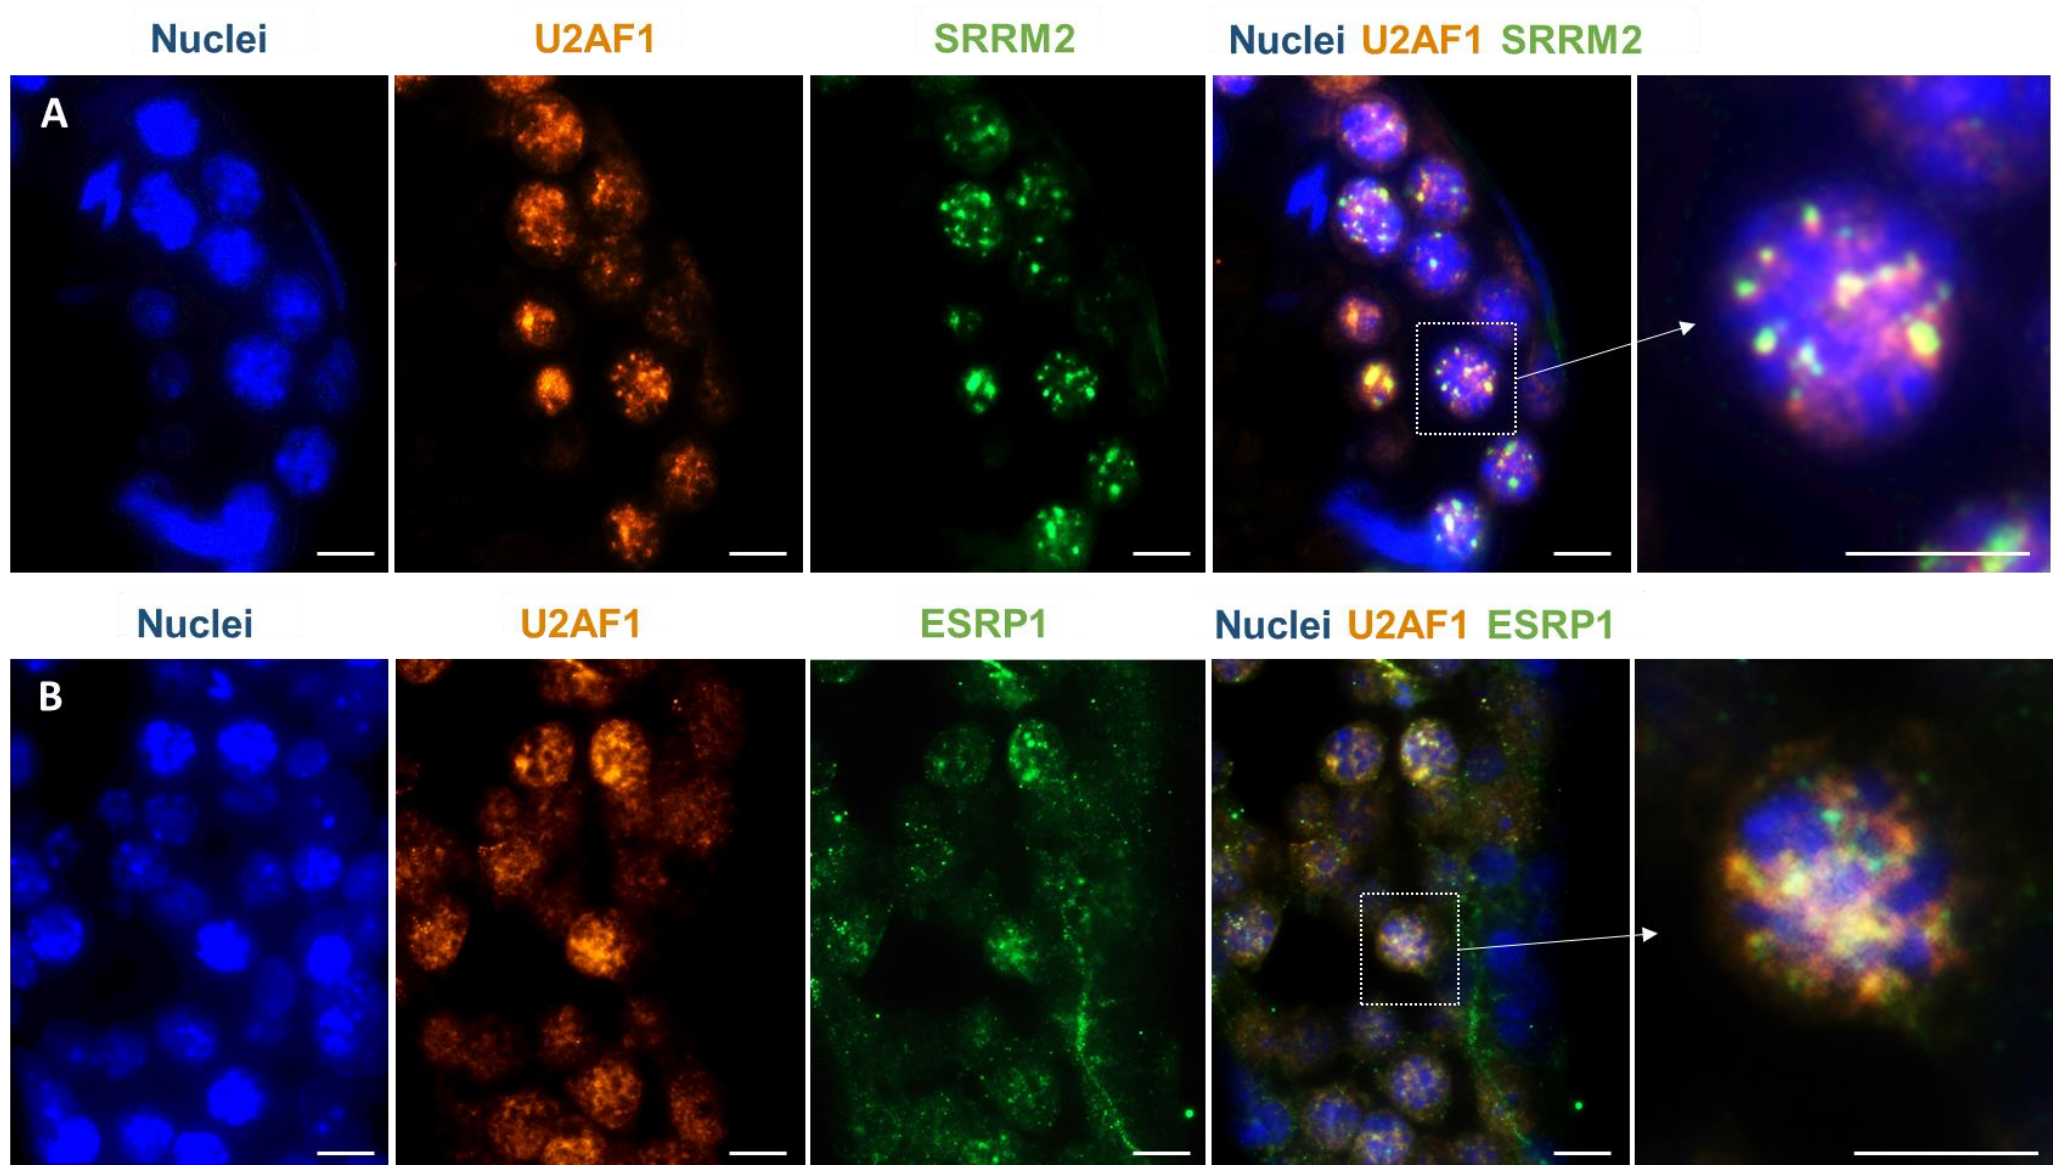

**Fig. S14. Co-localization in WT testicular cells of SRRM2 and ESRP1 with the spliceosome and nuclear speckle marker U2AF1.** (A) Representative section of adult mouse testicles immunostained with U2AF1 (orange), SRRM2 (green), and merged. On the right enlarged pictures of boxed areas, it is shown that U2AF1 spots co-localize with SRRM2 spots (yellow). (B) Representative section of adult mouse testicles immunostained with U2AF1 (orange), ESRP1 marks (green), and merged. On the right enlarged pictures of boxed areas, it is shown that U2AF1 spots co-localize with ESRP1 (yellow). Scale bar: 10  $\mu$ m.

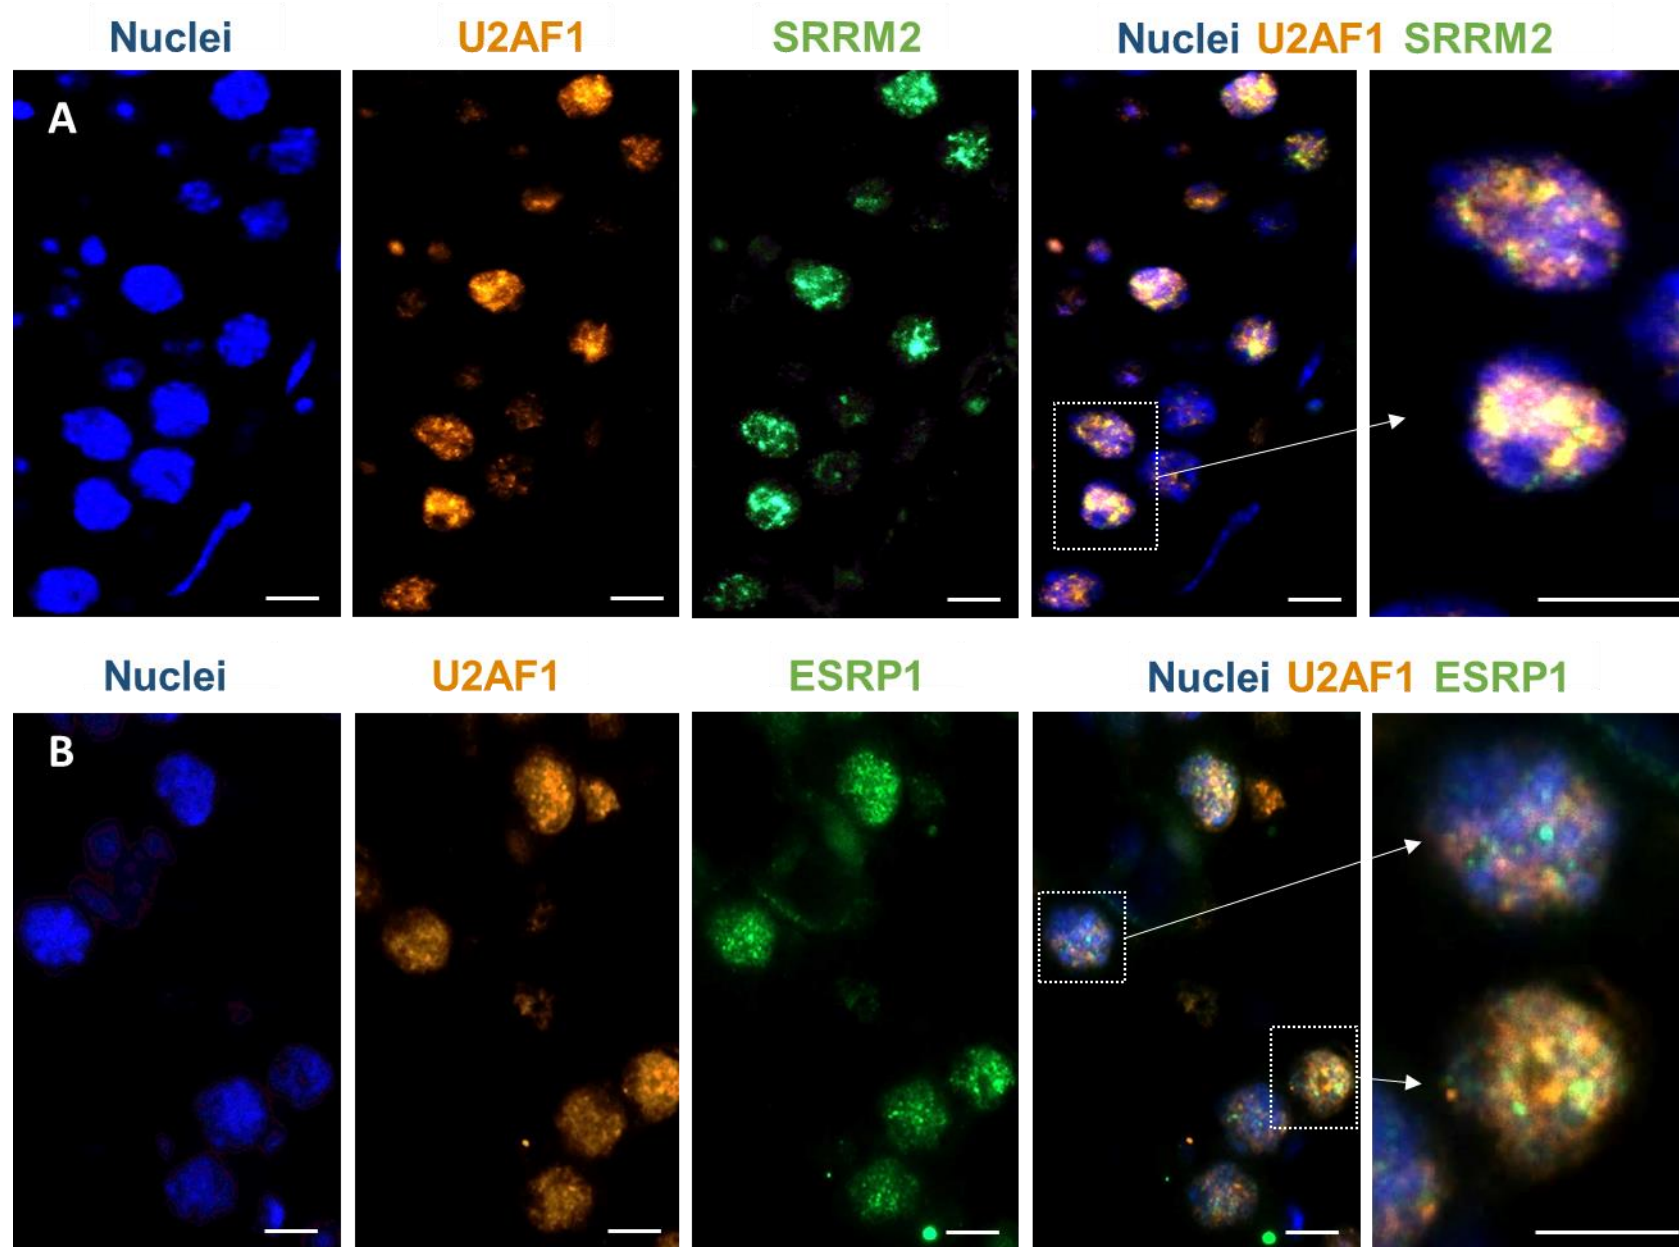

**Fig. S15. Co-localization in *Iqch<sup>mu</sup>* testicular cells of SRRM2 and ESRP1 with the spliceosome and nuclear speckle marker U2AF1.** (A) Representative section of adult mouse testicles immunostained with U2AF1 (orange), SRRM2 (green), and merged. On the right enlarged pictures of boxed areas, it is shown that U2AF1 spots co-localize with SRRM2 (yellow). (B) Representative section of adult mouse testicles immunostained with U2AF1 (orange), ESRP1 marks (green), and merged. On the right enlarged pictures of boxed areas, it is shown that U2AF1 spots does not localize with ESRP1 (green and orange marks). Scale bar: 10  $\mu$ m..

| Annotation Cluster 1     |                  | Enrichment Score: 31.93                               |    | Count | P_Value | Benjamini |
|--------------------------|------------------|-------------------------------------------------------|---------------------------------------------------------------------------------------|-------|---------|-----------|
| <input type="checkbox"/> | UP_KEYWORDS      | RNA-binding                                           | RT                                                                                    | 34    | 6.8E-40 | 6.7E-38   |
| <input type="checkbox"/> | GOTERM_MF_DIRECT | RNA binding                                           | RT                                                                                    | 34    | 1.9E-32 | 3.0E-30   |
| <input type="checkbox"/> | GOTERM_MF_DIRECT | poly(A) RNA binding                                   | RT                                                                                    | 37    | 6.7E-32 | 5.3E-30   |
| <input type="checkbox"/> | GOTERM_CC_DIRECT | intracellular ribonucleoprotein complex               | RT                                                                                    | 23    | 2.2E-26 | 2.8E-24   |
| Annotation Cluster 2     |                  | Enrichment Score: 21.87                               |    | Count | P_Value | Benjamini |
| <input type="checkbox"/> | INTERPRO         | RNA recognition motif domain                          | RT                                                                                    | 22    | 9.3E-28 | 1.0E-25   |
| <input type="checkbox"/> | INTERPRO         | Nucleotide-binding, alpha-beta plait                  | RT                                                                                    | 22    | 2.5E-26 | 1.4E-24   |
| <input type="checkbox"/> | SMART            | RRM                                                   | RT                                                                                    | 22    | 1.1E-24 | 3.0E-23   |
| <input type="checkbox"/> | GOTERM_MF_DIRECT | nucleic acid binding                                  | RT                                                                                    | 31    | 6.0E-22 | 3.2E-20   |
| <input type="checkbox"/> | UP_SEQ_FEATURE   | domain:RRM 1                                          | RT                                                                                    | 16    | 1.6E-21 | 1.8E-19   |
| <input type="checkbox"/> | UP_SEQ_FEATURE   | domain:RRM 2                                          | RT                                                                                    | 16    | 1.6E-21 | 1.8E-19   |
| <input type="checkbox"/> | GOTERM_MF_DIRECT | nucleotide binding                                    | RT                                                                                    | 29    | 2.3E-14 | 9.2E-13   |
| Annotation Cluster 3     |                  | Enrichment Score: 12.49                               |    | Count | P_Value | Benjamini |
| <input type="checkbox"/> | GOTERM_BP_DIRECT | mRNA processing                                       | RT                                                                                    | 18    | 4.5E-18 | 1.4E-15   |
| <input type="checkbox"/> | UP_KEYWORDS      | Spliceosome                                           | RT                                                                                    | 13    | 2.6E-17 | 5.2E-16   |
| <input type="checkbox"/> | UP_KEYWORDS      | mRNA processing                                       | RT                                                                                    | 16    | 1.3E-16 | 1.5E-15   |
| <input type="checkbox"/> | UP_KEYWORDS      | mRNA splicing                                         | RT                                                                                    | 15    | 1.3E-16 | 1.5E-15   |
| <input type="checkbox"/> | UP_KEYWORDS      | Ribonucleoprotein                                     | RT                                                                                    | 16    | 1.4E-16 | 1.5E-15   |
| <input type="checkbox"/> | GOTERM_CC_DIRECT | catalytic step 2 spliceosome                          | RT                                                                                    | 12    | 8.3E-16 | 5.4E-14   |
| <input type="checkbox"/> | GOTERM_CC_DIRECT | spliceosomal complex                                  | RT                                                                                    | 12    | 4.3E-14 | 1.4E-12   |
| <input type="checkbox"/> | GOTERM_BP_DIRECT | RNA splicing                                          | RT                                                                                    | 14    | 5.2E-14 | 8.1E-12   |
| <input type="checkbox"/> | UP_KEYWORDS      | Viral nucleoprotein                                   | RT                                                                                    | 7     | 6.9E-12 | 5.7E-11   |
| <input type="checkbox"/> | KEGG_PATHWAY     | Spliceosome                                           | RT                                                                                    | 11    | 1.1E-11 | 8.3E-10   |
| <input type="checkbox"/> | GOTERM_CC_DIRECT | viral nucleocapsid                                    | RT                                                                                    | 7     | 1.6E-11 | 3.5E-10   |
| <input type="checkbox"/> | UP_KEYWORDS      | Virion                                                | RT                                                                                    | 7     | 2.7E-11 | 2.1E-10   |
| <input type="checkbox"/> | INTERPRO         | Nuclear factor hnRNP1                                 | RT                                                                                    | 3     | 1.8E-5  | 4.1E-4    |
| <input type="checkbox"/> | UP_SEQ_FEATURE   | region of interest:RNA-binding RGG-box                | RT                                                                                    | 3     | 4.3E-4  | 1.1E-2    |
| Annotation Cluster 4     |                  | Enrichment Score: 6.08                                |  | Count | P_Value | Benjamini |
| <input type="checkbox"/> | UP_SEQ_FEATURE   | domain:DRBM 1                                         | RT                                                                                    | 5     | 2.0E-8  | 1.1E-6    |
| <input type="checkbox"/> | UP_SEQ_FEATURE   | domain:DRBM 2                                         | RT                                                                                    | 5     | 2.0E-8  | 1.1E-6    |
| <input type="checkbox"/> | SMART            | DSRM                                                  | RT                                                                                    | 5     | 6.1E-7  | 8.5E-6    |
| <input type="checkbox"/> | INTERPRO         | Double-stranded RNA-binding-like domain               | RT                                                                                    | 5     | 1.5E-6  | 5.5E-5    |
| <input type="checkbox"/> | GOTERM_MF_DIRECT | double-stranded RNA binding                           | RT                                                                                    | 4     | 1.1E-3  | 1.3E-2    |
| Annotation Cluster 5     |                  | Enrichment Score: 4.48                                |  | Count | P_Value | Benjamini |
| <input type="checkbox"/> | GOTERM_MF_DIRECT | mRNA 3'-UTR binding                                   | RT                                                                                    | 5     | 1.7E-5  | 3.3E-4    |
| <input type="checkbox"/> | GOTERM_BP_DIRECT | negative regulation of mRNA splicing, via spliceosome | RT                                                                                    | 4     | 4.1E-5  | 2.2E-3    |
| <input type="checkbox"/> | GOTERM_MF_DIRECT | mRNA CDS binding                                      | RT                                                                                    | 3     | 5.0E-5  | 7.9E-4    |
| Annotation Cluster 6     |                  | Enrichment Score: 3.1                                 | 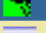 | Count | P_Value | Benjamini |
| <input type="checkbox"/> | UP_KEYWORDS      | Biological rhythms                                    | RT                                                                                    | 5     | 1.9E-4  | 1.1E-3    |
| <input type="checkbox"/> | GOTERM_BP_DIRECT | rhythmic process                                      | RT                                                                                    | 5     | 4.0E-4  | 1.4E-2    |
| <input type="checkbox"/> | GOTERM_CC_DIRECT | extracellular matrix                                  | RT                                                                                    | 5     | 7.1E-3  | 6.1E-2    |
| Annotation Cluster 7     |                  | Enrichment Score: 2.65                                |  | Count | P_Value | Benjamini |
| <input type="checkbox"/> | INTERPRO         | DNA/RNA helicase, DEAD/DEAH box type, N-terminal      | RT                                                                                    | 5     | 2.6E-5  | 4.8E-4    |
| <input type="checkbox"/> | GOTERM_MF_DIRECT | ATP-dependent RNA helicase activity                   | RT                                                                                    | 5     | 3.4E-5  | 5.9E-4    |
| <input type="checkbox"/> | UP_SEQ_FEATURE   | domain:Helicase C-terminal                            | RT                                                                                    | 5     | 1.1E-4  | 3.5E-3    |

**Fig. S16: Summary of functional annotation clustering analysis (DAVID) of the 54 interacting proteins for IQCH from the Pathway Commons Protein-Protein Interactions dataset.** The clustering of ontological terms found in the dataset are related to 1) RNA binding, poly(A) RNA binding, and ribonucleoprotein complex; 2) RNA recognition motif domain and nucleic acid binding; 3) mRNA processing, spliceosome, and mRNA splicing; 4) Double-stranded RNA-binding; 5) mRNA 3'-UTR binding. UP\_KEYWORDS, UniProt Keywords annotation of genes; UP\_SEQ\_FEATURE, UniProt sequence feature annotation of genes; GOTERM\_BP\_DIRECT, Gene ontology biological process annotation; GOTERM\_CC\_DIRECT, Gene ontology cellular component annotation; GOTERM\_MF\_DIRECT, Gene ontology molecular functions annotation; INTERPRO, Classification of protein families; SMART, Simple modular architecture research tool.

**Table S1. RNA-seq data analysis and differential gene expression analysis.** A) Summary of RNA-seq data. B) Differential gene expression analysis by edgeR and DEseq2 (FDR<0.01).

[Click here to download Table S1](#)

**Table S2. GO biological process terms significantly overrepresented (FDR<0.05) in upregulated and downregulated genes.**

[Click here to download Table S2](#)

**Table S3. Classification of DEGs according to their expression in the different testis cell types (spermatogonia, spermatocyte, spermatid, sertoli, leydig, other somatic cells and sperm).**

A) Summary of DEGs detected (adjusted p-value<001 or with FC>2) according the different cell types in which this genes were classified. B) Summary of DEGs according to cell types and the main gene types

[Click here to download Table S3](#)

**Table S4. GO biological process terms significantly over-represented (FDR<0.05) in the DEGs belonging to the different testis cell types (in both upregulated and downregulated DEGs).**

[Click here to download Table S4](#)

**Table S5. Interactions of lncRNA with proteins and mRNAs (RNAInter database).**

[Click here to download Table S5](#)

**Table S6. Differential splicing events obtained by rMATS.**

[Click here to download Table S6](#)

**Table S7. Differential isoform analysis, including both differential expression (DTE) and differential usage (DTU) approaches.**

[Click here to download Table S7](#)

**Table S8. Proteins that interact with IQCH identified by the Pathway Commons Protein-Protein Interactions Dataset from Harmonizone.**

[Click here to download Table S8](#)

**Table S9. Primers used in this study.**

[Click here to download Table S9](#)

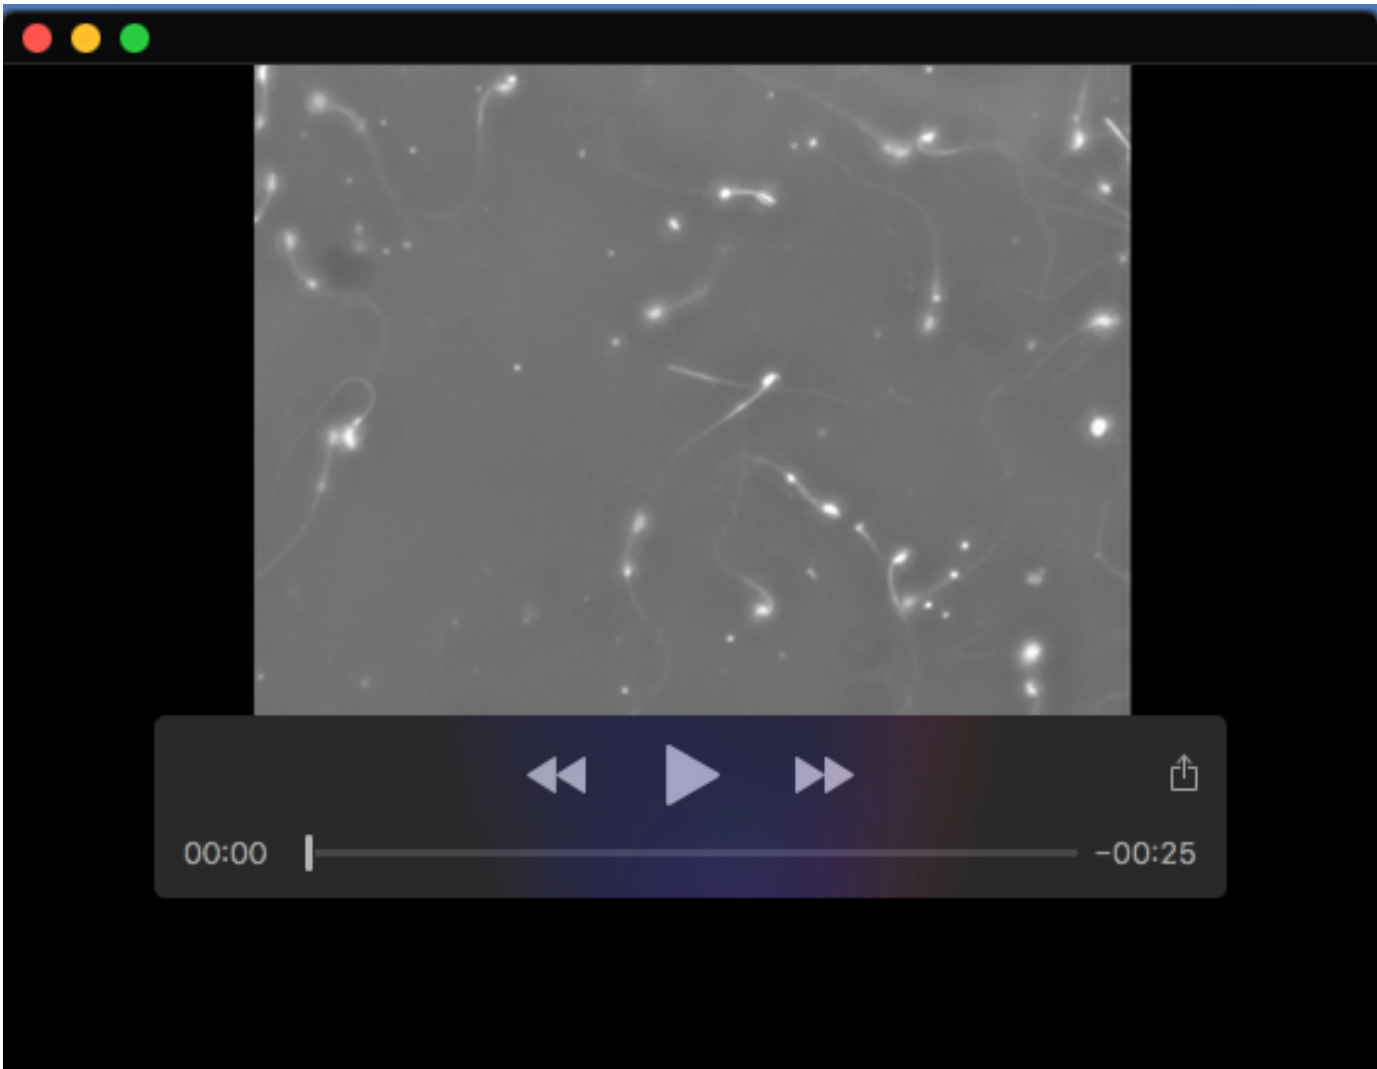

**Movie 1. Lower motility of *Iqch<sup>mu</sup>* spermatozoa.** Sperm motility was observed using a high-speed camera (200 frames/second). Cauda epididymis spermatozoa were incubated in TYH medium and motility was recorded after 10 min (non-capacitating) of incubation. The movies are played at 20 frames/second (1/10 speed). WT sperm,

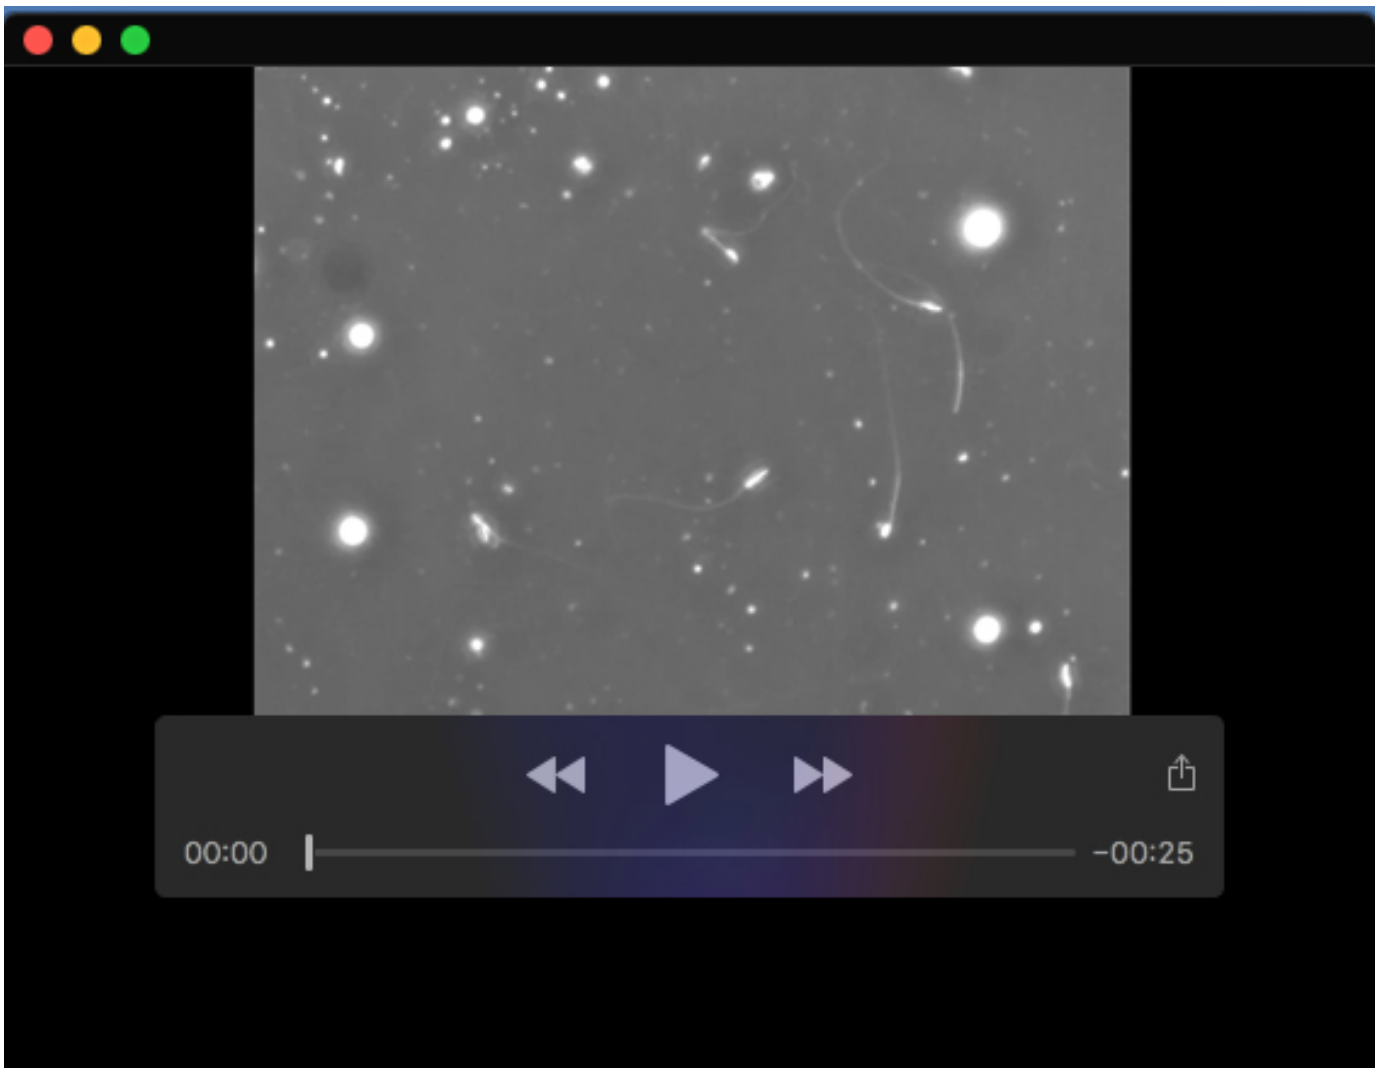

**Movie 2. Lower motility of *Iqch<sup>mu</sup>* spermatozoa.** Sperm motility was observed using a high-speed camera (200 frames/second). Cauda epididymis spermatozoa were incubated in TYH medium and motility was recorded after 10 min (non-capacitating) of incubation. The movies are played at 20 frames/second (1/10 speed). *Iqch<sup>mu</sup>* sperm.

How the deposited data were processed for this re-analysis (not part of the article)

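RNA-seq was done on whole testes of wild-type and Iqch mutant mice aged 4 months, 1 library per mouse. Of the 8 samples listed, 7 were analysed here: wild-type mice 1 to 4 and mutants 1, 2 and 4. The paper left out 1 mutant as an outlier, and mutant 3 is not analysed here. The authors trimmed the reads with Trimmomatic, mapped them to GRCm39 with Subread, counted reads per gene with featureCounts and kept genes with at least 75 reads in 2 or more samples of a group. The authors used edgeR and DESeq2 for their calls. The paper's text does not state the strand setting of the counting or the annotation release.

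The values deposited by the authors are CPM, with each library's values summing to 1000000 over the 17127 genes of the table, so no between-sample factor was found in them. All values (100%) of each library were whole multiples of its 1 step. With that step taken as 1 read, the reads behind a library were 33424628, 34331380, 32859673 and 37551057 for wild type 1 to 4. They were 34806129, 32064384 and 32557330 for mutants 1, 2 and 4. A value of 0 allows up to 3 reads, which covers counting error only.

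Tests used limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) on log2(CPM + 0.1), on genes with at least 2.2 CPM in 2 or more samples of a group, which is the paper's read minimum at its stated depth. This kept 17126 genes and left out 1. P-values were adjusted with the Benjamini-Hochberg method over all tested genes. Genes were called at an FDR of 0.01, and the second threshold was a fold change above 2. On simulated libraries with 200 changed genes, the fit was tested on 16522 genes. It called 197 of the 197 changed genes tested and 1 unchanged gene, and it called 0 genes when no gene was changed. The simulated changes were balanced in direction and at least 2-fold, with a fixed spread among replicates. The simulation therefore does not show how the fit does with smaller changes, or with as many changed genes as were called here.

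The genes named in the text are the genes the paper names on gene expression, members of the gene families it names, genes drawn in Fig. S10B, and the 10 largest changes in each direction among called genes whose mutant and wild-type values do not overlap. Single libraries and neighbouring genes named in the closing section were chosen after their values were seen, as were the most abundant genes of the marker lists. Lists of genes were tested with camera (inter-gene correlation 0.01, and estimated) and fry, 25 lists in all. They were markers of 9 testis cell types and the lists the paper names. The latter held transcription regulators, oxidative stress, Golgi, spermatogenesis, Tssk family, meiosis, sperm motility, mRNA processing, cholesterol and glutathione. They also held spermatid markers, lncRNAs of Fig. S10B, splicing examples, isoform switch examples, stained splicing proteins and genes labelled in Fig. S9. Of the genes that the paper names in these lists, 2 are not reported here and were left out of the list tests. Single-gene comparisons used an exact permutation test over the 35 splits of the libraries into 3 and 4, counting absolute differences as large as the observed one, with the value from the doubled smaller tail given beside it.

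Gene types and coordinates came from GENCODE release M39 on GRCm39, in which 17045 genes (99.5%) were found and 82 were not. The sequences of Fig. 1B were matched to that genome with Biopython 1.88. Other computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.

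The alternatives tried were a pseudocount of 1 or 0.01, no minimum, a minimum of 5 CPM, median-of-ratios size factors, the replicate number as a block, sample weights, and each library left out in turn. Genes with near-identical copies, overlapping genes and antisense genes are uncertain, since the counting could divide or share their reads. Splicing, isoform use, the paper's assignment of genes to cell types, enrichment of gene ontology terms and lncRNA interactions are not analysed here.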

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

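Every test of an explanation in this part, with its limits, was chosen only after the result was seen. In 9 of 110 measures, 1 of the 4 wild-type libraries stood apart from the other 3 by Dixon's ratio of the gap to the range (5% level). Chance alone gives about 5.5. The mutants, 3 in number, were too few for this comparison.

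In 3 of the 9, the library was within 1.5 times the others. Gpx3 was at 12.36 CPM in wild type 3 and at 14.13 to 14.21 CPM in the other wild-type libraries. In wild type 4, Catsperg1 was at 281.2 CPM (others 252.3 to 255) and Rbm17 at 38.99 CPM (others 41.6 to 42). In 3 more, wild type 2 was the highest. Lpo was at 18.82 CPM there (others 7.912 to 8.788), Fetub at 2.359 CPM (others 0.718 to 0.8522) and Ly6d at 0.466 CPM (others 0.1065 to 0.1496). No technical or biological explanation was tested for these 6 genes singly.

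Gm9271 and 4930505M18Rik, both higher in the mutants, were at 11.33 CPM and 4.02 CPM in wild type 2, against at most 0.8217 CPM and 0.05326 CPM in the other wild-type libraries. C1s1 was at 4.656 CPM in wild type 3 and at 0 CPM in the other 3. Mutant RNA mixed into these libraries would raise other genes by the same share of the mutant level. Gm9271 reached 38.8% of that level and C1s1 18.3%. Over 195 genes higher in the mutants, the median share was -1.94% in wild type 2 and -0.08% in wild type 3, which argues against mixing.

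A founder haplotype is a candidate explanation that stays open, since the lines were made in zygotes from C57BL/6 and CBA parents. It would change neighbouring genes in the same libraries. Among 36 genes whose libraries of a single genotype differed by more than 2.5 on the log2 scale, 28 pairs lay 0.5 to 10 Mb apart on a chromosome. In 15 of these pairs both genes had the same pattern across libraries (correlation above 0.9). Permuting the genes gave a median of 2 and at most 11 (permutation p 1e-04, the smallest that 10000 permutations can give). With a range of 1.5, 32 of 148 pairs were alike, against a median of 6. Reads shared between copies of a gene family may also give neighbours the same pattern. Without pseudogenes, 6 of 10 pairs were still alike, with a permuted median of 1 (permutation p 2.0e-04), so shared reads of pseudogenes do not account for the whole pattern.

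The neighbours lie in a few blocks. On chromosome 7, from 37368907 to 39015822, 4930505M18Rik, Gm28453, Gm21115, Gm21276 and Gm9271 were higher in wild type 2 than in the other wild-type libraries, toward the mutant level. Of these, 4 are pseudogenes, so for this block shared reads remain open. On chromosome 12, from 20854368 to 35999735, the same held in wild type 3 for 1700030C10Rik, Gm19196, 1700020D12Rik, 4933409F18Rik and Agr3. On chromosome 1, from 34516216 to 36050321, 4930568A12Rik, 1700101I19Rik and Gm33222 were lower in mutant 1 than in every other library. No genotypes of the mice other than at Iqch were analysed here, and the design gives no biological difference between mice of the same genotype.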

How the results depend on the processing

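All alternatives in this part were chosen before the data were examined, and 14 were run. The count-based alternatives with edgeR, with DESeq2 and with the genes called by both were set then too and were not run. They needed whole reads, and the check used for these asks for more low values than the genes kept held. In each library, however, 100% of the values were whole multiples of its step. With that step taken as a read, all 17127 genes met the paper's minimum of 75 reads. These values argue for whole reads, so the count-based fits were left undone and not ruled out by the data. The comparison of replicate numbers and the camera limit used below were chosen only after the values were seen. Leaving out the CPM minimum added 1 gene and so tests little. Of 42 main results, 34 kept their direction and their side of the threshold, or for counts moved by less than 1.5 times and for values without a test by less than 1 SD, under each of the 14. Genes with an FDR below 0.01 numbered 7237 to 8503 across the 7 fits that each left out 1 library, against 8640 with all.

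CPM divided by median-of-ratios size factors changed most. It gave 4294 lower genes (main analysis 2428), 3252 lower protein-coding genes (1752) and 260 lower pseudogenes (149). The size factors lay between 0.957 and 0.963 in the wild type and between 1.036 and 1.066 in the mutants, so this scaling lowers every mutant value relative to the wild type. The spermatocyte markers had a median of -0.18 (-0.05) and only then an unadjusted camera p below 0.05 with all libraries in. Genes labelled in Fig. S9 had a median of 1.37 and, at a minimum of 5 CPM, of 1.71 (1.50), and passed this limit in both cases but not in the main analysis. The log2 fold changes of Catsperg1 (-0.10), Gpr19 (-0.13) and Tmem18 (-0.03) turned negative, none of them called in either case. With a minimum of 5 CPM, 126 genes were lower by more than 2-fold (209), since fewer genes were tested. The gap between correlations within and between genotypes was 0.035 with a pseudocount of 1, 0.0472 with 0.01 and 0.0496 with a minimum of 5 CPM (0.0436). The wild-type and mutant libraries formed separate clusters in all 13 settings that were clustered. Apart from what the size factors, the minimum and the pseudocount do by construction, the cause was not tested.

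With 1 library left out, the median of the isoform switch examples was -0.04, and from -0.08 (without wild type 1, and without mutant 4) to 0.02 (without mutant 1, where its sign reversed), and it passed the limit in none of these fits. That of the spermatocyte markers ran from -0.10 (without wild type 3) to -0.02 (without wild type 4), and it passed the limit without mutant 2, at -0.08. That of the peritubular myoid markers was -0.16, and from -0.26 (without wild type 3) to -0.08 (without mutant 4). Gpr19 lay between -0.02 (without wild type 2, and without mutant 1) and 0.04, and Rhobtb3 between -0.08 and 0.02 (without mutant 1), with neither called in any of these fits. The cause was not tested.

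Of 107 named genes, 84 kept their call and direction under every alternative that tested them. Size factors changed 16 of 107: 12 gained a call, 1 lost its call and 3 reversed. Without mutant 2, 5 genes lost their call: Dnah1 (-0.16), Tssk1 (-0.24), 4930505M18Rik (4.20), Tor1aip1 (-0.24) and U2af1 (0.45). Tor1aip1 also lost it without wild type 2 (-0.22), mutant 1 (-0.23) or mutant 4 (-0.23). U2af1 lost it with size factors (0.35) and without wild type 2 (0.39), wild type 3 (0.50), wild type 4 (0.49) or mutant 1 (0.43). Catsperb lost it without wild type 3 or 4 and without mutant 1 or 4, at -0.20 to -0.16. The cause was not tested.

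The replicate numbers do not pair the samples. The deviations of mutants 1, 2 and 4 from their group mean correlated with those of the wild-type libraries of the same number by 0.026, 0.009 and -0.098. With the replicate block, 7722 genes were called, 5583 higher and 2139 lower, and Catsperb (-0.16) and U2af1 (0.50) lost their calls.

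Depth limits the genes near 0 in the mutants. Where each mutant library held 3 reads or fewer the change is a lower bound for counting error only, and the median fitted change of the lncRNAs of Fig. S10B, -4.77, becomes -5.32 with such genes at their bounds.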

Differences from the paper's values

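The paper's number of genes lower in the mutant is 4057, and here it was 2428. With median-of-ratios size factors, an alternative set before the data were examined, it was 4294. None of the other 13 alternatives closed the gap, with 1934 to 2668 genes. The paper's fold change of Iqch RNA is -3.4, and here it was -3.08. With median-of-ratios size factors it was -3.39, within the spread between replicates computed here. The other alternatives gave -3.16 to -3.03. Of the paper's 10 genes with the largest fold changes 8 were lncRNAs, and here 4 were. With a pseudocount of 0.01 there were 6, which is within 1.5 times the paper's number, and the other alternatives gave 2 to 5.

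The log2 fold change of 9430014N10Rik was about -7.8 in Fig. S10B, read by eye, and -6.31 here. A pseudocount of 0.01 gave -8.04, within the spread between replicates computed here, and the other alternatives gave -6.58 to -3.62. The other 6 lncRNAs of that figure, with fitted changes of -6.14 to -4.25, were compared with the paper by their lower bounds, and none of these exceeds the paper's fold change.

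The paper's number of genes with a fold change above 2 is 1423. Here it was 1715, within 1.5 times, and with size factors it was 1423. The paper's length of the mu7 protein is 978 amino acids. Translating the mu7 sequence as drawn in Fig. 1B gave 976. The paper's lengths of 1071 and 956 for the wild type and mu5 were also those computed here.

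Of the genes that the paper names as changed, Hsf2bp, Brdt, Meioc, Piwil1, Meiob, Sycp1 and Crem were not called here. Hsf2bp, Brdt, Meioc and Piwil1 were called with size factors alone. Meiob and Sycp1 were called with size factors and without wild type 4 (-0.34 and -0.26). Crem was called with size factors, with a pseudocount of 1, with sample weights, without wild type 4 (-0.19) and without mutant 4 (-0.20). The paper counts the Catsper channel genes as changed as a group. Of these, Catsper1, Catsper3 and Catsperg2 were called with size factors alone, and Catsperg1 was called under none of the alternatives (log2 fold change 0.03).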

Other observations

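In this part, the tests on marker lists, on genes almost absent from the mutants and on splits of the libraries by number of called genes were set before the results were seen. All others, and the limits used in each, were chosen only after the result was seen.

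The 7 libraries can be split into groups of 3 and 4 in 35 ways. Only the real split, 1 of 35, gave as many genes with an FDR below 0.01, and the largest number in another split was 6. For genes with a fold change above 2 it was also 1 of 35, with at most 6 genes in another split. For lncRNAs lower in the mutant it was 1 of 35, with at most 1 lncRNA in another split. For the median of the spermatid markers it was 1 of 35, with an absolute median of at most 0.4094 in another split, close to that of the real split.

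At a fold change above 2, 87.8% of the called genes were higher in the mutant. Scaling by size factors left 80% higher and removing the trends with GC content and transcript length in each library left 81.9% higher. Neither accounts for the whole excess. The median log2 fold change of all genes, 0.121, was 0.114 after the 12 most abundant genes were left out of the totals, which argues against a few abundant genes as its source. The 10 most abundant genes held 3.76 to 3.86% of a wild-type library and 3.07 to 3.26% of a mutant library. A true rise of many genes and a change in the mix of cells stay open. Mitochondrial genes held 0.71 to 0.79% in the wild type and 1.11 to 1.29% in the mutants.

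Median log2 fold changes of the marker lists were 1.70 for Leydig cells, 1.57 for macrophages, 0.84 for Sertoli cells, 0.31 for spermatogonia, 0.29 for endothelial cells, -0.05 for spermatocytes, -0.16 for peritubular myoid cells, -0.20 for round spermatids and -0.63 for elongating spermatids. Of 80 listed markers 4 were not analysed here (Esam, Nanos3, Tagln and Tie1). Of the 76 tested, the paper's own lists also hold 15, and no gene is in more than 1 marker list. With 1 library left out, the spermatocyte median was between -0.10 (without wild type 3) and -0.02 (without wild type 4), and the myoid median between -0.26 (without wild type 3) and -0.08 (without mutant 4). The most abundant Leydig marker, Insl3, was at 438 ± 15.7 CPM in the wild type and 2941 ± 37.6 CPM in the mutants. Among Sertoli markers, Clu was at 851 ± 39.3 and 1816 ± 56.9 CPM, and among macrophage markers, Lyz2 at 19.7 ± 3.06 and 99.2 ± 8.41 CPM. Of the 6 endothelial markers 3 were higher and 3 lower (-0.29 to 1.81), and the most abundant, Vwf, was lower, at 18.3 ± 0.426 and 15.8 ± 0.791 CPM. Of the 5 myoid markers 2 were higher and 3 lower (-0.44 to 0.61), and the most abundant spermatogonial marker, Kit, had a log2 fold change of 1.50, well above the median of its list. A lower share of haploid cells alone would raise the 7 lists of other cells alike. Their medians lay 1.86 apart. The largest SD of a list among mutant libraries was 0.235, which covers differences between mice and not between the markers of a list. Leydig markers ran from 0.24 to 3.21. All macrophage markers (0.65 to 2.34) lay above all spermatocyte markers (-0.28 to 0.27), which argues against an equal rise of these lists. Whether each marker is confined to its cell type was not tested, so a lower haploid share alone is not excluded. A larger share of Leydig cells and macrophages, or more expression in each cell, may add to the rise of their markers, and these were not tested apart. CPM are shares of RNA, so a larger share need not mean more cells per testis. The paper reports smaller mutant testes and lower numbers of haploid, diploid and tetraploid cells. Camera with the estimated correlation called none of these marker lists after adjustment. Unadjusted, its p was 0.0154 for Leydig cells and 0.0435 for elongating spermatids, and above 0.05 for the others.

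Other lists of the paper had medians of 1.50 (77 genes labelled in Fig. S9, 49 higher and 28 lower), -0.12 (splicing examples) and -0.04 (isoform switch examples). The study chose the genes of Fig. S9 from its own calls. For the stained splicing proteins (Srrm2, Esrp1 and U2af1) the median was 0.41. Without mutant 1 the isoform switch median was 0.02, and without wild type 1 or mutant 4 it was -0.08. The medians of both groups of examples cover genes that go both ways. Of these 3 genes, Srrm2 and U2af1 were called higher. The paper saw SRRM2 and ESRP1 juxtaposed with IQCH, and stained U2AF1 as a speckle marker and not together with IQCH. U2af1 was not called with size factors (0.35) or without wild type 2 (0.39), wild type 3 (0.50), wild type 4 (0.49), mutant 1 (0.43) or mutant 2 (0.45).

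Among lncRNAs, 25.6% were called lower, against 12.7% of protein-coding genes. In sets of protein-coding genes of like expression, 6.2% were called lower (at most 8.3% in 10000 sets), so the lower expression of lncRNAs does not account for the difference. These sets had a median log2 fold change of 0.36, against 0.176 for all tested protein-coding genes, so they lean toward genes that rise. The paper assigns most lower lncRNAs to spermatids and allows that cell composition may account for some of this. Composition, overlap with other genes and strand were not tested.

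A total of 32 genes fell by more than 3 on the log2 scale, 15 of them lncRNAs, 8 pseudogenes and 8 protein coding. If founder haplotypes around them were the cause, they were predicted to lie closer together than random genes. This prediction was not met at distances from 100 kb to 5 Mb. Only 2 positions had another such gene within 5 Mb, against a median of 4 in random sets matched on expression (permutation p 0.914). Genes starting within 100 kb of each other counted as 1 position, so the test cannot see closer neighbours. Dynlt1b (-6.15) and Tmem181b-ps (-3.85) on chromosome 17 lie closer than this. Haplotypes in scattered small segments would not give clusters, so for these genes a strain variant and an effect of the mutation cannot be told apart. The wider set of 204 autosomal genes lower by more than 2-fold was spread unevenly among the autosomes, from 0.35% of the genes tested on chromosome 5 to 3.08% on chromosome 12, with 1.25% over all (permutation p 1e-04, the smallest that 10000 permutations can give). With genes under 100 kb apart moved together, the permutation p was 0.0026. An uneven spread is what founder haplotypes fixed in the mutants would give, and may equally come from gene families or from testis genes that lie together, which were not tested. Within 10 Mb of Iqch, 8.2% of 196 genes had a fold change above 2, against 10% elsewhere (two-sided Fisher's exact test, p 0.472). No excess was detected, and a small one cannot be excluded with 16 such genes.

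X-linked genes (625) had a median log2 fold change of 0.35 and autosomal genes of 0.12. After size factors these were 0.21 and -0.02. In an exact permutation test on the difference between the X-linked and autosomal medians of each library, p was 0.029 counting absolute differences and 0.057 with the smaller tail doubled, the smallest values that 3 against 4 allow. After removal of the trends with GC content and transcript length, X-linked genes were at 0.24 and autosomal genes at -0.02. In 1000 sets of autosomal genes of like expression, the highest median was 0.30. Neither accounts for the whole difference. A change in the mix of cells may contribute, which was not tested.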
